# Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish

**DOI:** 10.1038/s44318-025-00442-z

**Published:** 2025-04-25

**Authors:** Yizhuang Zhang, Jiasheng Wang, Hailing Fang, Shuqi Hu, Boya Yang, Jiayi Zhou, Raphaëlle Grifone, Panfeng Li, Tong Lu, Zhengyang Wang, Chong Zhang, Yubin Huang, Dalei Wu, Qianqian Gong, De-Li Shi, Ang Li, Ming Shao

**Keywords:** Rbm24, Ribonucleoprotein Granule, RNA Recruitment, Primordial Germ Cell, Degron, Development, RNA Biology

## Abstract

The germ granules are ribonucleoprotein (RNP) biomolecular condensates that determine the fate of primordial germ cells (PGCs) and serve as a model for studying RNP granule assembly. Here, we show that the maternal RNA-binding protein Rbm24a is a key factor governing the specific sorting of mRNAs into germ granules. Mechanistically, Rbm24a interacts with the germ plasm component Buc to dictate the specific recruitment of germ plasm mRNAs into phase-separated condensates. Germ plasm particles lacking Rbm24a and mRNAs fail to undergo kinesin-dependent transport toward cleavage furrows where small granules fuse into large aggregates. Therefore, the loss of maternal Rbm24a causes a complete degradation of the germ plasm and the disappearance of PGCs. These findings demonstrate that the Rbm24a/Buc complex functions as a nucleating organizer of germ granules, highlighting an emerging mechanism for RNA-binding proteins in reading and recruiting RNA components into a phase-separated protein scaffold.

## Synopsis

Germ plasm granules are ribonucleoprotein condensates that determine the fate of primordial germ cells (PGCs). This study shows that the maternal RNA binding protein Rbm24a, in complex with Buc, is essential for PGC formation via regulation of germ plasm mRNA recruitment and a directed transport of germ granules.

- The Rbm24a-Buc complex functions as an organizer for germ granule assembly.
- Rbm24a alone is sufficient for the recruitment of all known germ plasm mRNAs.
- Kinesin-1-mediated transport of germ granules to cleavage furrows requires Rbm24a.
- Targeted Rbm24a protein degradation after cleavage stage prevents PGC formation.

## Abstract (web summary)

Loss of maternal Rbm24a causes a complete degradation of the germ granules and the disappearance of primordial germ cells.

## Introduction

How germ cells differentiate in the background of somatic fate represents a long-standing interest in developmental and reproductive biology. A preformation strategy for germ cell development is adopted by a large group of animals such as *C. elegans*, *Drosophila*, zebrafish, *Xenopus* and Reptilia (Bertocchini and Chuva de Sousa Lopes, 2016; Eno et al, 2019; Kloc et al, 2001; Lehmann, 1992; Seydoux and Braun, 2006), in which maternal factors play a crucial role in the assembly of specialized cytoplasmic membrane-less structures called germ granules (i.e., phase-separated germ plasm particles or aggregates) and the specification of germ cells (Bontems et al, 2009; Marlow and Mullins, 2008). For example, during oogenesis in zebrafish, germ plasm components are initially localized in the Balbiani body (BB), a phase-separated condensate, and then distributed to different regions of the cortical layer in the oocyte as a result of BB dissociation. After fertilization, germ plasm components reassemble rapidly and are gathered at the edge of the blastodisc as small granules. During the first two cell cycles, germ granules are transported to and fuse at four distal points of the cruciform cleavage furrows in a manner that is dependent on kinesin-1, actin-myosin, and tight junctions (Campbell et al, 2015; Moravec and Pelegri, 2020; Rostam et al, 2022). During subsequent cell divisions, large germ plasm aggregates are asymmetrically inherited in a small group of blastomeres, which subsequently acquire the fate of primordial germ cells (PGCs) in a cell-autonomous manner (D’Orazio et al, 2021; Eno et al, 2019). After 70%-epiboly, PGCs begin to migrate as two clusters toward the mesoderm-derived gonadal ridge located on both sides of the anterior yolk extension, where they will further differentiate into sperms or oocytes (Grimaldi and Raz, 2020; Jamieson-Lucy and Mullins, 2019). The available evidence suggests that key molecular mechanisms underlying PGC determination are largely conserved, although the localization of germ plasm components may differ among species (Aguero et al, 2017; Escobar-Aguirre et al, 2017).

Germ granules, like other ribonucleoprotein (RNP) granules, such as chromatoid bodies, stress granules, P-bodies, nucleoli and paraspeckles, play essential roles in determining cell fate and regulating RNA metabolism (Banani et al, 2017; Gomes and Shorter, 2019). They are formed through multivalent interactions between RNAs, proteins as well as proteins and RNAs (Ripin and Parker, 2023; Tauber et al, 2020). However, mechanisms underlying the assembly of these RNP granules are largely unknown. In particular, it is still debated whether proteins or RNAs coordinate the aggregation of RNP components such as stress granules and P-bodies (Ripin and Parker, 2023; Tauber et al, 2020). In *Drosophila*, proteins play a key role in pole plasm assembly (Curnutte et al, 2023). It is well established that several proteins, such as Oskar, Vasa and Tudor, are critically involved in the biogenesis of the pole plasm by regulating mRNA localization and translation (Lehmann, 2016). In zebrafish, a large number of germ plasm components have been identified since the discovery of *vasa* (*ddx4*) as the first localized maternal germ plasm mRNA (Yoon et al, 1997). Bucky ball (Buc), Dead end1 (Dnd1), and Nanos3 are important for PGC formation, with Dnd1 and Nanos3 playing an essential role in PGC migration and maintenance (Bontems et al, 2009; Draper et al, 2007; Gross-Thebing et al, 2017; Koprunner et al, 2001; Marlow and Mullins, 2008; Weidinger et al, 2003). In addition, Dnd1 protein facilitates the localization of *nanos3* mRNAs to the periphery of germ plasm particles and regulates their accessibility to the translation machinery (Westerich et al, 2023). Besides the three essential factors, maternal Tdrd6a, Tdrd7a, Rgs14a, *mir202-5p* and Hook2 function in the organization of germ granules and/or migration of PGCs, but they are not essential for the differentiation of PGCs (Hartwig et al, 2014; Jin et al, 2020; Roovers et al, 2018; Strasser et al, 2008). Dazl overexpression inhibits miR430 and promotes the stability and polyadenylation of germ plasm mRNAs (Maegawa et al, 2002; Takeda et al, 2009). However, the precise function of Dazl and other germ plasm components, such as Piwil1 and Ddx4, in germ granule formation and PGC specification remains unclear due to obstacles in obtaining their maternal mutants (Bertho et al, 2021; Hartung et al, 2014; Houwing et al, 2007). Thus, there is still a gap in understanding how germ plasm RNAs are recruited explicitly into the condensates and why they are maintained in PGCs but degraded in somatic cells. Uncovering these riddles depends on identifying new germ plasm components essential for germ plasm particle assembly and PGC development.

Rbm24 is an evolutionarily conserved RNA-binding protein (RBP) with a single N-terminal RNA recognition motif (RRM) and functions as a multifaceted post-transcriptional regulator of cell differentiation and homeostasis (Grifone et al, 2020). It controls pre-mRNA alternative splicing and mRNA stability during myogenesis, cardiomyogenesis, and inner ear hair cell differentiation (Cheng et al, 2020; Jin et al, 2010; Liu et al, 2019; Wang et al, 2023; Yang et al, 2014; Zhang et al, 2020). Zebrafish has two *rbm24* genes, *rbm24a* and *rbm24b* (Maragh et al, 2014), of which *rbm24a* displays the same expression pattern and function as Rbm24 in other vertebrates. Our previous work has shown that zygotic mutation of *rbm24a* impairs lens differentiation and causes the formation of cataracts. In addition, Rbm24a interacts with Cpeb1b and Pabpc1l, critical members of the cytoplasmic polyadenylation mechanism, to maintain poly(A) tail length of target mRNAs, thereby promoting their stability and translation efficiency in differentiating lens fiber cells (Shao et al, 2020). Maternal *rbm24a* is also highly expressed in oocytes and cleavage-stage embryos, but its function is unclear. In this work, we demonstrate that maternal Rbm24a functions as an organizer to recruit mRNAs and assemble germ plasm aggregates. Importantly, the loss of maternal Rbm24a prevents large germ plasm aggregate formation and PGC specification, leading to complete sterility. These findings uncover a critical role of Rbm24a in germ cell fate determination during vertebrate development.

## Results

### Rbm24a is a novel protein component of the germ plasm

Published RNA-seq data suggest that *rbm24a* transcripts are maternally supplied with a drastic decrease after zygotic genome activation (White et al, 2017) (Fig. EV1A). In situ hybridization (ISH) analysis showed that *rbm24a* transcripts are ubiquitously distributed during early cleavage and blastula stages (Fig. EV1B). To assay the function of maternal Rbm24a protein, we first asked how it is localized subcellularly during early development. As no specific antibody against zebrafish Rbm24a is available, we created a *rbm24a-GFP* knock-in line (designated as *rbm24a-GFP* KI) with a C-terminus GFP tag sequence ligated to the endogenous *rbm24a* coding region following an intron-based genome editing strategy (Li et al, 2015) (Figs. 1A and EV1C). In the F0 embryos, zygotic Rbm24a-GFP protein was expressed explicitly in the lens, heart, skeletal muscle, and inner ear hair cells, consistent with previous observations by in situ hybridization and immunofluorescence staining (Fetka et al, 2000; Grifone et al, 2014; Poon et al, 2012) and highly matching the *rbm24a* mRNA expression pattern in different tissues (see also the rightmost panel in Fig. EV1B). This suggests a successful knock-in event occurring during the early cleavage stage, which we term early integration (inset in Fig. EV1C). The efficiency of this early integration event was 0.45% (*n* = 1100), and all three early integration founders exhibited germline transmission with high percentages of knock-in offspring (Fig. EV1D).

**Figure 1:**
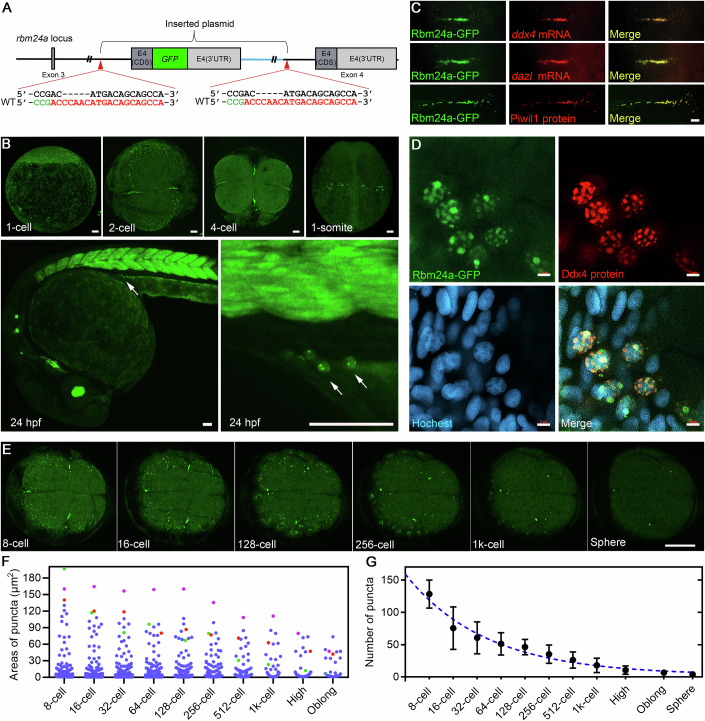
Rbm24a is a protein component of the germ granule. (**A**) Schematic illustrating the strategy for generating the *rbm24a-GFP* KI line. A GFP-containing tagging cassette was introduced into the last intron of the *rbm24a* locus to replace the last exon. (**B**) Germ plasm- and germ cell-specific distribution of maternal Rbm24a protein. Scale bars, 50 μm. (**C**) Colocalization of Rbm24a protein with germ plasm mRNAs *ddx4* and *dazl* as well as with the germ plasm protein Piwil1 in the germ plasm aggregates. Scale bar, 20 μm. (**D**) Colocalization of Rbm24a and Ddx4 in perinuclear germ granules within PGCs at 24 hpf. Scale bars, 5 μm. (**E**) Live imaging of Rbm24a-GFP from 8-cell stage to sphere stage. Scale bar, 200 μm. (**F**) Size distribution of Rbm24a-GFP- positive germ granules in the early embryos. Dots are colored to trace individual germ granules. *n* = 555. (**G**) The numbers of germ plasm condensates are reduced in an exponential decay pattern during early development (*n* = 3 independent biological samples). Data are presented as mean ± SD. Source data are available online for this figure.

**Figure EV1:**
Expression of zebrafish *rbm24a* transcripts and construction of *rbm24a-GFP* KI line. (**A**) Expression levels of *rbm24a* transcripts at different developmental stages, replotted from a published resource (White et al, 2017). (**B**) Spatial expression of *rbm24a* transcripts. Scale bar, 250 μm. (**C**) Diagram illustrating the knock-in strategy to insert a GFP tag at the C-terminus of endogenous Rbm24a. The inset on the right shows an F0 embryo with early integration of the knock-in plasmid. Scale bar, 500 μm. (**D**) Germline transmission of three founders with early integration event. Numbers on top of each column represent embryos analyzed from each founder. Source data are available online for this figure.

We next examined the expression of maternal Rbm24a-GFP in early embryos spawned by the female F1 KI fish and were pleasantly surprised by the localization of GFP signals to the germ plasm particles and early PGCs (Fig. 1B). At the 1-cell stage, Rbm24a-GFP was present as tiny dots in the entire cortical layer. Time-lapse analysis revealed that these dots were engaged in active directed transport to accumulate along the forming cleavage furrows during the first several cell divisions (Fig. 1B; Movie EV1). At the 1-somite stage, maternal Rbm24a-GFP protein specifically emerged in PGCs, which appeared as two clusters located on both sides of the notochord (Fig. 1B). At 24 h post fertilization (hpf), it is interesting to see that the maternal protein still persisted in PGCs already migrated to the gonadal ridge and was trapped into large perinuclear granules (arrows in Fig. 1B), whereas zygotically expressed Rbm24a-GFP protein was almost evenly distributed in myoblasts within the adjacent myotomes (Fig. 1B). Moreover, Rbm24a-GFP showed strong colocalization with *ddx4*-, *dazl*-, and Piwil1-positive aggregates in early cleavage embryos (Fig. 1C), and it also perfectly merged with Ddx4 protein in the perinuclear granules of PGCs at 24 hpf (Fig. 1D).

We also examined the localization of Rbm24a-GFP during early oogenesis and found that it was exclusively present in the Balbiani body (BB) of stage I oocytes, occupying a slightly larger region than *ddx4* and *dazl* mRNAs (Fig. EV2A–F). After BB dissociation, Rbm24a-GFP protein also spread to the entire cortical layer of stage III oocytes (Fig. EV2G–L). Interestingly, the distribution of Rbm24a in the cortical layer was not uniform or clustered as dots; instead, it exhibited an appearance of irregular patches (Fig. EV2M–O). Together, these results demonstrate that the Rbm24a protein is a novel germ plasm component in zebrafish.

**Figure EV2:**
Rbm24a localization during oogenesis. (**A**–**F**) Colocalization of Rbm24a-GFP with *ddx4* and *dazl* in the BB of stage Ia oocyte. Scale bars, 20 μm. (**G**–**L**) Rbm24a is released following BB breakdown in the late stage Ib and stage II oocytes. Scale bars, 20 μm. (**M**–**O**) Live *rbm24a-GFP* KI oocytes at different stages. Note the BB localization of Rbm24a in stage I oocytes and a spread of Rbm24a as patched forms in larger oocytes. Scale bar, 20 μm. Source data are available online for this figure.

The homozygous *rbm24a-GFP* KI line is viable and fertile (Appendix Fig. S1a–d). Thus, GFP tagging does not affect the function of the endogenous Rbm24a protein. Moreover, the distribution pattern of Rbm24a-GFP is similar to the localization of endogenous *rbm24a* transcripts, and *rbm24a-GFP* transcripts in the homozygous knock-in line also showed an identical expression pattern to *rbm24a* mRNA in the wild-type embryo at 24 hpf (Appendix Fig. S1e). As the *rbm24a-GFP* KI line represents a convenient live marker for germ granules, it can be used to trace the dynamic changes of germ plasm aggregates during early development. By performing such an analysis, we found that germ granules were initially excessive (Fig. 1E). During the first three cleavages, germ granules became rapidly aggregated at the cleavage furrows and adhered to each other, thus contributing to the formation of larger particles. However, a considerable number of small granules were not engaged in this process. Instead, they were distributed around the nuclei at the edge of the blastodisc and moved rhythmically with the cell cycle (Movies EV1 and 2). The aggregation of germ granules is essential for stabilizing the germ plasm components because small particles, but not larger aggregates, quickly disappeared from the 128-cell stage onward (Fig. 1E; Movies EV2 and 3). The number of germ plasm condensates also decreased over time due to fusion and dissociation of small granules (Fig. 1F,G). We measured the size of 555 condensates at the 8-cell stage and tracked them in real-time until the sphere stage (Fig. 1F). At the 32-cell stage, the minimum projected area required for successful retention in PGCs was 43.3 μm² (projected area).

### Maternal *rbm24a* mutant is viable but sterile

What is the function of this novel germ plasm protein? As zygotic *rbm24a* mutants exhibit lethal phenotypes such as heart failure, cataracts, and hair cell defects, we adopted a conditional knockout strategy established in our previous work to generate maternal *rbm24a* mutants (Zhang et al, 2021). To facilitate screening, we first constructed a knock-in line, designated as *rbm24a-RFP* KI^*zpc*:*cas9*^, by fusing the *RFP* sequence inframe with the *rbm24a* coding region and simultaneously inserting a *zpc*:*cas9* cassette downstream of the *rbm24a* gene (Appendix Fig. S2a). Rbm24a-RFP signals were present in tissues where the endogenous *rbm24a* gene is expressed (Appendix Fig. S2b). The early integration efficiency (0.56%, *n* = 530) and germline transmission rate were similar to that observed in generating the *rbm24a-GFP* KI line (Appendix Fig. S2c). Like the *rbm24a-GFP* KI line, the homozygous *rbm24a-RFP* KI^*zpc*:*cas9*^ line was healthy and fertile (Appendix Fig. S1a–d). Moreover, the *zpc*:*cas9* insert could support sufficient maternal expression of Cas9 protein, as injecting *bmp2b* sgRNA into embryos spawned by *rbm24a-RFP* KI^*zpc*:*cas9*^ female fish led to a near 100% dorsalized phenotype (Appendix Fig. S2d,e). The high genome editing efficiency of *rbm24a-RFP* KI^*zpc*:*cas9*^ remained stable when traced in three consecutive generations (Appendix Fig. S2f).

We also constructed a transgenic vector allowing the expression of a maternal BFP marker and four highly efficient sgRNAs against *rbm24a* coding sequence (Appendix Table S1). After introducing this vector into homozygous *rbm24a-RFP* KI^*zpc*:*cas9*^ embryos by Tol2 transposition (Fig. 2A), it was easy and rapid to screen maternal *rbm24a* mutants (M*rbm24a*) among BFP-positive embryos in the next generation, because they lack Rbm24a-RFP protein due to disruption of the *rbm24a* gene (Fig. 2A; Appendix Fig. S3a–e). By measuring the remaining wild-type *rbm24a* transcripts at 1-cell stage using qRT-PCR and capillary electrophoresis (Appendix Fig. S3f–i), we observed a genome editing rate ranging from 71% to 81% in BFP-positive embryos (Appendix Fig. S3j). M*rbm24a* embryos appeared normal and could survive to adulthood (Appendix Fig. S4a), while maternal and zygotic *rbm24a* mutants (MZ*rbm24a*) exhibited identical lethal phenotypes as zygotic mutants (Appendix Fig. S4a), suggesting that maternal Rbm24a protein does not contribute to organogenesis. Nevertheless, M*rbm24a* adult fish exhibited an all-male phenotype. They had sexual behaviors but failed to fertilize eggs when crossed with wild-type females (Fig. 2B,C). Anatomically, in sharp contrast to wild-type males displaying testes along both sides of the swim bladder, maternal *rbm24a* mutant fish deposited fatty tissue at corresponding locations (Fig. 2D,E). Analyses by sectioning, H&E staining and fluorescence in situ hybridization (FISH) showed the complete absence of male germ cells and spermatozoa in M*rbm24a* fish (Fig. 2F,G; Appendix Fig. S4b). These defects are highly similar to the phenotypes of *dnd1*-deficient fish (Siegfried and Nusslein-Volhard, 2008).

**Figure 2:**
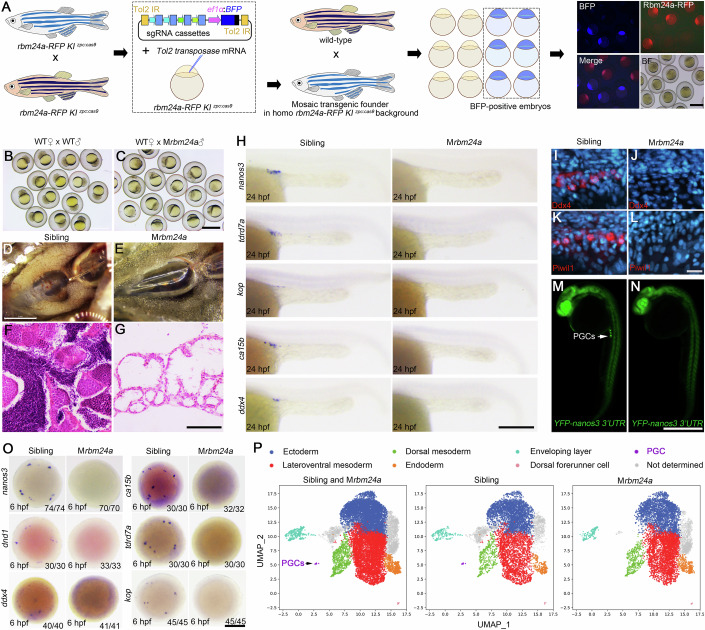
Loss of maternal *rbm24a* results in the specific absence of PGCs. (**A**) Pipeline to obtain maternal *rbm24a* mutant embryos. Scale bar, 1 mm. (**B**, **C**) Embryos spawned by crossing wild-type female and M*rbm24a* male fish fail to undergo cleavage. Scale bar, 1 mm. (**D**, **E**) Absence of testis structure in an M*rbm24a* mutant adult. Scale bar, 2 mm. (**F**, **G**) Testicular tubules from an M*rbm24a* adult contain no germ cells and exhibit a vacuolar shape. Scale bar, 12.5 μm. (**H**) Absence of germ plasm mRNA markers in M*rbm24a* embryos at 24 hpf. Scale bar, 250 μm. (**I**–**L**) Absence of germ plasm protein markers Ddx4 and Piwil1 in M*rbm24a* embryos at 24 hpf. Scale bar, 500 μm. (**M**, **N**) Loss of YFP signals in PGCs of an M*rbm24a* embryo at 24 hpf expressing *YFP* fused with the 3’-UTR of *nanos3* mRNA. Green serves as a pseudocolor of YFP fluorescence. Scale bar, 500 μm. (**O**) Loss of PGCs in M*rbm24a* embryos at the shield stage, as examined by the expression of specific markers. Numbers in the bottom right corner indicate the ratio of analyzed embryos with the representative expression pattern shown in each panel. Scale bar, 250 μm. (**P**) Specific loss of PGCs in M*rbm24a* embryos at 6 hpf, as shown by the clustering map of scRNA-seq. Source data are available online for this figure.

### Maternal *rbm24a* mutant is devoid of PGCs

The lack of germ cells in adult M*rbm24a* fish may be caused by a disrupted formation of PGCs in the early embryos. We thus examined a panel of PGC markers by ISH or immunofluorescence. In M*rbm24a* mutants at 24 hpf, there was a complete absence in the expression of PGC-specific mRNAs, including *nanos3*, *ddx4*, *ca15b*, *tdrd7a*, and *kop* (Fig. 2H), and PGC-specific proteins such as Piwil1 and Ddx4 were also undetectable (Fig. 2I–L). We also injected *YFP* fused to the 3’-UTR of the *nanos3* mRNA (Mishima et al, 2006) into wild-type and M*rbm24a* embryos but failed to detect YFP-positive PGCs in the mutants at 24 hpf (Fig. 2M,N). The absence of PGCs in M*rbm24a* mutants could be observed at 6 hpf, the initial formation of this cell type (Fig. 2O). These results collectively suggest a complete absence of PGCs following the loss of Rbm24a function.

Next, we performed single-cell RNA-seq (scRNA-seq) analysis to compare gene expression between sibling embryos and M*rbm24a* mutants. 

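The scRNA-seq data came from 4 libraries of cells dissociated at the shield stage (6 hpf), 2 from siblings (sibling 1 and sibling 2) and 2 from M*rbm24a* embryos (M*rbm24a* 1 and M*rbm24a* 2). The methods state 33 embryos for the dissociation, and 3′ ends of mRNAs were counted in droplets on the 10x Genomics platform. The paper calls the controls siblings in its results and both siblings and wild type in its methods, and they are called siblings here. The authors filtered reads with Trimmomatic, counted unique molecular identifiers (UMIs) with Cell Ranger, subtracted the estimated ambient RNA with DecontX, removed doublets with Scrublet and removed cells outside the median ± 5 median absolute deviations, and the deposited matrix holds the estimated UMI counts that remained. These values have decimals and were not scaled to a common total. They summed to 61973441 UMIs in sibling 1, 40176506 in sibling 2, 46409499 in M*rbm24a* 1 and 59343566 in M*rbm24a* 2. Since cells of a library are not independent replicates, the values were summed per library, or per library and cell class, rounded to whole numbers and compared between genotypes by edgeR's quasi-likelihood test with TMM normalization, a filter on low counts (filterByExpr) and Benjamini-Hochberg adjustment. A single value per library was compared by an exact permutation test, which cannot give a two-sided p under 0.33 with 2 libraries per genotype. Levels are given in CPM of the library or class, and confidence intervals and limits cover counting error only. The mRNA of *rbm24a* itself was at 0.438 CPM in sibling 1, 0.469 in sibling 2, 0.381 in M*rbm24a* 1 and 0.314 in M*rbm24a* 2, with a log2 fold change of −0.33 (standard error 0.31, adjusted p = 0.616 from edgeR's test). Counting of 3′ ends does not show the mutation, so this level does not check the genotypes.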

Another purpose of this omic analysis was to examine cell populations possibly affected by the loss of maternal Rbm24a. At the shield stage, 14,455 cells in two batches were successfully collected from siblings and M*rbm24a* embryos, which were then profiled by scRNA-seq. 

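The deposited matrix held 14455 cells, of which 3534 belonged to sibling 1, 3567 to sibling 2, 3402 to M*rbm24a* 1 and 3952 to M*rbm24a* 2. The median number of UMIs per cell was 15667 in sibling 1, 10621 in sibling 2, 9778 in M*rbm24a* 1 and 11427 in M*rbm24a* 2. Cells with fewer than 1000 UMIs were 740 in sibling 2 (20.7% of its cells), 259 in M*rbm24a* 1 (7.61%) and 192 in M*rbm24a* 2 (4.86%), while the lowest cell of sibling 1 had 1291 UMIs. The libraries of each genotype are numbered 1 and 2, but neither the paper's text nor the sample labels say whether that number stands for the batch, so no difference could be computed within a batch.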

An unbiased clustering analysis has allowed us to identify distinct cell types (Fig. 2P). 

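No assignment of cells to clusters was used from the authors, and the clusters were rebuilt with Scanpy following the methods. Each cell was scaled to a total of 10000 and log-transformed, and 2000 highly variable genes were chosen without the mitochondrial, cell cycle and housekeeping genes that the methods list. Of these, 1699 had a correlation above 0.2 with another of the chosen genes and were kept. The methods do not name how the batch effect was diminished, and ComBat was applied with the 4 libraries as batches. The Leiden algorithm grouped the cells at a resolution of 1, on 15 neighbours in 50 principal components.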

For cell-type annotation, differentially expressed genes (DEGs) in each cluster were analyzed for known cell-type specific marker genes. These clusters were categorized as ectoderm, lateroventral mesoderm, dorsal mesoderm (dorsal organizer), endoderm, enveloping layer (EVL), dorsal forerunner cells (DFCs), and PGCs. They also included three groups of cells without known marker genes and thus combined as “not determined” (Fig. 2P; Appendix Fig. S5a). 

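A rebuilt cluster was called Ectoderm-like, and so on, from lists of markers fixed before the data were examined, while the rule for counting them was set after the clusters had been seen. A name required at least 3 markers raised over the remaining cells by at least 0.5 on the log2 scale and detected in at least 10% of the cluster's cells, and a median number of UMIs of at least 33.3% of that of the cells' own libraries. It also required that no other class had more markers than the named class among the cluster's 10 most raised genes. The PGC-like cluster had 10 raised PGC markers, led by *nanos3*, *ca15b*, *dnd1* and *tdrd7a*, and the EVL-like cluster had 11 raised EVL markers, led by *krt92*, *cyt1* and *krt8_1*. The Endoderm-like cluster had 8 raised markers, led by *sox32* and *sox17*. The DFC-like cluster, of 15 cells in all, had 6, among them *foxj1a* and *plekhg5b*. A pair of clusters was called Lateroventral mesoderm-like, with 6 and 9 raised markers, and another pair Dorsal mesoderm-like, with 10 and 7. Of the 3 Ectoderm-like clusters, with 5, 5 and 4 raised markers, the last and smallest (111 cells) had no ectoderm marker among the 10 genes most raised in it.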

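In the rebuilt clustering, 5 clusters stayed unnamed. Together they held 816 cells of sibling 1 (23.1%), 1555 of sibling 2 (43.6%), 1682 of M*rbm24a* 1 (49.4%) and 1195 of M*rbm24a* 2 (30.2%), and the share did not separate the genotypes (exact permutation test, two-sided p = 0.67, n = 2 libraries each). The rule that kept them unnamed was the one set after the clusters had been seen. Unnamed cluster 1 (1500 cells) and unnamed cluster 11 (900 cells) had medians of 1076 and 1971 UMIs per cell and were led by LOC110439626 and LOC110439627. Unnamed cluster 8 (1256 cells, median 5972 UMIs) was led by *ulk4*, *mt-rnr1*, *mt-rnr2* and genes of ribosomal proteins. In unnamed cluster 3 (1349 cells) the median was 28141 UMIs, higher than in any named cluster, so doublets that Scrublet did not remove are not excluded there. Unnamed cluster 0 (243 cells, median 15355 UMIs) was led by *phlda3*, *foxo3b* and *casp8*, with *cdkn1a* and *mdm2* among its 10 most raised genes.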

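The 28 genes printed in Appendix Fig. S5b were compared, library by library, between each unnamed cluster and the cells of named classes, on CPM with 5 added. In unnamed clusters 0, 1 and 3, 22 of the 28 genes lay within 2-fold of the named cells on average over libraries, in unnamed cluster 11 it was 17 and in unnamed cluster 8 it was 9. The median absolute log2 ratio over the 28 genes was 0.11 in unnamed cluster 0, 0.24 in unnamed cluster 1, 0.24 in unnamed cluster 3, 0.81 in unnamed cluster 11 and 1.38 in unnamed cluster 8. The gene raised most was LOC110439627 in unnamed clusters 1 and 11, with mean log2 ratios of 2.96 ± 2.36 (SD, n = 4 libraries) and 4.02 ± 1.65 (SD, n = 4), and *ulk4* in unnamed cluster 8, with 3.90. The gene lowered most was *krt92* in each unnamed cluster, with mean log2 ratios between −6.14 and −2.31. In unnamed clusters 1 and 11 these were −2.31 ± 3.03 (SD, n = 4) and −2.37 ± 2.54 (SD, n = 4), and in at least 1 library *krt92* was above the named cells, with highest log2 ratios of 0.46 and 0.22. The named cells included EVL-like cells, which held *lye* at 16382 CPM, against 15.7 CPM in Ectoderm-like cells. Any cluster without EVL cells would then show EVL genes as lowered, so this fall only sets the unnamed clusters apart from EVL-like cells. The same holds for *lye*, *krt4_1* and *cyt1*, which were among the genes outside 2-fold in unnamed clusters 0 and 3.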

Their top differentially expressed genes (DEGs) predominantly consisted of housekeeping genes with relatively mild up- or downregulation (Appendix Fig. S5b). We propose that these cells may represent pluripotent cells undergoing differentiation, characterized by unstable gene expression.

The top DEGs in annotated clusters were summarized by a dot plot and a heat map (Appendix Fig. S6a,b). Consistent with an early specification status, some DEGs in ectoderm and mesoderm showed expression across cell types, suggesting a multipotent status of these clusters (Appendix Fig. S6a,b). 

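Levels of the genes printed in Appendix Fig. S6a were compared over the 5 rebuilt classes with at least 50 cells in each library, as means over the 4 libraries. The ectoderm gene *sox3* was at 540 ± 77.2 CPM (SD, n = 4) in Ectoderm-like cells, 271 ± 33.8 in Dorsal mesoderm-like, 199 ± 11.8 in Lateroventral mesoderm-like, 169 ± 13.9 in Endoderm-like and 150 ± 38.9 in EVL-like cells, so that all 5 classes lay within 4-fold of the highest. For *sox2*, 4 of the 5 classes lay within 4-fold of the Ectoderm-like level. The mesoderm gene *tbx16* was at 1266 ± 156 CPM in Lateroventral mesoderm-like cells and 1291 ± 120 in Endoderm-like cells, a difference smaller than the spread between libraries, and at 593 ± 35.6 in Dorsal mesoderm-like cells. For *rbm38*, *xbp1* and *chd*, 2 classes lay within 4-fold of the highest. The EVL genes *cldne*, *lye* and zgc:153665 and the endoderm gene *sox32* were within 4-fold of their highest level in 1 class. Clustering used such genes, so their levels describe the classes and were not tested between them.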

After splitting into sibling and M*rbm24a* subsets, the most significant difference was the absence of PGCs in M*rbm24a* mutants, further supporting the data obtained by directly examining the expression of PGC markers (Fig. 2P; Appendix Fig. S6c). By contrast, the cell number of other identified cell types was approximately similar between siblings and M*rbm24a* embryos (Appendix Fig. S6c). 

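PGC-like cells numbered 8 of the 3534 cells in sibling 1, a share of 0.226% (95% Clopper-Pearson interval 0.0978–0.446%), and 7 of the 3567 cells in sibling 2, a share of 0.196% (0.0789–0.404%). None were found among the 3402 cells of M*rbm24a* 1 or the 3952 cells of M*rbm24a* 2. The limit that 3 counts set allows shares of up to 0.0882% and 0.0759%, and the upper 95% Clopper-Pearson limits are 0.108% and 0.0933%. The mean share was 0.211 ± 0.0213% in siblings (SD, n = 2), and an exact permutation test gave the smallest two-sided p that the design allows, 0.33. In edgeR's quasi-likelihood test on the numbers of cells per class and library, the PGC-like class had an adjusted p of 0.00753. This p rose to 0.276 without M*rbm24a* 1, 0.338 without M*rbm24a* 2 and 0.0847 without sibling 1, and was 0.0309 without sibling 2. Clustering without the PGC markers, which define the class and differ between the genotypes, formed no PGC-like cluster at a resolution of 1. At the next resolution tried, 2, it gave 6, 4, 0 and 0 cells in sibling 1, sibling 2, M*rbm24a* 1 and M*rbm24a* 2, where clustering with the markers gave 14, 9, 0 and 0. When cells were instead counted by UMIs of *nanos3*, *dnd1*, *ca15b*, *tdrd7a* and *dazl*, without clustering, at least 4 of the 5 were found in 20, 9, 2 and 3 cells, and at least 3 in 47, 15, 22 and 22 cells. The rule of at least 2 markers moved the difference between the genotypes most. It took in 6.96%, 3.87%, 3.88% and 3.59% of cells, against 2.45%, 3.74%, 3.32% and 2.37% of Ectoderm-like cells, which should lack PGC markers and had median depths of 16361, 15877, 15706 and 12543 UMIs. All PGC-like cells met each of these rules. The values have decimals and were not thinned to a common depth, so these shares set no order between the libraries.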

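Among the other classes, Ectoderm-like cells made up 39.3% of sibling 1, 27.0% of sibling 2, 21.2% of M*rbm24a* 1 and 33.1% of M*rbm24a* 2, with means of 33.1 ± 8.72% in siblings (SD, n = 2) and 27.2 ± 8.40% in M*rbm24a* (SD, n = 2). Lateroventral mesoderm-like cells averaged 20.7 ± 3.52% and 20.8 ± 3.13%, Dorsal mesoderm-like cells 6.27 ± 0.898% and 6.09 ± 1.05%, and Endoderm-like cells 3.68 ± 0.960% and 4.09 ± 1.05%, differences smaller than the spread between libraries. EVL-like cells averaged 2.65 ± 0.336% in siblings and 1.91 ± 0.0865% in M*rbm24a* libraries, lower in both of these than in either sibling. DFC-like cells numbered 3, 1, 4 and 7, too few to set a difference apart from counting error, since the interval of sibling 1 (0.0175–0.248%) overlapped that of M*rbm24a* 2 (0.0712–0.365%). The shares depend on the resolution and on the rule that names clusters. At a resolution of 0.5, a cluster of 1862 cells with 5 raised ectoderm markers stayed unnamed. Among its most raised genes, *admp* and *foxd3*, both dorsal mesoderm markers, outnumbered its ectoderm markers. At a resolution of 2, a cluster of 769 cells that shared *foxb1a*, *admp* and *foxd3* with it took the name Dorsal mesoderm-like. Ectoderm-like cells made up 22.9%, 16.1%, 13.1% and 20.0% of sibling 1, sibling 2, M*rbm24a* 1 and M*rbm24a* 2 at a resolution of 0.5, and at a resolution of 2 Dorsal mesoderm-like cells made up 14.5%, 10.8%, 9.85% and 14.5%. For these 6 classes, exact permutation tests gave two-sided p values between 0.33, the smallest possible here, and 1.00. The edgeR quasi-likelihood test on cell numbers passed none of the 6 classes at an adjusted p of 0.05, and 0 of them at an unadjusted p under 0.05, with log2 fold changes from −0.47 (standard error 0.39) for EVL-like cells to 1.34 (standard error 0.65) for DFC-like cells. DESeq2 on the same numbers passed 1 class, the EVL-like cells (log2 fold change −0.48, adjusted p = 0.0125), lower in both M*rbm24a* libraries. In DESeq2's tests on cell numbers, the dispersion of each class or cluster came from its own 4 libraries, without shrinkage. Libraries that happen to agree can then give a small standard error, here 0.16 against 0.39 from edgeR. Leaving out a library reversed the direction for 4 classes, of which the log2 fold change of Ectoderm-like cells ranged from −0.64 without M*rbm24a* 2 to 0.01 without sibling 1. Standard errors of edgeR between 0.39 and 0.65 limit the change that its test could detect.

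**Figure D1:**
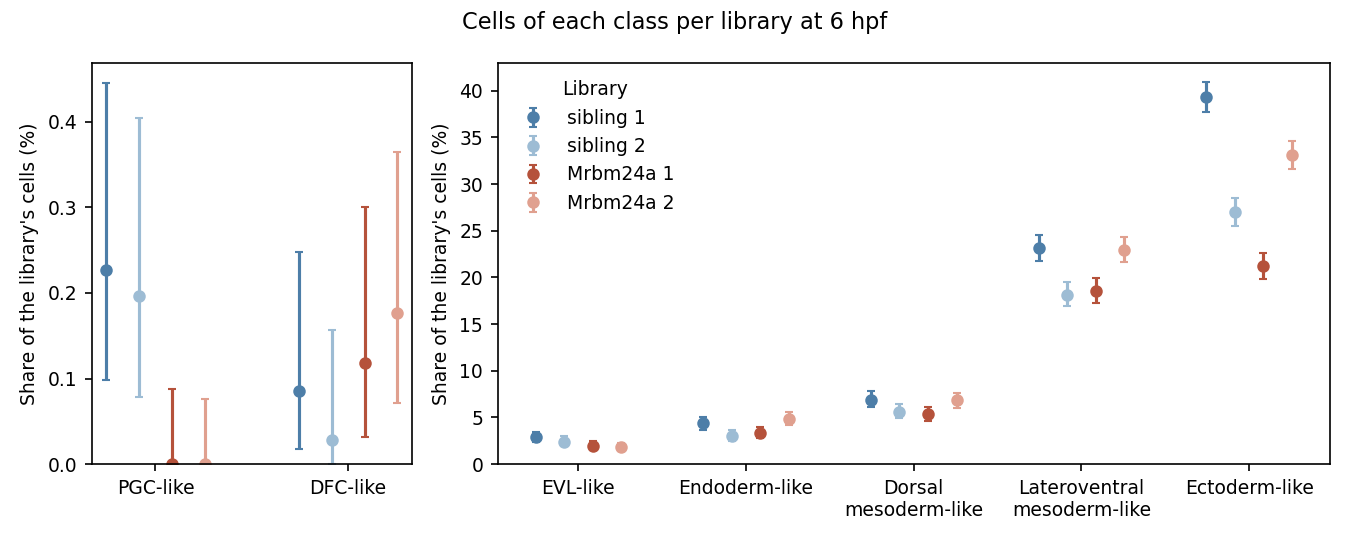
Share of each class of cells in each of the 4 libraries at 6 hpf, in percent of all cells of the library, with PGC-like and DFC-like cells on a scale of their own (left). Points are libraries and bars are 95% Clopper-Pearson intervals, except that bars of shares of 0 reach the limit that 3 counts set. The points of PGC-like cells lie at 0 in both M*rbm24a* libraries.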

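Of the germ plasm mRNAs that the paper's main text names, 12 matched a symbol in the files, and *kop* did not. In whole libraries, 4 of the 12 passed an adjusted p of 0.05 over all genes tested, each lower in both M*rbm24a* libraries than in both siblings. The level of *nanos3* was 88.0 ± 2.31 CPM in siblings (SD, n = 2) and 5.53 ± 0.706 CPM in M*rbm24a* libraries, a log2 fold change of −3.94 (standard error 0.12, adjusted p = 9.61e-05 from edgeR's quasi-likelihood test). The log2 fold change was −3.18 for *dnd1* (standard error 0.21, adjusted p = 0.00421 from the same edgeR test) and −1.47 for *tdrd7a* (standard error 0.14, adjusted p = 0.0109). The level of *ca15b* was 25.9 ± 1.71 CPM in siblings (SD, n = 2) and 6.29 ± 0.496 CPM in M*rbm24a* libraries (adjusted p = 0.00154 from edgeR's test). Without M*rbm24a* 1, the adjusted p of *tdrd7a* rose to 0.0725. The level of *ddx4* was higher in both M*rbm24a* libraries, at 206 ± 24.7 CPM against 145 ± 13.3 CPM in siblings, but did not pass (log2 fold change 0.54, adjusted p = 0.118 from edgeR's test). Adjusted over the list alone, 6 of the 12 passed, of which 4 were lower and *ddx4* and *buc* were higher. Leaving out a library changed the number past the threshold over all genes to between 3 and 7, the highest without sibling 1. In cells outside the PGC-like cluster, edgeR passed 0 of the 12, while 3 had an unadjusted p under 0.05, 2 passed when adjusted over the list alone, and DESeq2 and limma passed 2 each. There *nanos3* was at 17.2 and 10.9 CPM in the siblings and at 5.03 and 6.03 CPM in the M*rbm24a* libraries (log2 fold change −1.33, adjusted p = 0.0649 from edgeR's test). At a resolution of 2, PGC-like cells were more, with 14 and 9 in the siblings and 0 in each M*rbm24a* library. For *dnd1*, *ca15b* and *tdrd7a*, the log2 fold changes outside the cluster were −0.42, 0.04 and −0.06. Levels of *dazl*, *piwil1*, *tdrd6*, *rgs14a*, *hook2* and *celf1* in whole libraries had log2 fold changes between −0.29 and 0.16 and none passed.

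**Figure D2:**
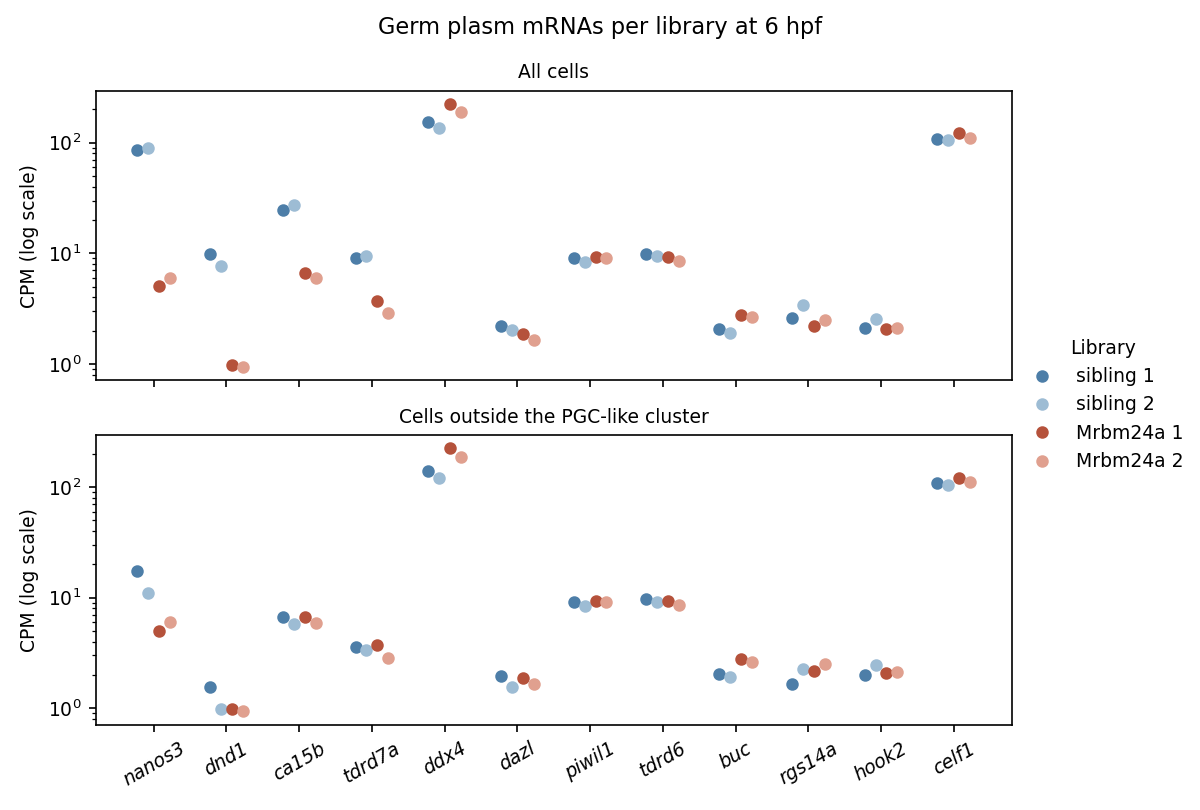
CPM of the 12 germ plasm mRNAs in each of the 4 libraries at 6 hpf, on a log axis, over all cells (top) and over cells outside the PGC-like cluster (bottom). In all cells, *nanos3* lies at 86.3 and 89.6 CPM in the siblings.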

The uniform manifold approximation and projection (UMAP) cluster map also highlighted a specific absence of PGC markers in M*rbm24a* embryos (Appendix Fig. S6d). 

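When the cells were clustered without batch correction, an unnamed cluster took nearly all of its cells from sibling 2. It held 587 cells of sibling 2, 16.5% of that library, 0 of the 3534 cells of sibling 1, 1 cell of M*rbm24a* 1 (0.0294%) and 19 cells of M*rbm24a* 2 (0.481%). The median of its sibling 2 cells was 619 UMIs. Sibling 1 has 0 barcodes between 516 and 1170 UMIs, the middle 80% of the cluster, so its 0 cells do not show how far the sibling libraries differ. With batch correction at a resolution of 1, each of the 5 unnamed clusters drew cells from all libraries, and edgeR's test on cell numbers passed 0 of them, none at an unadjusted p under 0.05, while DESeq2 passed 1, unnamed cluster 3. Which of these clusters correspond to the groups that the paper leaves undetermined was not established.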

One cluster of “not determined” (not determined-3), located near the EVL group, appeared to be markedly reduced in the mutants (Appendix Fig. S5a). In contrast, another cluster, “not determined-2”, was increased in M*rbm24a* embryos (Appendix Fig. S5a). 

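A different unnamed cluster of the clustering without batch correction took most of its cells from M*rbm24a* 1. It held 779 cells of M*rbm24a* 1, 22.9% of that library, and 32 cells of M*rbm24a* 2, 0.810% of that library, against 20 cells of sibling 1 (0.566%) and 70 of sibling 2 (1.96%). The share in M*rbm24a* 2 lay between those of the siblings, so the increase was found in 1 M*rbm24a* library. The median of its M*rbm24a* 1 cells was 2991 UMIs. With batch correction, unnamed cluster 1 held 31, 559, 760 and 150 cells of sibling 1, sibling 2, M*rbm24a* 1 and M*rbm24a* 2 (log2 fold change 0.66, standard error 1.24, adjusted p = 0.920 from edgeR's quasi-likelihood test on cell numbers). Without sibling 2, its log2 fold change was 3.89 and its adjusted p 0.0309. At a resolution of 2, a cluster of 23, 49, 645 and 59 cells passed the threshold (log2 fold change 3.33, adjusted p = 0.0344 from the same test), again mostly from M*rbm24a* 1. A clustering without the 12 genes that differed over 4-fold between libraries or stood for ribosomal RNA still held a cluster of 33, 162, 660 and 94 cells. A further unnamed cluster of the clustering without batch correction was higher in both M*rbm24a* libraries, with 309, 184, 353 and 488 cells (8.74%, 5.16%, 10.4% and 12.3%, log2 fold change 0.71, adjusted p = 0.729 from edgeR's test). With batch correction, unnamed cluster 3 had a log2 fold change of 0.73, which edgeR did not pass (adjusted p = 0.410) and DESeq2 did (adjusted p = 8.46e-04), while edgeR's adjusted p with each library left out ranged from 0.811 to 0.988. DESeq2 used that cluster's own dispersion estimate, without shrinkage. At a resolution of 2, a cluster of 67, 42, 140 and 257 cells had a log2 fold change of 1.79 (unadjusted p = 0.0123, adjusted p = 0.0616 from edgeR's test).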

Since two of the top DEGs in “not determined-3” are *krt4* and *lye*, which are markers of the EVL (Appendix Fig. S5b,c), it is likely that “not determined-3” represents cells transitioning to the EVL, while “not determined-2” may correspond to an earlier stage of this transition. 

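In the cluster taken mostly from sibling 2, 9 EVL markers were raised, and its sibling 2 cells held *lye* at 2224 CPM, against 20599 CPM in the EVL-like cells of the same library and 35.8 CPM in its remaining cells. Their level of *krt4_1* was 1061 CPM, against 15548 CPM in EVL-like and 11.1 CPM in remaining cells. The same cells held *mt-rnr2* at 65557 CPM and LOC110439627 at 22784 CPM, against 10558 and 997 CPM in the EVL-like cells. The M*rbm24a* 1 cells of the cluster taken mostly from M*rbm24a* 1 held *lye* at 197 CPM and *krt4_1* at 0.365 CPM, against 18.1 and 0.044 CPM in the remaining cells of that library outside the EVL-like class. The files list *krt4* and *krt4_1* as separate entries, between which reads could have been split. In whole libraries, the log2 fold change was −0.46 for *lye* (adjusted p = 0.141 from edgeR's quasi-likelihood test), −0.81 for *krt4_1* (adjusted p = 0.0588) and −1.15 for *krt4* (standard error 0.14, adjusted p = 0.0215), and all were lower in both M*rbm24a* libraries than in both siblings. With the unnamed clusters left out, these values were −0.15, −0.48 and −0.84, and *krt4* no longer passed (adjusted p = 0.0939), nor did it without M*rbm24a* 1 (adjusted p = 0.209) or M*rbm24a* 2 (adjusted p = 0.0855).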

The subtle gene expression differences between these two somatic cell clusters could be related to the function of Rbm24a; however, they may also reflect artifacts due to slight developmental stage variations between siblings and mutants. Hence, the loss of maternal Rbm24a predominantly impairs germ cell differentiation, with a relatively limited influence on the development of somatic cells.

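Between the genotypes, 195 of the 17768 genes tested in whole libraries passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 27 higher and 168 lower in M*rbm24a* libraries. This balance depended on the setting. With no filter on low counts 763 were higher and 1052 lower, and by DESeq2 99 were higher and 295 lower. RLE factors gave 30 higher and 170 lower, and limma 35 and 254. The median log2 fold change of all genes tested by edgeR was −0.001. With PGC-like cells left out of the sums, 189 genes passed, of which 188 were among the 195, and with the unnamed clusters left out 75 passed, of which 74 were among them. Within the classes that had at least 50 cells in each library, 78 of 13759 genes passed in Ectoderm-like cells (14 higher and 64 lower), 36 of 13008 in Lateroventral mesoderm-like cells (3 higher and 33 lower), 33 of 9833 in Dorsal mesoderm-like cells (4 higher and 29 lower), 3 of 8381 in Endoderm-like cells (1 higher and 2 lower) and 165 of 7640 in EVL-like cells (113 higher and 52 lower). The classes differ in numbers of cells and genes tested, and a difference between classes was not tested. With no filter on low counts, the balance was more even in Ectoderm-like (404 higher and 528 lower) and Lateroventral mesoderm-like cells (341 and 427). The same held in Dorsal mesoderm-like cells (114 and 163). In Endoderm-like cells the numbers were then 16 and 48, and in EVL-like cells 423 and 131. In counts simulated from the same libraries, 200 genes were changed by a log2 fold change of 1 or 2, up or down. Of these, edgeR recovered 165 in whole libraries, 171 in Ectoderm-like, 164 in Lateroventral mesoderm-like, 165 in Dorsal mesoderm-like, 152 in Endoderm-like and 61 in EVL-like cells. Recovery of smaller changes was not tested. The counts depended on single libraries. In whole libraries, 3689 genes passed without sibling 1, 1040 without sibling 2, 8 without M*rbm24a* 1 and 59 without M*rbm24a* 2. In the same order, the numbers were 3289, 1037, 27 and 5 in Ectoderm-like cells, 2465, 529, 16 and 3 in Lateroventral mesoderm-like cells, 1246, 308, 43 and 25 in Dorsal mesoderm-like cells and 528, 88, 15 and 8 in Endoderm-like cells. In EVL-like cells they were 165, 168, 1388 and 0, where 962 genes still had an unadjusted p under 0.05 without M*rbm24a* 2. The 5 genes with the largest fall had 0 counts in both M*rbm24a* libraries, and against a floor of 3 counts over both, *polq_1* was at least 83.9-fold lower, LOC101883290 at least 68.7-fold, *ubtd2_1* at least 45.6-fold, *birc2_1* at least 36.9-fold and *slc35f2_1* at least 35.5-fold. Each of these but LOC101883290 is an additional entry of a symbol that the files list more than once, so reads could have been divided between the entries. Without M*rbm24a* 1, *ubtd2_1* (adjusted p = 0.0542), *birc2_1* (0.0631) and *slc35f2_1* (0.106) no longer passed edgeR's test. The paper calls the gene expression differences between its groups not determined-2 and not determined-3 subtle. It concludes that the loss of maternal Rbm24a mainly affects germ cell differentiation and influences somatic cells to a relatively limited degree.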

### Maternal Rbm24a is required for the recruitment of germ plasm mRNAs to the condensates

As an RBP, Rbm24a may influence the localization of germ plasm-specific mRNAs to regulate the formation of phase-separated condensates. By examining the status of *nanos3*, *ddx4*, *dnd1*, *ca15b*, *tdrd7a* and *kop* mRNAs at the 4-cell stage, we were astonished to find that they were all absent at the cleavage furrows in M*rbm24a* embryos (Fig. 3A). The enhanced cytoplasmic staining of these mRNAs in M*rbm24a* embryos raises a possibility that they may be released from highly compacted RNP granules. We then performed FISH to analyze the Rbm24a-dependent distribution of germ plasm mRNAs at high resolution. Germ plasm mRNAs were tightly packed into condensates in wild-type embryos and assembled into large aggregates along the cleavage furrows (Fig. 3B). By contrast, in M*rbm24a* embryos, these mRNAs displayed tiny spot patterns when visualized at higher laser intensity and gain, possibly representing single molecules that were distributed freely in the cytoplasm (Fig. 3B). These results strongly demonstrate that Rbm24a is required for maintaining germ plasm mRNAs in the phase-separated condensates.

**Figure 3:**
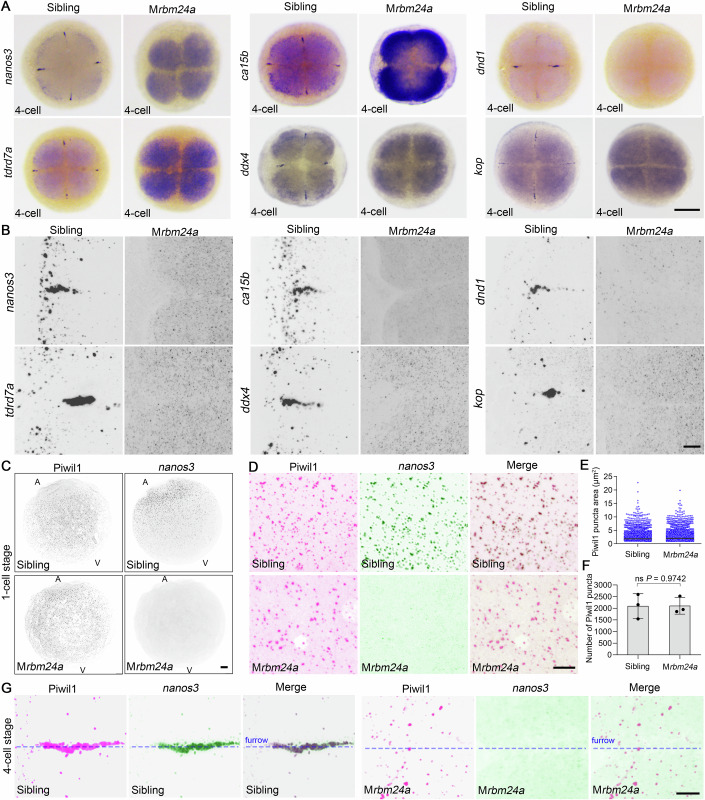
Loss of maternal Rbm24a specifically causes the dispersion of germ plasm mRNAs from phase-separated structures. (**A**) Distribution of germ plasm mRNAs in wild-type and M*rbm24a* embryos at the 4-cell stage. Scale bar, 200 μm. (**B**) FISH combined with confocal imaging showing the dispersal of germ plasm mRNAs in M*rbm24a* mutants. Scale bar, 20 μm. (**C**, **D**) The absence of maternal Rbm24a disrupts the localization of germ plasm mRNAs but does not affect the phase separation of germ plasm proteins. A animal pole, V vegetal pole. Scale bars, 20 μm. (**E**) Similar distribution of germ granules in wild-type embryos and M*rbm24a* mutants. For wild-type *n* = 6294, For M*rbm24a* mutants *n* = 6332. (**F**) Loss of maternal Rbm24a does not affect the number of germ granules (*n* = 3 independent biological samples). Values are means ± SD. ns, not significant, unpaired Student’s *t* test. (**G**) Rbm24a-deficient germ granules fail to form large aggregates along the cleavage furrows. Magenta and green are pseudocolors designating Piwil1 protein and *nanos3* mRNA, respectively. Scale bar, 20 μm. Source data are available online for this figure.

Is Rbm24a involved in the formation of phase-separated germ plasm protein scaffold? To address this question, we checked the status of germ granules in M*rbm24a* embryos at the 1-cell stage by examining Piwil1 protein and *nanos3* mRNA. Unexpectedly, germ granules containing Piwil1 protein but not *nanos3* mRNA were normally formed (Fig. 3C,D). The size and density of germ granules were similar between M*rbm24a* mutants and wild-type embryos (Fig. 3E,F). At the 4-cell stage, however, there were no large Piwil1-positive aggregates at the cleavage furrows in M*rbm24a* embryos (Fig. 3G). When simultaneously visualizing Piwil1 and *nanos3* mRNA, they showed no colocalization and *nanos3* mRNA failed to localize in even small germ granules in M*rbm24a* embryos, either at 1-cell stage or 4-cell stage (Fig. 3D,G). These observations further suggest that Rbm24a controls the recruitment of germ plasm mRNAs rather than protein components.

To examine whether the granular distribution of other germ plasm protein components was affected by the absence of maternal Rbm24a, we injected *tdrd6-myc* and *celf1-myc* mRNAs into 1-cell stage embryos and analyzed the localization of the corresponding proteins at 32-cell stage by immunofluorescence staining. Both Tdrd6-myc and Celf1-myc colocalized with endogenous Piwil1 in the condensates either in wild-type embryos or M*rbm24a* mutants, even though large aggregates were absent in the mutants at 4-cell stage (Fig. EV3A). We also overexpressed Buc-GFP and examined its localization by live imaging. In wild-type embryos, Buc-GFP protein accumulated in both small granules and large aggregates. In M*rbm24a* embryos, however, it was exclusively localized in small germ granules (Movie EV4). Phosphorylated non-muscle myosin II (NMII-p) is another protein marker for germ plasm condensates (Nair et al, 2013). It perfectly colocalized with Rbm24a (Fig. EV3B). Upon removal of maternal Rbm24a, NMII-p also failed to form large aggregates along the cleavage furrows but was still present in small germ granules (Fig. EV3C). These findings strongly suggest that Rbm24a does not affect the initial phase separation of germ plasm protein scaffold but controls the aggregation and fusion of granules into large aggregates at the cleavage furrows. They were further confirmed by experiments separating germ granules from the cytoplasm of 4-cell stage embryos through centrifugation (Fig. EV3D,E). We found that in the supernatants, the levels of germ plasm mRNAs, including *nanos3*, *dnd1*, *dazl* and *ddx4*, were 1.6–6-folds higher in M*rbm24a* embryos than those in siblings (Fig. EV3F). As Rbm24a does not contribute to BB formation and dissociation during oogenesis (Fig. EV4), we can conclude that it is a crucial component in recruiting germ plasm mRNAs into phase-separated germ granules.

**Figure EV3:**
Rbm24a is required for the recruitment of germ plasm mRNAs but not proteins into germ granules. (**A**) Recruitment of Tdrd6-myc and Celf1-myc into germ plasm condensates in the presence or absence of maternal Rbm24a. Scale bar, 50 μm. (**B**) Colocalization of NMII-p with Rbm24a-GFP in the cleavage furrow. Scale bar, 50 μm. (**C**) NMII-p localizes in small germ granules in the absence of maternal Rbm24a. Scale bars, 50 μm. (**D**) Isolated germ plasm condensates examined by confocal microscopy. Scale bar, 10 μm. (**E**) Western blot analysis of Piwil1 in the supernatant and the pellet. (**F**) Expression levels of germ plasm mRNAs in the supernatants of siblings and M*rbm24a* embryos (*n* = 3 independent biological samples). Data are presented as mean ± SD. **P < 0.01, ***P < 0.001 and ****P < 0.0001, unpaired Student’s *t* test. Source data are available online for this figure.

**Figure EV4:**
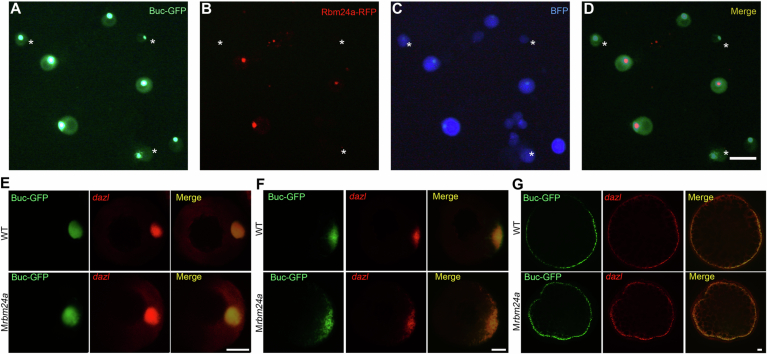
Loss of Rbm24a function does not affect the formation or dissociation of BB. (**A**–**D**) Identification of *rbm24a* mutant oocytes in a homozygous *rbm24a-RFP* KI^*zpc*:*cas9*^;Tg(*U6*:*4xsgRNA*^*rbm24a*^);Tg(*ef1α*:*buc-GFP*) background. Notably, Rbm24a-RFP signal is absent in mutant oocytes (asterisks). Scale bar, 500 μm. (**E**) BB formation is normal after the loss of M*rbm24a*, as revealed by the distribution of Buc-GFP and *dazl* mRNA in stage Ia oocytes. Scale bar, 20 μm. (**F**, **G**) BB dissociation is not affected by the absence of maternal Rbm24a. Oocytes in (**F**) are at late stage Ib, while oocytes in (**G**) are at stage III. Scale bars, 20 μm. Source data are available online for this figure.

### Rbm24a is required for kinesin-dependent transport of the germ granules toward the cleavage furrows

To directly follow the process associated with the formation of large germ plasm aggregates, we established a *buc-gfp* transgenic line under wild-type or M*rbm24a* background. Live imaging indicated that Buc-GFP-labeled germ granules rapidly and directedly moved towards the cleavage furrows at the moment of its formation (Fig. 4A,B; Movies EV5 and 6), possibly along parallel microtubule bundles assembled just before the onset of cleavage (Urven et al, 2006). In M*rbm24a* mutants, the initial condensation of Buc-GFP was normal (Appendix Fig. S7a,b), consistent with the observation that the absence of Rbm24a does not disrupt phase separation of protein components (Appendix Fig. S7a). However, the movements of Buc-positive granules were uncoupled from cleavage furrow formation (Fig. 4C,D; Movies EV5 and 6). Both the average and top velocity of particle movements were significantly reduced in M*rbm24a* mutants (Fig. 4E). The movement trajectories of mutant granules also became passive, highly coincident with cell division. However, they did not converge to the cleavage furrows (Fig. 4F). Interestingly, the animal pole-directed transport of germ granules was not affected in M*rbm24a* embryos (Movies EV5), suggesting that only the cleavage furrow-specific transport is controlled by Rbm24a.

**Figure 4:**
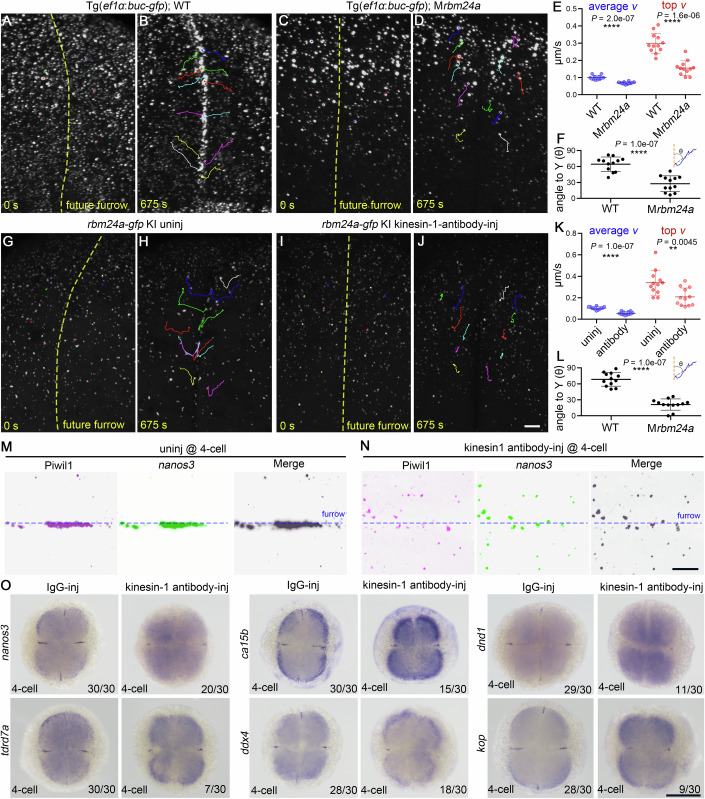
Transport of germ granules to the cleavage furrows requires Rbm24a and kinesin-1. (**A**, **B**) Movements of Buc-GFP-positive granules during cleavage. (**C**, **D**) Defective movements of Buc-GFP granules in M*rbm24a* mutants. (**E**, **F**) Velocity and directionality of marked granules in siblings and M*rbm24a* embryos. Data are presented as mean ± SD, *n* = 12. ****P < 0.0001, unpaired Student’s *t* test. (**G**, **H**) Movement trajectories of marked granules in *rbm24a-GFP* KI embryos during cleavage. (**I**, **J**) Disruption of directed movements of Rbm24a-positive granules by injection of a function-blocking antibody against kinesin-1. Scale bar, 20 μm for (**A**–**D**, **G**–**J**). (**K**, **L**) Velocity and directionality of labeled granules in uninjected and kinesin-1 antibody-injected Tg(*ef1α*:*buc-GFP*) embryos. Data are presented as mean ± SD, *n* = 12. **P < 0.01 and ****P < 0.0001, unpaired Student’s *t* test. (**M**, **N**) Distribution of Piwil1 protein and *nanos3* mRNA at the cleavage furrows of uninjected and kinesin-1 antibody-injected embryos. Scale bar, 20 μm. (**O**) Compromised localization of germ plasm mRNAs at the cleavage furrows in kinesin-1 antibody-injected embryos. Numbers in the bottom right corner indicate the ratio of analyzed embryos with the representative expression pattern shown in each panel. Scale bar, 200 μm. Source data are available online for this figure.

Kif5ba, which belongs to the kinesin-1 family, is essential for the recruitment of germ granules to the cleavage furrow (Campbell et al, 2015). We hypothesized that the absence of germ granule transport toward the cleavage furrows in M*rbm24a* mutants may be due to a disruption of kinesin-1-mediated trafficking. This possibility was addressed by using a monoclonal antibody known to inhibit kinesin-1 function in squid (Brady et al, 1990). Blocking kinesin-1 activity in *rbm24a-GFP* KI or wild-type embryos inhibited the movements toward the cleavage furrows and significantly reduced the formation of large aggregates (Fig. 4G–J; Movies EV7 and 8). The slow and passive movements of germ granules in antibody-injected embryos resemble the defects observed in M*rbm24a* mutants (Fig. 4K,L). As expected, blocking kinesin-1-mediated transportation did not affect the recruitment of germ plasm mRNAs into granules (Fig. 4M,N). By assessing the expression of germ plasm mRNAs via ISH, the reduced formation of germ plasm aggregates at the cleavage furrows was also evident following kinesin-1 inhibition (Fig. 4O).

### Rbm24a is a Buc-binding protein

As Rbm24 has been reported as a splicing regulator, it remains possible that the loss of maternal Rbm24a protein could affect the normal splicing of germ plasm mRNAs and other related genes, such as *buc* and *kif5Ba*, potentially leading to defective mRNA recruitment. To investigate this possibility, we performed a comprehensive transcriptome and qRT-PCR analysis comparing M*rbm24a* mutants with wild-type embryos, focusing on the splicing status and expression levels of germ plasm and related mRNAs. RNA-seq analysis, visualized by mapping the reads onto the genome, revealed no discernible alternative splicing changes between sibling and M*rbm24a* embryos at the 4-cell stage (Appendix Table S2, Appendix Fig. S8). Furthermore, the expression levels of various germ plasm mRNAs were comparable between siblings and M*rbm24a* embryos at the 4-cell stage, with the exception of the intronless *nanos3*, which showed a significant reduction in expression (Appendix Fig. S9). The expression level of *buc* and *kif5Ba* (Appendix Fig. S10a–d) and their splicing were also unaffected in M*rbm24a* mutants (Appendix Table S2; Appendix Fig. S10e,f). These results suggest that the loss of *rbm24a* function does not cause widespread splicing defects in germ plasm-related genes.

Hence, data obtained above suggest that Rbm24a likely functions with other proteins to promote the aggregation of germ plasm mRNAs and the transportation of germ granules. To probe into the protein interactome of maternal Rbm24a protein, we performed immunoprecipitation followed by mass spectrometry (IP/MS) using *rbm24a-GFP* KI embryos at 4 hpf. After confirming the specificity and efficiency of the IP procedure (Appendix Fig. S11a,b), the precipitants were subjected to SDS-PAGE and silver staining. Subsequently, each lane was cut into six pieces mainly based on the molecular masses (Appendix Fig. S11c). LC-MS/MS analysis identified 1066 proteins exclusively present in the sample from *rbm24a-GFP* KI embryos. Another 158 proteins showed at least a threefold enrichment in *rbm24a-GFP* KI embryos compared to wild-type controls (Fig. 5A). Notably, Pabpc1l, a previously identified Rbm24a-binding protein (Shao et al, 2020), was enriched more than 6.5-fold over the control (Fig. 5A). Furthermore, GO analysis indicated that putative Rbm24a-interacting proteins were related to the mRNA metabolic process, including translation, splicing and localization (Fig. 5B). Therefore, Rbm24a presents the potential to interact and/or function with these proteins in a common complex.

**Figure 5:**
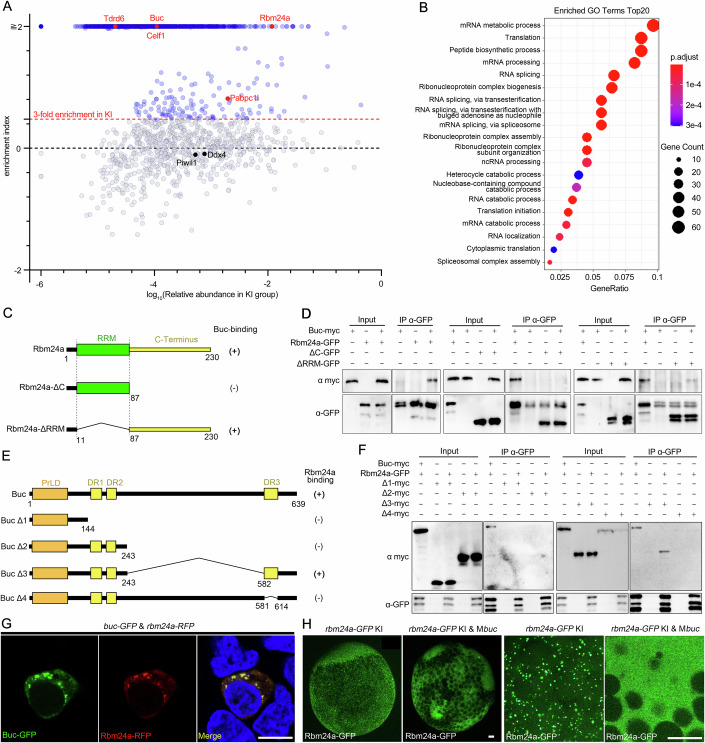
Rbm24a interacts with Buc. (**A**) Scatter plot of enrichment to relative intensity (see “Methods”). Blue dots designate proteins with more than a threefold enrichment. Red dots highlight previously known Rbm24a-binding proteins and protein components of the germ plasm. (**B**) GO analysis of Rbm24a-interacting proteins. The hypergeometric test is employed for statistical assessment, and the Benjamini–Hochberg (BH) method is utilized for *P* value adjustment. (**C**) Full-length and truncations of Rbm24a. (**D**) Co-IP analysis shows the interaction between Buc and the C-terminal region of Rbm24a. (**E**) Full-length and truncated versions of Buc. (**F**) Co-IP shows the interaction between Rbm24a and a disordered region (DR3) of Buc. (**G**) Colocalization of Rbm24a with Buc in HEK293 cells. Scale bar, 10 μm. (**H**) Mutation of Buc eliminates the phase-separated pattern of Rbm24a-GFP in a 1-cell stage embryo. Scale bars, 50 μm. Source data are available online for this figure.

The IP/MS data indicated that Buc, Celf1 and Tdrd6, three germ plasm protein components, were associated with Rbm24a (Fig. 5A). However, the interaction of Rbm24a with Buc, but not with Celf1 or Tdrd6, was further validated experimentally by co-immunoprecipitation (Co-IP) using tagged proteins overexpressed in wild-type embryos (Fig. 5C,D; Appendix Fig. S12a,c–f) or those expressed at physiological levels in genetically modified lines (Appendix Fig. S12b). We next mapped the interaction domains between Rbm24a and Buc using different truncated versions of these proteins. Clearly, the disordered C-terminal region of Rbm24a (ΔRRM) mediates its binding to Buc (Fig. 5C,D), and Buc also uses a disordered region (amino acids 581–614) to interact with Rbm24a (Fig. 5E,F). Thus, it is likely that Rbm24a and Buc act together to assemble the germ granules. Interestingly, at optimal doses, Rbm24a-RFP showed perfect colocalization with Buc-GFP around the nucleus of HEK293 cells, closely mimicking the granular patterns of the germ plasm in zebrafish embryos (Fig. 5G). Similar to the requirement of Rbm24a for Buc localization at the cleavage furrows, Rbm24a-GFP failed to form germ granules and was uniformly distributed in the cytoplasm of M*buc* mutants (Fig. 5H). These results not only demonstrate the interaction between Rbm24a and Buc but also uncover a mutual regulation of their localization in forming the germ plasm condensates.

### Rbm24a-Buc complex interacts with germ plasm mRNAs and protects them from degradation

As Rbm24a is required for the recruitment of germ plasm mRNAs, we examined their interaction by RNA immunoprecipitation followed by RNA-seq (RIP-seq) analysis using *rbm24a-GFP* KI embryos at 4-cell stage. Wild-type embryos served as a control for two reasons: first, there is no GFP antigen in these embryos, so the mRNAs precipitated by the GFP antibody should represent background levels; second, the *rbm24a-GFP* KI fish exhibit normal development and fertility, indicating that the function of Rbm24a-GFP should be comparable to the wild-type protein.

In this RIP-seq analysis, a total of 5981 transcripts were identified, with 65.8% peaking at the coding regions and 3’-UTRs (Fig. 6A). There were 838 mRNAs showing significant enrichment in the *rbm24a-GFP* KI group (Fig. 6B). As expected, nearly all germ plasm mRNAs displayed a high affinity of binding with Rbm24a (Fig. 6B). The putative *rbm24a*-binding mRNAs were enriched in terms like “reproduction”, “gamete generation”, “pole plasm” and “ribonucleoprotein granule” (Fig. 6C). We also performed a parallel RIP-seq analysis on *rbm24a-GFP* KI embryos using a scrambled IgG as a negative control and obtained similar results, with most germ plasm mRNAs significantly enriched in the GFP-Trap group (Appendix Fig. 13). We then verified the binding of Rbm24a-GFP to *nanos3* mRNA by RIP-qPCR and impressively observed a 224-fold enrichment (Fig. 6D), suggesting a robust interaction. These results demonstrate that Rbm24a, in complex with Buc, interacts with germ plasm mRNAs.

**Figure 6:**
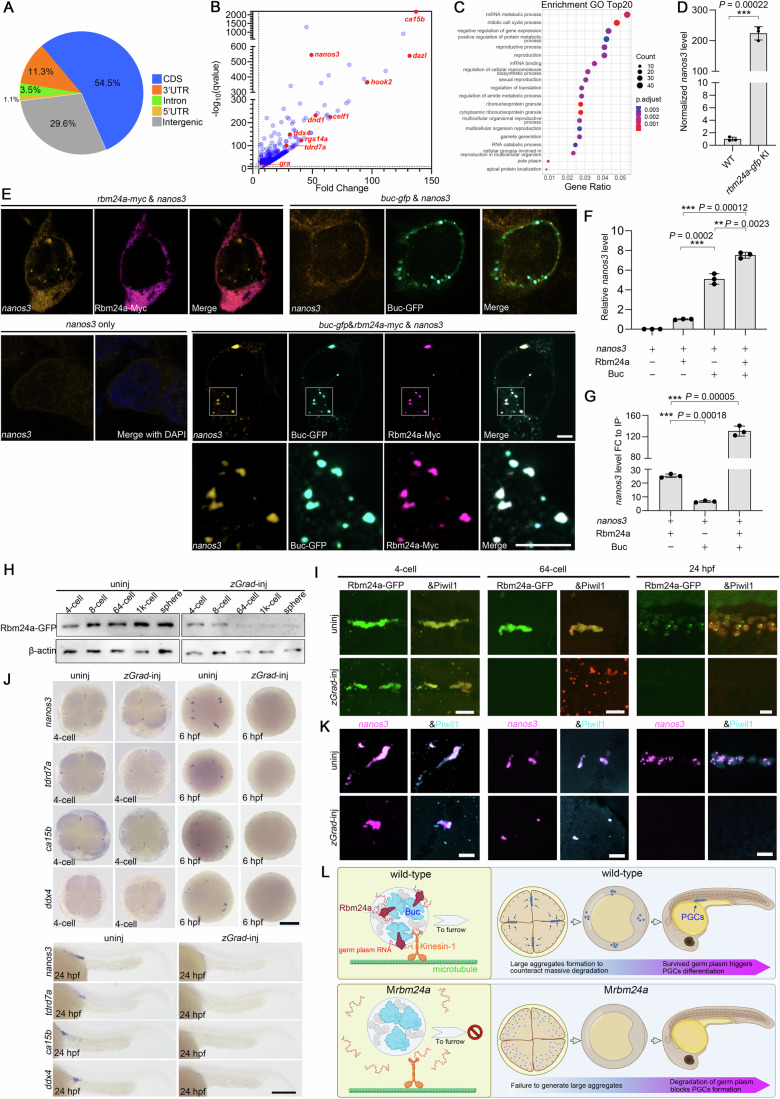
Rbm24a interacts with germ plasm mRNAs and maintains their stability. (**A**) The category of reads identified by RIP-seq. (**B**) Scatter plot showing the interaction between Rbm24a and a panel of mRNAs, with red dots highlighting germ plasm mRNAs. (**C**) GO analysis of Rbm24a-interacting transcripts. The hypergeometric test is employed for statistical assessment, and the Benjamini–Hochberg (BH) method is utilized for *P* value adjustment. (**D**) RIP-qPCR verification of Rbm24a binding to *nanos3* mRNA, showing a more than 200-fold enrichment (*n* = 3 independent biological samples). Data are presented as mean ± SD. ****P < 0.0001, unpaired Student’s *t* test. (**E**) Localization analysis of *nanos3* mRNA, Rbm24a-myc and Buc-GFP in HEK293 cells. Note that the simultaneous presence of Buc and Rbm24a efficiently recruits *nanos3* mRNA into phase-separated granules. Scale bars, 10 μm. (**F**) Coexpression of *nanos3* mRNA with Rbm24a, Buc, or both leads to an enhanced level of *nanos3* transcripts (*n* = 3 independent biological samples). Data are presented as mean ± SD. **P < 0.01, ***P < 0.001 and ****P < 0.0001, unpaired Student’s *t* test. (**G**), RIP-qPCR in HEK293 cells showing the synergistic effect of Rbm24a and Buc in binding to *nanos3* mRNA (*n* = 3 independent biological samples). Data are presented as mean ± SD. ****P < 0.0001, unpaired Student’s *t* test. (**H**) Temporally regulated degradation of maternal Rbm24a-GFP by *zGrad* mRNA injection. (**I**) Confocal imaging showing the progressive elimination of Rbm24a-GFP from the 64-cell stage onward. Piwil1 is also absent in zGrad-expressing embryos at 24 hpf, due to the absence of PGCs. Scale bars, 20 μm. (**J**) Degradation of Rbm24a in homozygous *rbm24a-gfp* KI embryos does not affect the formation of large germ plasm condensates at the 4-cell stage, but causes the absence of germ plasm mRNAs and PGCs in embryos at 6 hpf and 24 hpf. Scale bars, 200 μm. (**K**) FISH and IF experiments show the gradual disappearance of *nanos3* mRNA and Piwil1 protein following *zGrad* mRNA injection. Notably, the size of *nanos3-* and Piwil1-positive germ granules is remarkably decreased at the 64-cell stage, and germ granules completely disappear by 24 hpf. Scale bars, 20 μm. (**L**) Working model of maternal Rbm24a function in germ plasm granule assembly. Rbm24a complexed with Buc serves as a reader to recruit and maintain germ plasm mRNAs in the condensates, promoting the formation of large germ plasm aggregates and protecting the stability of germ plasm mRNAs for differentiation of PGCs. Source data are available online for this figure.

As HEK293 cells do not express germ plasm factors, we conducted an in vitro reconstitution experiment by expressing *nanos3* mRNA, Rbm24-RFP, and Buc-GFP individually or in combination to investigate the specific recruitment of germ plasm mRNAs by Rbm24a. Interestingly, *nanos3* mRNA was expressed at a remarkably low level when transfected alone, rendering its detection using FISH and qRT-PCR techniques challenging (Fig. 6E,F). However, in the presence of Buc or Rbm24a, the expression of *nanos3* mRNA was significantly enhanced (Fig. 6E,F). Notably, Buc alone exerted limited effect in capturing *nanos3* mRNA into phase-separated condensates (Fig. 6E). In contrast, the coexpression of Buc and Rbm24a efficiently recruited *nanos3* mRNA (Fig. 6E). Remarkably, the presence of Buc facilitated Rbm24a-mediated enrichment of *nanos3* mRNA by 130 folds in HEK293 cells, indicating a strong synergistic effect (Fig. 6G). Therefore, these findings provide compelling evidence that the Rbm24-Buc complex may play a pivotal role in the stabilization of germ plasm mRNAs and their specific sequestration into germ plasm aggregates.

Given the essential function of Rbm24a in germ granule assembly, we further wanted to know if Rbm24a could serve as a target for controlling the fertility of zebrafish. Overexpression experiments were then conducted to assess its ability to increase PGC numbers. Injection of yeast-derived recombinant Rbm24a protein into M*rbm24a* embryos resulted in the emergence of rescued PGCs and the formation of large germ granules, albeit with low efficiency (Fig. EV5A–C). Co-injection of *rbm24a* and *buc* mRNAs into M*rbm24a* embryos promoted PGC formation in 1 among 30 embryos, while separate injections had no effect (Fig. EV5D). Consistent with the rescue experiments, overexpression of Rbm24a, either via mRNA or recombinant protein injection, in a wild-type background also led to the formation of ectopic and larger germ granules, increasing PGC numbers in ~10–25% of embryos (Fig. EV5E–H). The limited PGC rescue or inductive efficiency by exogenous Rbm24a supplementation post fertilization is likely due to the fact that germ granule resembles a solid-phase separation state, which is characterized by extremely slow component exchange (Eno et al, 2019; Kar et al, 2025). Similar to Buc in zebrafish, Oskar in *Drosophila* also demonstrates the ability to form solid-phase separation (Bose et al, 2022). This suggests that Rbm24a protein may face difficulties in incorporating into the solid-phase-separated germ plasm particles in a timely and efficient manner.

**Figure EV5:**
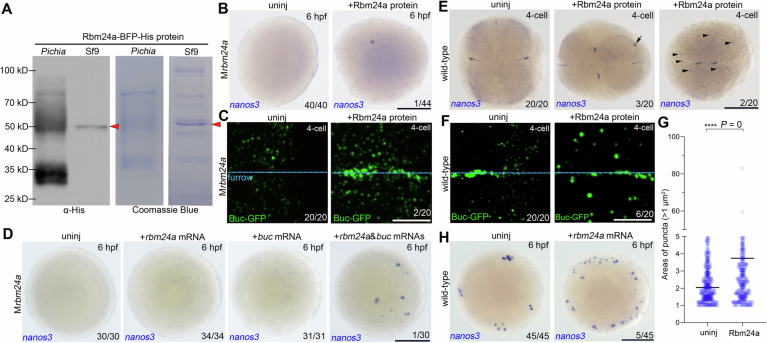
Overexpression of Rbm24a induces germ granule aggregation and PGC formation with low efficiency. (**A**) Purified recombinant Rbm24a-BFP-His protein from Pichia yeast and Sf9 cell lines. (**B**) Injection of recombinant Rbm24a protein rescues PGC formation in M*rbm24a* with low efficiency. Scale bar, 200 μm. (**C**) Supplementation of recombinant Rbm24a protein induces increased germ granule aggregation along the cleavage furrow. Scale bar, 50 μm. (**D**) Co-injection of *rbm24a* and *buc* mRNAs into M*rbm24a* embryos rescues PGC formation defect with low efficiency, while separate injection has no effect. Scale bar, 200 μm. (**E**) Injection of recombinant Rbm24a protein into wild-type embryos results in ectopic and large germ plasm aggregates. Scale bar, 200 μm. (**F**) Rbm24a promotes large germ granule formation outside the cleavage furrow, as monitored by transgenic Buc-GFP marker. Scale bar, 50 μm. (**G**) Scatter plot shows the size of germ granules outside the cleavage furrow (data are from three independent embryos for each group). Only granules with size >1 μm^2^ were counted. The arithmetic mean was denoted by black horizontal lines. For uninjected group *n* = 498, for Rbm24a protein-injected group *n* = 640. ****P < 0.0001, unpaired Student’s *t* test. (**H**) Increased PGCs in embryos injected with *rbm24a* mRNA at 6 hpf. Scale bar, 200 μm. Source data are available online for this figure.

Finally we tested if Rbm24a could be used as a contraceptive target in fish. To specifically target maternal Rbm24a-GFP protein, we injected *zGrad* mRNA into embryos produced by homozygous *rbm24a-GFP* KI females crossed with wild-type males. It has been reported that the zGrad protein functions as an artificial E3 ligase specifically degrading GFP fusion proteins with high efficiency in zebrafish (Yamaguchi et al, 2019). Overexpression of zGrad led to the disappearance of Rbm24a-GFP in the *rbm24a-GFP* KI line, as revealed by western blot analysis and Piwil1- immunofluorescence staining (Fig. 6H,I), suggesting a rapid and almost complete degradation of the fusion protein from the 64-cell stage onward. Piwil1 protein was maintained at the 64-cell stage but was absent at 24 hpf due to the deficiency of PGCs (Fig. 6I). The deleterious effects of this late Rbm24a-GFP degradation on PGC formation were unequivocally confirmed by examining the expression of PGC markers at 4-cell stage, 6 hpf (shield stage), and 24 hpf, which showed the presence of intact germ granules at 4-cell stage but a complete absence of PGCs at 6 hpf and 24 hpf (Fig. 6J). At 64-cell stage, however, the condensation size of both *nanos3* mRNA and Piwil1 protein was reduced following zGrad expression. By 24 hpf, both the mRNA and the protein components had disappeared (Fig. 6K). Therefore, a deficiency of maternal Rbm24a protein after the formation of large germ plasm aggregates also blocks PGC development, highlighting an essential role of Rbm24a protein in the temporal regulation of germ plasm mRNA localization and stability. Thus, targeting maternal Rbm24a protein degradation during early development may offer a promising application for contraceptive purpose in fish.

## Discussion

The preformation of PGCs in a large group of animals depends on maternally derived germline determinants, which are organized as germ plasm and accumulated in specialized subcellular compartments in the embryo. The mechanism underlying germ granule assembly is intriguing and has attracted broad interest. While the contribution of core granule proteins, such as Oskar, Vasa, Tudor and Aubergine (Aub), to germ granule formation and PGC specification has been well documented in *Drosophila* (Chiappetta et al, 2022; Lehmann, 2016), how RBPs coordinate the aggregation of germ granules remains poorly understand in other preformation species. This study reveals that maternal Rbm24a functions as a key protein component of the germ plasm and plays an essential role for PGC differentiation. Specifically, Rbm24a complexes with Buc to serve as a nucleating organizer of germ plasm particles by recruiting germ plasm mRNAs into phase-separated granules; it is also essential for the kinesin-dependent transport of germ granules to the cleavage furrows. Both functions are critical for stabilizing germ plasm components and maintaining germ cell fate (Fig. 6L).

RNP granules function to regulate RNA metabolism and cell fate (Banani et al, 2017; Gomes and Shorter, 2019). Their formation is dependent on multivalent interactions between RNAs, proteins, and RNAs-proteins (Curnutte et al, 2023; Ripin and Parker, 2023; Tauber et al, 2020). Nevertheless, how germ granule formation is initiated and what is the driving force promoting the aggregation of RNP components remain a subject of debate. If proteins condense first, there must be a recruitment mechanism that enables specific mRNA molecules to integrate into the protein scaffolds that already undergo phase separation. Rbm24a likely functions as a reader of germ plasm mRNAs to recruit them into phase-separated condensates. Upon removal of Rbm24a, germ plasm mRNAs are unable to localize within germ granules and are released to the entire cytoplasm. Although Oskar, Rump and Aub proteins have been reported to mediate the recruitment of mRNAs into germ granules in *Drosophila* (Becalska et al, 2011; Ephrussi and Lehmann, 1992; Jain and Gavis, 2008), the present work provides compelling evidence demonstrating that vertebrate Rbm24 is a novel factor controlling the localization of germ plasm mRNAs in phase-separated structures. What is the underlying mechanism? Rbm24a possesses a single RRM, typically recognizing short RNA sequences of approximately five nucleotides (Qian et al, 2020). It is difficult to imagine how this could confer the specificity for mRNA localization. Based on our observations, it is possible that Rbm24a-containing complex may capture germ plasm mRNAs displaying a particular structure. Indeed, consistent with a previous report (Krishnakumar et al, 2018), we find that Buc binds to *nanos3* mRNA and shows strong synergistic effects with Rbm24a in this interaction. These results suggest that Buc, a scaffold protein, may act as a noncanonical RBP and form a reader complex with Rbm24a to recognize common structural features of germ plasm mRNAs and recruit them into condensates.

Unexpectedly, the formation of phase-separated protein scaffold is independent of Rbm24a. We have provided evidence that protein components, such as Celf1, Piwil1, Tdrd6, NMII-p, and Buc, are still recruited to germ plasm condensates in the absence of Rbm24a. Although the condensation can be governed by Buc, germ plasm mRNA components are clearly indispensable. Therefore, contrary to the notion that mRNAs actively facilitate condensate formation through multivalent interactions (Banani et al, 2017; Guo et al, 2021; Langdon and Gladfelter, 2018), they do not act as the primary driving force for phase separation of the germ plasm (Curnutte et al, 2023). This is supported by the evidence that despite the release of all germ plasm mRNAs due to Rbm24a deficiency, the remaining protein scaffold can still undergo phase separation, although unable to promote PGC development. The fact that Rbm24a and its associated RNAs are dispensable for phase separation of protein scaffolds in germ granules may be of important significance. It could help studying the mechanism controlling other phase-separated events such as stress granules, P-bodies, chromatoid bodies, paraspeckles, etc, in which Rbm24 might play a role (Wang et al, 2022). Another key aspect of Rbm24a function is its requirement for the directed transport of germ granules towards the cleavage furrows, a process previously shown to rely on Kif5Ba protein of the kinesin family (Campbell et al, 2015). Maternal ablation of Kif5ba disrupts the transport process, resulting in the failure of large germ plasm aggregates formation at the cleavage furrows and producing sterile animals that closely resemble M*rbm24a* mutants (Campbell et al, 2015). Injection of a function-blocking antibody against kinesin-1 also recapitulates the phenotype of M*rbm24a* embryos. Therefore, our work establishes a functional link between Rbm24a and kinesin-dependent transport, although the precise mechanism remains unknown. Rbm24a may directly bind to kinesin-1 or exert an allosteric effect on the structure of Buc, thereby promoting its binding to kinesin-1 (Campbell et al, 2015). Another possibility is that germ plasm mRNA components bound by the Buc-Rbm24a complex act as adapters, bridging the condensates with the kinesin motor.

This work also provides crucial evidence supporting the long-standing hypothesis that germ cell fate determination depends on the size of inherited germ plasm aggregates (Eno and Pelegri, 2013). Using *rbm24a-GFP* KI as a tool for live imaging, the dynamics of endogenous germ granules can be recorded at a high resolution, from the formation of initial large germ plasm condensates to the removal of excessive germ granules. It appears that massive degradation of germ granules begins at the 128-cell stage, whatever their size. Therefore, only cleavage furrow-anchored large germ plasm aggregates persist during this degradation window and will be encapsulated into future PGCs to promote germ cell development. This universal degradation process prevents excessive PGC formation, typically by preserving only the four largest aggregates formed during the first two cleavages.

In summary, we have discovered an essential protein component of the germ plasm that functions as an organizer for aggregating germ granules. Rbm24a-Buc complex sequesters germ plasm mRNAs and is essential for loading germ plasm condensate onto the kinesin motor. Thus, Rbm24a may serve as a promising contraceptive target in fish, by utilizing degron-tagging associated with protein degradation approaches. Germ plasm condensates in zebrafish embryos may also serve as an in vivo model in understanding how to aggregate complicated phase-separated granules.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Catalog number
**Experimental models**		
zebrafish	AB strain	N/A
Human embryonic kidney 293T (HEK293T) cells	Ang Li lab, Shandong University	N/A
Sf9 cells	Dalei Wu lab, Shandong University	N/A
*Pichia Pastoris* GS115	Beyotime	D0412
**Recombinant DNA**		
pBluescript SK-rbm24a-GFP KI	This study	N/A
pBluescript SK-rbm24a-RFP KIzpc:cas9	This study	N/A
pGGDestEB-rbm24a-4sgRNA	This study	N/A
pCS2-buc-GFP	This study	N/A
pCS2-rbm24a-GFP	This study	N/A
pT2AL200R150G-buc-GFP	This study	N/A
pCS2-buc-myc	This study	N/A
pCS2-celf1-myc	This study	N/A
pCS2-tdrd6-myc	This study	N/A
pCS2-piwil1-myc	This study	N/A
pCS2-bucΔ1-myc	This study	N/A
pCS2-bucΔ2-myc	This study	N/A
pCS2-bucΔ3-myc	This study	N/A
pCS2-bucΔ4-myc	This study	N/A
pCS2-nanos3	This study	N/A
pCS2-rbm24a-RFP	This study	N/A
pPIC9K-rbm24a-BFP-6xHis	This study	N/A
pPIC9K-buc-GFP-6xHis	This study	N/A
pETDuet1-*buc-RFP-*6xHis	This study	N/A
pFastBac-HTA2-*rbm24a-BFP-6xhis*	This study	N/A
pFastBac-HTA2-buc-GFP-6xHis	This study	N/A
pCS2-*rbm24a*ΔRRM-GFP	Shao et al, 2020	N/A
pCS2-*rbm24a*ΔC-GFP	Shao et al, 2020	N/A
**Antibodies**		
Mouse monoclonal anti-GFP	Roche	Cat#REF11814461001
Mouse monoclonal anti-Myc	Abcam	Cat#ab32
Mouse anti-Kinesin,heavy chain	Sigma-Aldrich	Cat#MAB1614
Rabbit monoclonal anti-Piwil1	ABclonal	Raised against the synthetic peptide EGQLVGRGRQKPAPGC
Rabbit anti-Phospho-Myosin Light Chain 2 (Ser19)	Cell signaling	Cat#3671
Rabbit mCherry Polyclonal antibody	Proteintech	Cat#26765-1-AP
Mouse Monoclonal anti-His Tag	Beyotime	Cat#AF2876
Goat anti-mouse IgG HRP-linked	zenbio	Cat#550125
Goat anti-rabbit IgG HRP-linked	Boster-Bio	Cat#BA1054
Goat anti-mouse IgG Alexa Fluor488	ZSGB-BIO	Cat#ZF-0512
Goat anti-rabbit IgG Alexa Fluor 594	ZSGB-BIO	Cat#ZF-0516
Goat anti-mouse IgG Alexa Fluor 647	Bioworlde	Cat#BS21846
Goat anti-rabbit IgG Alexa Fluor 647	Bioworlde	Cat#BS21849
Anti-Digoxigenin-AP	Roche	Cat#11093274910
Anti-Fluorescein-POD	Roche	Cat#11426346910
Anti-Digoxigenin-POD	Roche	Cat#11633716001
**Oligonucleotides and other sequence-based reagents**		
Primers and DNA sequences	This study	Apendix table S2
Fluorescent probe *nanos3* 1	5’-CGAGCGCGCGATCAAAACAA -3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 2	5’-AGAAAAAGCCATGTTGCTCT-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 3	5’-TCCATGAGCAGAAAGGATGA-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 4	5’-CTGGTTTCTAGTCTCCATAG-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 5	5’-TAGTCCTTCCAAGGCTGAAA-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 6	5’-TTCATGCCTCTGATCATGTC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 7	5’-CGTCAGATTGCATTTCTTGC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 8	5’-AGAACTTTCTCTCTGCTGGG-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 9	5’-CGTTGTGTTTGCAGAAGCTG-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 10	5’-TAGTGAGAGGTGTACACGGC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 11	5’-TCTCCATCGCGGTTTTTTAA-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 12	5’-CGGAGATACGGGCACATCAC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 13	5’-CACACAGGGGACACTTGTAC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 14	5’-CATCGGGCAGAATCTCTTGG-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 15	5’-TACACCGAGCAGTAGTTCTT-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 16	5’-CGCTTCACCATGTTGATTTG-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 17	5’-TCAAATCTACCGGAGCATCA-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 18	5’-CCTGCGGTAAAAAGTGTTTC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 19	5’-CCGCGTATCAACCAAACAAA-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 20	5’-TGCATGCAAACTCGCAATCC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 21	5’-ATCAAACAGTGAACGCACAC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 22	5’-CACACATATACACACACACA-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 23	5’-AACACAACACCAGTGCACAC-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 24	5’-GGCTTGTGTACAAGTTTGTT-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 25	5’-TTTGTTTTTGAGTGCGGTTG-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 26	5’-GCGACATGAAAATATGGCGA-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *nanos3* 27	5’-TTCACTCCATCACAAGTCAA-3’ Quasar ®570	Biosearch Technologies
Fluorescent probe *vasa* 1	5’-TGCAAGACACAACGGGACTC-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 2	5’-ATCAGAACCATTTGAGCCTA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 3	5’-ACCTCCTGTATAAAAGCTCT-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 4	5’-CTGTTTGACTTGTCATTTCC-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 5	5’-AATCACCAGTCATTTTCCAT-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 6	5’-TTAAAACCGCTAAAGCCTCC-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 7	5’-GCCATTCTCATCAATTTCTG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 8	5’-CCATCATCATTTCCATTTTC-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 9	5’-TCACGGAAACCTCCACGAAA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 10	5’-CTCATCGTTTCCATTTTCAT-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 11	5’-GCGGCACATAAACAACCTTG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 12	5’-AAGTCCTGCTTCCTCAAAAG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 13	5’-CATTTTTGCTCAGTGAGTCA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 14	5’-CTGAGCACAAGCCATTAGAT-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 15	5’-TAAAGCGCTGTAGGATAGGC-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 16	5’-TGATAAGTTCTCTGGTGGGA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 17	5’-CCAGTATTTATACCTCCATA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 18	5’-ATGCAATCTTCCAGGAGTAG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 19	5’-ATCTTTCCACGACCAATGAG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 20	5’-TCTGCTTCATCCAGAACTAG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 21	5’-TCTTTTGAAGGCATACCAGG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 22	5’-CAGCAGCCATTCTTTGAATA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 23	5’-CCACACCAACAGCAAGGAAA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 24	5’-ACCTGAACAATGGTTTGCTC-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 25	5’-CTGAGCAATTCAAGCAGCTG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 26	5’-AAACCATTGTGCGCTCATTA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 27	5’-ATCAGCACTTCTTTTGGTTT-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 28	5’-TGTGGTTGAGATCTTCTCTT-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 29	5’-GCCAAGGCGAAAATCACTGA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 30	5’-TGCTGGACTTGCTCAATATC-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 31	5’-GCTGGGCATGTCAAAATTCA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 32	5’-TGCGATGGACATACTCATCG-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 33	5’-CGAGCTAATGGAGTGTCAGA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 34	5’-CATGAGCACTGAAGGCAACT-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *vasa* 35	5’-CGCGAGTCTGTAGATGCAAA-3’CAL Fluor Red 610	Biosearch Technologies
Fluorescent probe *dazl* 1	5’-AGATGCACATAATCGACCGC-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 2	5’-ACGAATATTTATGCTCTCCT-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 3	5’-GCTGGGCATTTAGGGTAAAA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 4	5’-ATCGTGTTTCTTCATTAGGC-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 5	5’-AAACCGGATAGATCCCGAAC-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 6	5’-AAATGCTCAATCCACACGCG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 7	5’-AAACAAACCCCAAAGTCCGT-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 8	5’-GTTTTGCTACCTAAGCTTTT-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 9	5’-CCCTGAACCATTTTGAATGA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 10	5’-ATATCAGGCACACGGGTAAC-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 11	5’-CTGGATATCCTGTGAATACA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 12	5’-GACGGAAAACCCTGACGATG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 13	5’-ACCGTTAGACAACTTCAGGG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 14	5’-TTTTCCCCTCAGGTAAAATG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 15	5’-GACGAACAGTGTGTTGGGCG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 16	5’-TCCACCTTCATATCAATACC-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 17	5’-AAGAATTCCCTGATCTCGTT-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 18	5’-TAACTTCTTTCACTGAGCCA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 19	5’-TTCCTCCTCGATAAGTGATG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 20	5’-ACGAAACCATATCCTTTGCA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 21	5’-GTCTGGATATCAACATCCTC-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 22	5’-ACTGATCGGCTGATCAACGA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 23	5’-GTTTGAGTTTTTTCCCTTTA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 24	5’-CTCTTTCATGATTGCAGGTC-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 25	5’-GATGACACTGACCGAGAACT-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 26	5’-CACTGTGATGGACCAATCAT-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 27	5’-GCAGCTGCAGTACATATATG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 28	5’-AAATACAGGTGATGGTGGGG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 29	5’-AAGGCTGCATGTACTGATTT-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 30	5’-CCTGGAGGACTGGAGTAAGA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 31	5’-TGGCACCTGTGGAACCATAA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 32	5’-CATACGTGGTCTGTGCATAG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 33	5’-TGTGGCAGGGGATACTGATA-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 34	5’-ATTCTGATTGACAAGCCTCG-3’Quasar ®570	Biosearch Technologies
Fluorescent probe *dazl* 35	5’-AAGGGTTAGCAAAGTCTGCA-3’Quasar ®570	Biosearch Technologies
**Chemicals, enzymes, and other reagents**		
Ni Bestarose FF(Fast Flow)	Bestchrom	Cat#AA0051
DMEM	TransGen	Cat#FI101-01
Closed sheep serum (liquid)	Solarbio	Cat#SL039
Coomassie Brilliant BlueG250	Fluka	Cat#13628
Fetal Bovine Serum	Gibco	Cat#A5256701
Polyethylenimine Linear	Yeasen	Cat#40816ES02
Cap analog	NEB	Cat#S1407S
SP6 RNA polymerase	NEB	Cat#M0207S
T7 RNA polymerase	NEB	Cat#M0251L
rNTP	Thermo Fisher Scientific	Cat#R0481
RiboLock RNase Inhibitor	Thermo Fisher Scientific	Cat#EO0381
Phusion™ High–Fidelity DNA Polymerase	Thermo Fisher Scientific	Cat#F530L
2X M5 HiPer Taq PCR mix	Mei5bio	Cat#MF001-BD-100
DNase I	Roche	Cat#4716728001
Silicon hydroxyl magnetic beads	Sangon Biotech	Cat#B518720-0001
NLS-Cas9 Nuclease	Self made	NA
DIG-labeling mix	Roche	Cat#11277073910
Fluorescein RNA labeling mix	Roche	Cat#11685619910
Low-melting agarose	Biotech	Cat#CA1351
Ribonucleoside Vanadyl Complex	Beyotime	Cat#R0107
Dextran sulfate	Sangon Biotech	Cat#A600160-0010
GFP-Trap Magnetic Agarose beads	ChromoTek	Cat#gtma
Dynabeads Protein G beads	Invitrogen	Cat#10004D
Protein G agarose beads	Sigma	Cat#P7700
Protease inhibitor cocktail	Roche	Cat#40609
GFP-Trap Agarose beads	ChromoTek	Cat#gta-20
Proteinase K	Roche	Cat#03115828001
Murine RNase Inhibitor	Vazyme	Cat#R301-03-AA
pPIC9K Vector	Thermo Fisher Scientific	Cat#V175-20
Bac-to-Bac™ Baculovirus Expression System	Thermo Fisher Scientific	Cat#CN10359016
DH10Bac Super Competent Cells	Beyotime	Cat#D1029M
Cellfectin™ II	Thermo Fisher Scientific	Cat#CN10362100
IgG	Beyotime	Cat#A7016
IgG	Abcam	Cat#ab18413
IPTG	Beyotime	Cat#ST098
Rosetta(DE3)	Beyotime	Cat#D1065S
PMSF	Coolaber	Cat#CP8651
DTT	Thermo Fisher Scientific	Cat#R0861
Insect Cell Culture Medium	Union-biotech	Cat#UK1000
D-Sorbitol	Dingguo	Cat#DH317-2
Oxoid™ Tryptone	Thermo Fisher Scientific	Cat#LP0042B
Oxoid™ Yeast Extract Powder	Thermo Fisher Scientific	Cat#LP0021B
Sterile Syringe Filter 0.22μm	Biosharp	Cat#BS-PES-22
YPD Broth	Sangon Biotech	Cat#A507022-0250
Geneticin G-418	Coolaber	Cat#CG5471
X-gal	Beyotime	Cat#ST912
Gentamicin	Shyuanye	Cat#T21508
Kanamycin sulfate	Sangon	Cat#A430277-0200
Tetracyclin	Solarbio	Cat#64-75-5
Aprotinin	Roche	Cat#10236624001
Leupeptin	Sigma	Cat#L2884
**Critical commercial assays**		
TSA Individual Cyanine 3 Tyramide Reagent Pack Kit	PerkinElmer	Cat#SAT704B001EA
AxyPrep Plasmid Miniprep Kit	Axygen	Cat#AP-MN-P-4
Fast SilverStain Kit	Beyotime	Cat#P0017S
Bacmid Miniprep Kit	Beyotime	Cat#D0031
One-Step gDNA Removal and cDNA Synthesis SuperMix Kit	TransScript	Cat#AT311-02
**Software**		
ImageJ	Open source	https://imagej.net/software/fiji/
GraphPad Prism 9	GraphPad	https://www.graphpad.com/
Zeiss Zen Blue	Zeiss	N/A
LAS X	Leica	N/A
OlyVIA	OLYMPUS	N/A
Code for scRNA-seq and RIP-seq bioinformatic analysis	This study	https://github.com/benjaminfang/rbm24-workflow https://github.com/jiangliufengzi/rip-seq-data-analysis
**Other**		
Illumina HiSeq 2000	Illumina	Azenta
Illumina NextSeq 500	Illumina	Gene Denovo

### Ethical statement

Animal experiments were performed following the ARRIVE guidelines and approved by the Ethics Committee for Animal Research of Life Science of Shandong University (permit number SYDWLL-2021-15).

### Zebrafish and microinjection

Wild-type zebrafish of the AB strain and transgenic or mutant lines were raised in standard husbandry systems (Haisheng) at 28 °C. Microinjection was performed using a PLI-100A Picoliter Microinjector (Harward Apparatus), and a volume of 1–2 nL was injected into each embryo at the 1-cell stage.

### Cell culture and transfection

Human embryonic kidney 293 T (HEK293T) cells were cultured in DMEM (TransGen, FI101-01) supplemented with 10% fetal bovine serum (FBS) at 37 °C under a humidified atmosphere consisting of 5% CO_2_. Transfection of plasmids was performed when cell coverage reached around 70%, using Polyethylenimine Linear (Yeasen, 40816ES02) according to the manufacturer’s instructions. Cells cultured in a 90 mm petri dish were transfected with 10 μg of pCS2-*buc-GFP*, 250 ng of pCS2-*rbm24a-myc* or 250 ng of pCS2-*nanos3*, while the amount of each plasmid was reduced to one-fifth for transfection of cells cultured in a six-well plate.

### Plasmid construction

Most constructs were generated following a previously reported TEDA method (Xia et al, 2019). To obtain the knock-in donor plasmid for *rbm24a-GFP* KI, a 1704 bp DNA fragment preceding the *rbm24a* stop codon was fused to the GFP coding sequence, which was ligated with a 2274 bp genomic sequence after the stop codon of *rbm24a*. The whole fragment was cloned into the pBluescript SK- vector. The knock-in donor plasmid for *rbm24a-RFP* KI^*zpc:cas9*^ was constructed by replacing the GFP coding sequence in *rbm24a-GFP* KI plasmid with *RFP*, and inserting the *zpc:cas9* cassette downstream of the *rbm24a* 3’-UTR. The plasmid for creating Tg(*ef1α*:*buc-GFP*) was constructed by cloning the coding sequence of zebrafish *buc* into the BamHI site of pT2AL200R150G (Urasaki et al, 2006), ensuring inframe ligation of *buc* coding sequence with *GFP*. To construct plasmids used for in vitro mRNA transcription, the coding regions of genes of interest were cloned upstream of and inframe with the 6× myc tags or the GFP sequence in the pCS2 vector. PCR amplification and Gibson Ligation were used to create pCS2-based plasmids containing truncated variants of *rbm24a* and *buc*. The pGGDestEB-*rbm24a-4sgRNA* plasmid for maternal genome editing was constructed by Golden Gate assembly as described (Xia et al, 2019).

### Synthesis of capped mRNAs

Recombinant vectors were linearized by NotI digestion. After purification, the DNA templates were added to the mRNA synthesis mix containing 0.5 mM cap analog (NEB, S1407S), 0.5 mM ATP, 0.5 mM CTP, 0.5 mM UTP, 0.1 mM GTP, 20 U SP6 RNA polymerase (NEB, M0207S), 20 U RNA inhibitor (Thermo Scientific, EO0381), and 1× RNA polymerase buffer. The mixture was incubated at 37 °C for 1.5 h. Subsequently, the DNA templates were removed by DNase I treatment (Roche, 4716728001) at 37 °C for 15 minutes. Transcribed mRNAs were purified using silicon hydroxyl magnetic beads (B518720-0001) (Oberacker et al, 2019) and resuspended in 15–20 μL RNase-free water.

### Knock-in

The sgRNAs were designed using the online software CRISPRScan and synthesized by in vitro transcription (Moreno-Mateos et al, 2015). A mixture of 6.7 pg *rbm24a-GFP* knock-in plasmid, 100 pg sgRNA, and 600 ng Cas9 protein was injected into the blastodisc of each embryo at the 1-cell stage. At 30 hpf, embryos with GFP signals in the lens, heart, skeletal muscle, and hair cells were picked out as early integration founders for breeding. PCR and sequencing analyses were performed to confirm the successful generation of the *rbm24a-GFP* knock-in strain. The *rbm24a-RFP* KI^*zpc*:*cas9*^ line was generated by following a similar approach.

### Conditional knockout of maternal genes

Four sgRNAs targeting exons 1 and 3 of *rbm24a* were used to construct the sgRNA expression vector, pGGDestEB-*rbm24a-4sgRNA*, which also contains the sgRNA expression elements and a BFP expression cassette driven by the *ef1a* promoter. The plasmid and *Tol2 transposase* mRNA were coinjected into homozygous *rbm24a-RFP* KI^*zpc:cas9*^ embryos at the 1-cell stage to produce F0 founders carrying the transgene. Embryos spawned by the F0 founders with BFP but not Rbm24a-RFP expression are maternal *rbm24a* mutants (M*rbm24a*). Maternal *Buc* mutants were obtained by injecting four highly efficient sgRNAs with Cas9 protein into *rbm24a-GFP* KI embryos, followed by phenotypic screening in the offspring. Cas9 protein was produced through expression in *E. coli* in our lab following an established protocol (Bhoir et al, 2018).

To accurately assess the editing efficiency, the remaining wild-type mRNAs were estimated instead of analyzing mutation rate. It would be difficult to quantify the ratio of mutant mRNAs or genomic lesions, because oocyte-specific genome editing may generate mutant mRNAs undergoing nonsense-mediated decay or unintended large genomic deletions without primer binding sites (Zhang et al, 2021). In contrast, measuring the intact wild-type mRNAs by qRT-PCR is much more feasible. As such, a two-step protocol was designed. The first step was to perform a qRT-PCR analysis employing primers flanking the four sgRNA targeting sites. The amplification products should represent wild-type mRNAs and mutant mRNAs that can be amplified during the RT-PCR reaction, and their levels relative to KI siblings were designated as ratio1. The next step was to subject PCR products to high-resolution capillary electrophoresis. The ratio of PCR products representing wild-type mRNAs (ratio2) can be obtained based on the electropherogram. Hence, the overall editing efficiency was calculated as 1 − ratio1 × ratio2.

### Generation of *buc-GFP* transgenic lines

A mixture of 20 pg *buc-GFP* transgenic plasmid in which *ef1α* promoter and *SV40* 3’-UTR were used to support transgene expression and 100 pg *Tol2 transposase* mRNA was microinjected into 1-cell stage embryos. After injection, F0 founders were raised to adulthood, and F1 embryos from F0 females were screened by assessing specific fluorescent signals in the PGCs.

### ISH

It was performed following previously established protocols (Shao et al, 2020). DNA templates for the synthesis of *rbm24a*, *nanos3*, *dnd1*, *ca15b*, *kop*, *tdrd7a* and *ddx4* probes were amplified by PCR using primers listed in Appendix Table S1 and cloned into the pZeroback vector. Digoxigenin-labeled probes were synthesized by in vitro transcription using the DIG-labeling mix (Roche, 11277073910) and SP6 or T7 RNA polymerase. Following DNase I treatment (Roche, 4716728001), probes were directly precipitated with 50% (v/v) isopropanol and resuspended in the hybridization buffer.

### Confocal microscopy and light sheet microscopy

Embryos were embedded in 1% low-melting agarose (Biotech, CA1351), and confocal images were acquired using Olympus SpinSR10, ZEISS LSM 900 with Airyscan 2, and Leica STELLARIS 5. For time-lapse imaging, frames were captured at a 25-s interval, and Z-stacks were acquired using a ×10, ×20, or ×40 objective lens, with step intervals of less than 2.0 μm. Light sheet microscopy images were obtained using the LUXENDO MuVi-SPIM microscope.

### FISH and smFISH

Zebrafish embryos at the cleavage stage or 24 hpf were fixed in 4% paraformaldehyde (PFA) at 4 °C overnight. They were dehydrated using a methanol gradient and stored in absolute methanol at −20 °C overnight. Subsequently, the embryos were rehydrated in PBS containing 0.1% Tween-20 and treated according to the standard ISH methods. Anti-digoxigenin-POD antibody (1:1000; Roche, 11633716001) and the TSA Individual Cyanine 3 Tyramide Reagent Pack kit (PerkinElmer, SAT704B001EA) were used for fluorescence staining to visualize mRNA distribution.

HEK293T cells grown on glass slides and transfected with plasmids were briefly washed three times with PBS and fixed in 4% PFA at 4 °C for 10 minutes. They were then washed with PBS twice and permeabilized with 0.2% Triton X-100 in PBS at 4 °C for 10 minutes. The cells were incubated with prehybridization buffer (2× SSC, 10% formamide, 0.1% Triton X-100, 2 mM Ribonucleoside Vanadyl Complex, and 0.02% bovine serum albumin) at room temperature for 5 minutes, followed by incubation in hybridization solution (prehybridization buffer with 10% dextran sulfate) containing *nanos3* fluorescent probes (Appendix Table S1) at 30 °C overnight. After removal of the hybridization solution and washing ten times with wash buffer (0.1% Triton X-100, 2× SSC, and 10% formamide), twice with 2× SSC, and twice with PBSTr (0.1% Triton X-100 in PBS), the cells were blocked with 10% sheep serum at 30 °C for 30 minutes and incubated with anti-myc antibody (1:100; Abcam, ab32) at 30 °C for 1 h. After washing four times with PBSTr, incubation of anti-mouse IgG(H&L)-AF647 secondary antibody (1:100; Bioworlde, BS21846) was performed at 30 °C for 1 h. The glass slides were then washed three times and prepared for confocal imaging analysis.

Oocytes or embryos expressing Rbm24a-GFP were fixed in 4% PFA at 4 °C overnight, and smFISH experiments were carried out using the methods described above. The sequences of smFISH probes targeting *nanos3* and *dazl* are listed in Appendix Table S1.

### Image analysis

Maximum Intensity Projection (MIP) was performed using OlyVIA software. Size measurements, density calculations, and analyses of movement trajectories were conducted using ImageJ software, accessible at https://fiji.sc/. Frame sequences were imported into ImageJ using the “Import Image Sequence” function, and images were converted to 8-bit format using the “Image-Type-8 bit” option. Scale calibration was performed using the “Analyze-Set Scale” function. To enhance visualization, brightness and contrast adjustments were applied to the images based on regions of interest (ROIs). Background removal was achieved by adjusting the threshold via the “Image-Adjust-Threshold” function, enabling the calculation of germ granule size and density. Subsequently, measurements were conducted using the “Analyze-Analyze Particles” function. Manual tracking was performed using the “Plugins-Tracking-Manual Track” tool to track the trajectories of germ granules.

### Western blot

Protein samples were separated on SDS-PAGE and transferred to the nitrocellulose membrane. Primary antibodies are the following: anti-GFP antibody (1:5000; Roche, 11814461001), anti-myc antibody (1:5000; Abcam, ab32), anti-β-actin antibody (1:5000; Proteintech, 66009-1-Ig), and anti-Piwil antibody (1:5000; ABclonal, produced in rabbit against the synthetic peptide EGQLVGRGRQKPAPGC) (Houwing et al, 2007). Protein bands were visualized using the Western-Lightning Plus-ECL substrate (PerkinElmer) after incubation with horseradish peroxidase-conjugated secondary antibody (1:10,000; Zenbio, 550125).

### Co-IP

GFP-Trap Magnetic Agarose beads (ChromoTek, gtma) and uncrosslinked anti-GFP antibody beads (anti-GFP antibody incubated with protein G Dynabeads overnight) were used for immunoprecipitation experiments. They were washed thrice and stored at 4 °C in the blocking buffer (0.5% bovine serum albumin in PBS) before use. Synthetic mRNAs (100 pg) were injected into 1-cell stage embryos, and ~50 injected embryos were collected around 10 hpf. After adding 250 μL of lysis buffer containing 10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 0.5% NP-40, and 1× protease inhibitor cocktail (Roche, 40609), the embryos were homogenized using a grinding stick on ice for 10 minutes, followed by centrifugation at 12,000 × *g* for 10 minutes at 4 °C. After saving 25 µL as input control, the supernatant was incubated with 10 µL of beads at 4 °C overnight. The beads were washed five times with lysis buffer, heated at 95 °C for 5 minutes, and subjected to western blot analysis.

### scRNA-seq and bioinformatic analysis

M*rbm24a* and sibling single cells were isolated, barcoded, and sequenced separately. The experimental procedure and bioinformatics analysis were largely conducted according to previously established methods (Wagner et al, 2018). Specifically, thirty-three M*rbm24a* or wild-type embryos at the shield stage were dissociated into cell suspensions, which were loaded onto a 10x Genomics GemCode Single-cell instrument to generate single-cell Gel Bead-In-EMulsion (GEMs). Construction of cDNA libraries was performed using the Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 by following the manufacturer’s instructions.

Deep sequencing of each sample yielded two fastq data files, referred to as R1 and R2. Reads in the R2 file were filtered using Trimmomatic with the argument “AVGQUAL:30”. Read mapping and UMI counting were handled by the Cellranger analysis piplines, and the Cellranger-filtered UMI count data were utilized in downstream analyses (Zheng et al, 2017).

DecontX was employed to filter ambient RNA contamination and obtain corrected count numbers. In addition, doublets were recognized and filtered by Scrublet. Subsequently, the high-quality barcodes were recovered based on the sum of the counts, the number of genes, and the percentage of counts contributed by the top 20 genes.

The MAD (Median Absolute Deviation) approach was used to determine the outlier of barcodes. The MADs and medians were used to calculate the upper and lower boundaries. The fivefold value of MAD was added to the median to obtain the upper boundary, while the fivefold of the MAD was subtracted from the median to define the lower boundary. Barcodes that fall outside the range between the boundaries were excluded. The filtered barcodes from all samples (experimental and control) were then integrated to create the count matrix table.

Scanpy was used to select two thousand highly variable genes (HVGs), excluding mitochondrial genes (*mt-rnr1*, *mt-rnr2*, *ND1*, *ND2*, *COX1*, *COX2*, *ATP8*, *ATP6*, *COX3*, *ND3*, *ND4L*, *ND4*, *ND5*, *ND6*, *CYTB*) or genes without correlation to other genes (defined as “correlation coefficient” >0.2) (Wolf et al, 2018). A set of cell cycle and housekeeping-associated genes (*cdk1*, *mcm2*, *mcm7*, *rrm2*, *cenpa*, *cdc6*, *ccnf*, *cdca4*, *ccnd1*, *kif4*, *hmgb1b*, *hmgb2a*, *hmgb3a*, *hspd1*, *hspa9*, *rplp0*, *hnrnpaba*, *rps2*, *rps12*, *rpl12*, *rps13*, *rps14*, *rps15a*, *rpl10*, *rps3a*, *rpl31*, *rpl37*, *rps6*, *rpl9*, *rpl11*, *rpl34*, *rpl13*, *rpl36a*, *rpl26*, *rps8a*, *rpl21*, *rps27.1*, *rpl27a*, *cirbpb*) was also excluded from downstream analyses as described (Wagner et al, 2018).

PCA, batch effect diminishment, UMAP analysis, and clustering were conducted using Scanpy. The clusters were manually annotated by marker genes, and the scripts are available at https://github.com/benjaminfang/rbm24-workflow.

### RNA-seq and alternative splicing analysis

Sample preparation, sequencing library construction, deep sequencing, and bioinformatic analysis were performed essentially as described (Shao et al, 2020). For alternative splicing analysis, rMATS-Turbo (Wang et al, 2024) was employed to generate FDR values for alternative splicing events showing significant differences between siblings and M*rbm24a* at the 4-cell stage. Read coverage of germ plasm-related genes was also plotted to provide an intuitive representation of alternative splicing events.

### IP/MS

Approximately 2200 *rbm24a-GFP* KI or wild-type embryos at 4 hpf were lysed and incubated on ice for 10 minutes in 1 mL of cold lysis buffer containing 10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 0.5% NP-40, and 1× protease inhibitor cocktail (Roche, 04693132001). The cell lysates were centrifuged at 12,000 × *g* for 5 minutes at 4 °C, and the supernatants were precleared by treatment of protein G agarose beads (100 μl for each sample) at 4 °C for 1 h. The precleared lysates were incubated with 30 μL of GFP-Trap Agarose beads (ChromoTek, gta-20) under rotation at 4 °C overnight, and 10 µL supernatant was saved as the flow-through fraction. The beads were washed four times with wash buffer (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.05% NP-40, and 0.5 mM EDTA), and then mixed with loading buffer and boiled at 95 °C for 5 minutes. After controlling the IP quality by western blot, the remaining IP samples were subjected to SDS-PAGE, followed by silver staining and gel cutting for mass spectrometry (MS) analysis. Scatter plots were generated for enrichment index to relative intensity, where the enrichment index is calculated as log10(1/(relative intensity in WT/(relative intensity in KI + 0.01)), and relative intensity is the intensity of a specific protein divided by the total intensity of all detected proteins.

### RIP-seq and bioinformatics analysis

Three hundred embryos were lysed in 300 μL of lysis buffer (150 mM NaCl, 10 mM HEPES, pH 7.6, 2 mM EDTA, 0.5% NP-40, 0.5 mM DTT, 1% protease inhibitor cocktail, and 400 U/mL of RNase inhibitor). An aliquot (25 μL) of lysates was saved as input by mixing with 1 mL of TRIzol and 475 μL of lysates were precleared with 10 μL of protein G magnetic beads at 4 °C for 2 h. After removing the beads, the lysates were incubated with 15 μL of GFP-Trap Magnetic Agarose beads (ChromoTek, gtma) at 4 °C under rotation for 4 h. The beads were collected and washed four times with 1 mL of ice-cold NT2 buffer (200 mM NaCl, 50 mM HEPES, pH 7.6, 2 mM EDTA, 0.05% NP-40, 0.5 mM DTT, and 400 U/mL of RNase inhibitor), followed by incubation with proteinase K (5 mg/mL in 200 μL of 1× buffer) at 50 °C for 40 minutes. Precipitated RNAs were recovered by phenol-chloroform extraction. Libraries were constructed using Hieff NGS Ultima Dual-mode mRNA Library Prep Kit.

Adapter sequences were trimmed using the fastp (version 0.22.0). The remaining reads were aligned to the zebrafish genome (GRCz11) using STAR (version 2.7.11a) with the following parameters: --outFilterMismatchNoverReadLmax 0.02 --outFilterMultimapNmax 1 --alignEndsType Extend5pOfRead1 --outSJfilterReads Unique. To identify peaks in RIP-seq datasets, MACS2 software (v.2.2.9.1) was employed with the following parameters: macs2 callpeak -c control.bam -t treat.bam --nomodel -f BAMPE -q 0.05 -g 1368780147. This configuration was chosen to effectively identify RNA-binding protein interaction sites within the RIP-seq data. Reads were compared to their respective inputs for the identification of significant peaks. Using this significant peak data, we calculated KI (IP vs input) and WT (IP vs input), respectively. The fold change was then determined as KI (IP vs input)/WT (IP vs input). Therefore, the control used to calculate fold changes in Fig. 6B is WT (IP vs input). Peaks were considered significant if they exhibited a fold change greater than 5 and a *P* value less than 1e-6. ClusterProfiler (version 4.8.3) was used for GO enrichment analysis (*P* value cutoff of 0.05 to determine significant terms).

For samples using IgG as a control, precleared lysates from KI embryos were incubated with IgG (Abcam, ab18413) and protein A/G magnetic beads (Invitrogen, 80104 G). Bioinformatic analysis was carried out similarly to the above.

### RIP-qPCR

The GFP-Trap Magnetic Agarose beads (ChromoTek, gtma) were used for IP. Three hundred 4-cell *rbm24a-GFP* KI or wild-type embryos were crosslinked in 0.9 ml 1% formaldehyde for 10 minutes on ice and performed following a previously established protocol (Shao et al, 2020).

### Isolation of the germ plasm particles

M*rbm24a* mutants and wild-type embryos at the 4-cell stage (13 embryos for each genotype) were lysed in 200 μL of P-body lysis solution (50 mM Tris-HCl, pH 7.4, 1 mM EDTA, 150 mM NaCl, and 0.2% Triton X-100) containing 40 U/mL of murine RNase Inhibitor (Vazyme, R301-03-AA) and 1× protease inhibitor cocktail (Hubstenberger et al, 2017). After 20 repeated aspirating/dispensing cycles using a 200 μL pipette, embryos were incubated on ice for 10 minutes, followed by centrifugation at 15,000 × *g* at 4 °C for 20 minutes. The supernatant was carefully transferred to a new centrifuge tube for total RNA extraction using the standard TRIzol-phenol-chloroform method. Luciferase mRNA in proportion to the total RNA amount was added to each sample (1 μL for M*rbm24a* mutants and 0.9 μL for wild-type embryos) to serve as the loading control. Then, equal volumes of RNA samples were reverse transcribed and subjected to qPCR analysis to determine the expression levels of germ plasm mRNAs. Proteins extracted from the supernatant and the pellet were subjected to western blot analysis to examine the germ plasm protein Piwil1.

### Immunofluorescence

Embryos or cells were fixed in 4% PFA at 4 °C overnight. After three washes with PBSTr, they were blocked with 10% sheep serum at room temperature for 1 h, followed by incubation with primary antibodies against myc (1:200) or Piwil1 (1:200) at 4 °C overnight. Samples were washed four times with PBSTr and incubated with Alexa Fluor488 anti-mouse lgG (1:100; ZSGB-BIO) or Alexa Fluor 594 anti-rabbit lgG (1:100; ZSGB-BIO) at room temperature for 1 h. After washing three times with PBSTr, they were embedded in 1% low-melting agarose (Biotech, CA1351) for confocal imaging.

### Paraffin sectioning and H&E staining

Testes isolated from adult siblings and M*rbm24a* mutants were fixed in 4% PFA at 4 °C overnight. After washing with PBS, they were dehydrated with graded ethanol and embedded in paraffin for sectioning at 5 μm thickness. After deparaffinization and rehydration, sections were subjected to standard H&E staining and examined using the Leica DM 2500 microscope.

### Expression and purification of recombinant Rbm24a protein

To express the protein in *Pichia* yeast, the pPIC9K plasmid (Invitrogen, V175-20) was linearized by NotI, and the *rbm24a-BFP-6×His* construct was subcloned and fused to the α-factor secretion signal via a modified Gibson Assembly (Xia et al, 2019). The resulting pPIC9K*-rbm24a-BFP-His* plasmid was then transformed into yeast cells (*Pichia Pastoris* GS115) through electroporation. Multicopy integration yeast colonies were selected following the instructions in the pPIC9K manual. Single clones were cultured in 5 ml of YPD medium for 18 h. The culture was then transferred into 100 ml of BMGY medium at a 1:100 dilution and incubated at 28 °C with shaking at 200 rpm in a baffled flask until the optical density (OD600) reached 2–6. The cells were harvested by centrifugation at 3000 × *g* for 5 minutes at room temperature and resuspended in 500 ml of BMGY medium supplemented with 1% methanol to induce protein expression. Methanol (1% v/v) was added every 24 h, and the culture was incubated at 28 °C with shaking at 200 rpm for 6–8 days. The supernatant was collected by centrifugation at 8000 rpm for 15 minutes, cleared through a 0.22-μm filter, and incubated with nickel column resin (Bestchrom AA0051) at 4 °C for at least 4 h. After the supernatant passed through the column along with the resin, the protein was eluted using a gradient of imidazole concentrations (0, 20, 100, 500 mM). The eluted fractions were analyzed by SDS-PAGE and Coomassie blue staining. The fractions containing the target protein were concentrated using a 20 kDa ultrafiltration membrane. Finally, the purity and expression level of the target protein were assessed by western blot.

For the expression of recombinant protein in the Sf9 cell line, we utilized Gibson assembly to individually insert *rbm24a-BFP-6×His* and *buc-GFP-6×His* into the pFastBac plasmid. The resulting constructs were subsequently transformed into DH10Bac supercompetent cells. Recombinant Bacmid was extracted using the Bacmid Miniprep Kit (Beyotime, D0031), and the Bacmid was then transfected into Sf9 cells according to the Cellfectin™ II (Thermo Fisher Scientific, CN10362100) protocol. The cells were incubated in the dark at 27 °C and 130 rpm for 7 days. Following this, the supernatant, representing the P0 viral stock, was harvested by centrifugation at room temperature and 1500 rpm. 1 mL of the supernatant was then added to 100 mL of fresh Sf9 cells and cultured for an additional 5 days to obtain the P1 viral stock. The transfection procedure was repeated at a 1:100 dilution, followed by a further 3-day incubation. Finally, the cells were harvested by centrifugation and lysed by sonication. Following clearance, the supernatant was processed for protein purification using the standard method described above.

## Supplementary information

Appendix

Peer Review File

Data Set EV1

Movie EV1

Movie EV2

Movie EV3

Movie EV4

Movie EV5

Movie EV6

Movie EV7

Movie EV8

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Expanded View Figures

## Data Availability

All data, constructs and reagents reported in this paper are available to the correspondence author Ming Shao, upon reasonable request. The RNA-seq, scRNA-seq and RIP-seq data reported in this paper have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE267406, GSE279756, GSE267086 and GSE288109). The image and numerical source data for this paper have been deposited in the Biostudies database under the accession number biostudies:S-BSST1826. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00442-z.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 1 — Appendix

## Appendix for Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish

Yizhuang Zhang<sup>1,2</sup>, Jiasheng Wang<sup>1,2</sup>, Hailing Fang<sup>1,2</sup>, Shuqi Hu<sup>1</sup>, Boya Yang<sup>1,2</sup>, Jiayi Zhou<sup>1,2</sup>, Raphaëlle Grifone<sup>3</sup>, Panfeng Li<sup>1</sup>, Tong Lu<sup>1,2</sup>, Zhengyang Wang<sup>4</sup>, Chong Zhang<sup>5</sup>, Yubin Huang<sup>6</sup>, Dalei Wu<sup>6</sup>, Qianqian Gong<sup>1,2</sup>, De-Li Shi<sup>3,7\*</sup>, Ang Li<sup>1\*</sup>, Ming Shao<sup>1,2,8\*</sup>

### Table of Contents:

|                          |       |
|--------------------------|-------|
| Appendix Fig. S1: .....  | 1     |
| Appendix Fig. S2: .....  | 2     |
| Appendix Fig. S3: .....  | 3     |
| Appendix Fig. S4: .....  | 4     |
| Appendix Fig. S5: .....  | 5     |
| Appendix Fig. S6: .....  | 6     |
| Appendix Fig. S7: .....  | 7     |
| Appendix Fig. S8: .....  | 8     |
| Appendix Fig. S9: .....  | 9     |
| Appendix Fig. S10: ..... | 10    |
| Appendix Fig. S11: ..... | 11    |
| Appendix Fig. S12: ..... | 12    |
| Appendix Fig. S13: ..... | 13    |
| Appendix Table S1: ..... | 14-19 |
| Appendix Table S2: ..... | 20-21 |

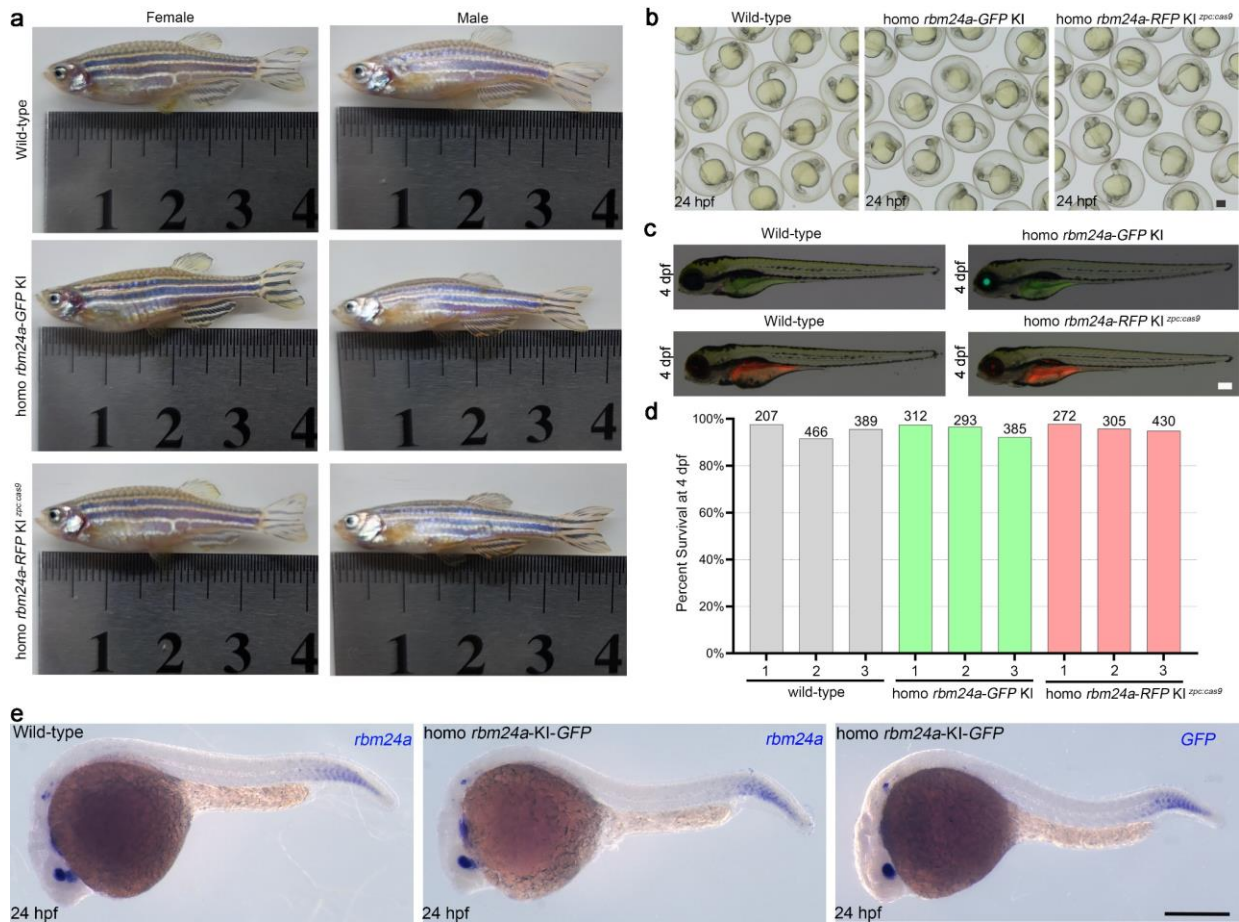

#### Appendix Figure S1. Rbm24a tagging does not affect its functionality.

(a) Homozygous *rbm24a*-GFP KI and *rbm24a*-RFP KI<sup>zpc:cas9</sup> fish can survive to adulthood. (b, c) Embryos spawned by homozygous *rbm24a*-GFP KI and *rbm24a*-RFP KI<sup>zpc:cas9</sup> fish show no developmental defect at 24 hpf (b) and 4 dpf (c). Scale bars, 200  $\mu$ m. (d) Comparison of survival rate at 4 dpf between wild-type and homozygous knock-in fish. (e) In situ hybridization results showing identical expression patterns of wild-type *rbm24a* and GFP-tagged *rbm24a*. Scale bar, 200  $\mu$ m. Source data are available online for this figure.

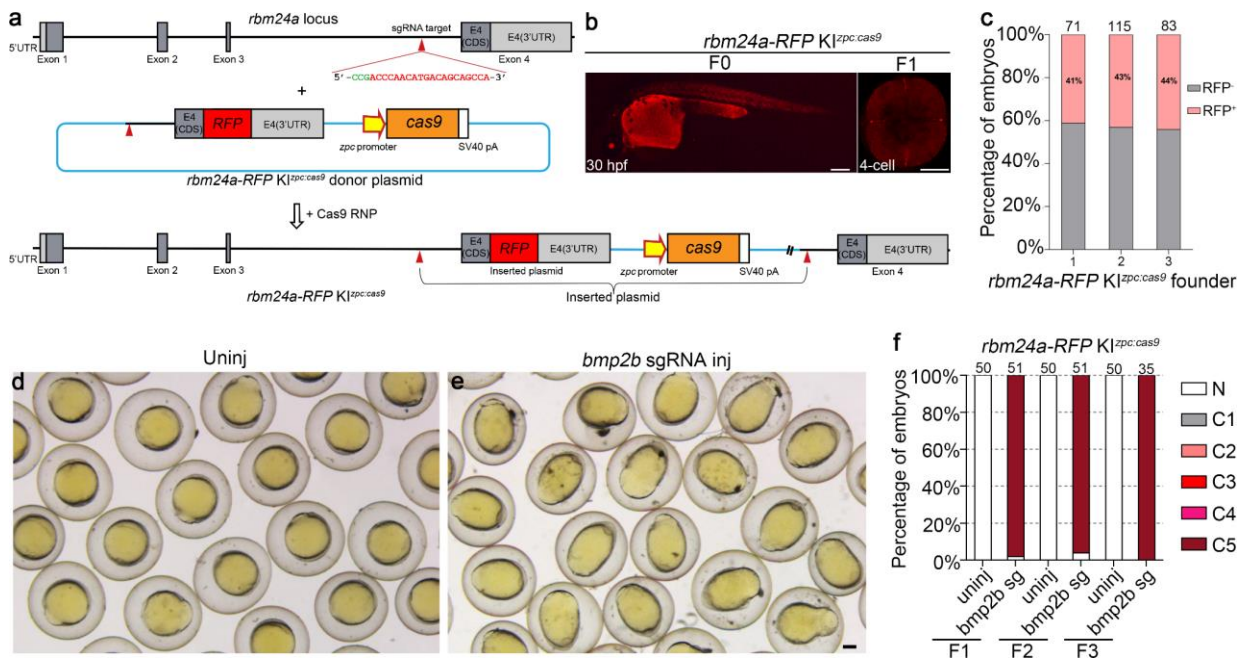

**Appendix Figure S2: Construction of *cas9* knock-in line for maternal gene knockout.**

(a) Knockin strategy to construct *rbm24a-RFP KI<sup>zpc:cas9</sup>*. (b) Rbm24a-RFP localization in the KI embryos. Scale bars, 200  $\mu$ m. (c) Germline transmission and percentage of knockin offspring from three founder *rbm24a-RFP KI<sup>zpc:cas9</sup>* fish with early integration. (d, e) Dorsalized phenotypes caused by injecting *bmp2b* sgRNA into KI embryos. Scale bar, 200  $\mu$ m. (f) High percentage of dorsalized phenotypes caused by *bmp2b* sgRNA injection in embryos from different generations of KI fish. Source data are available online for this figure.

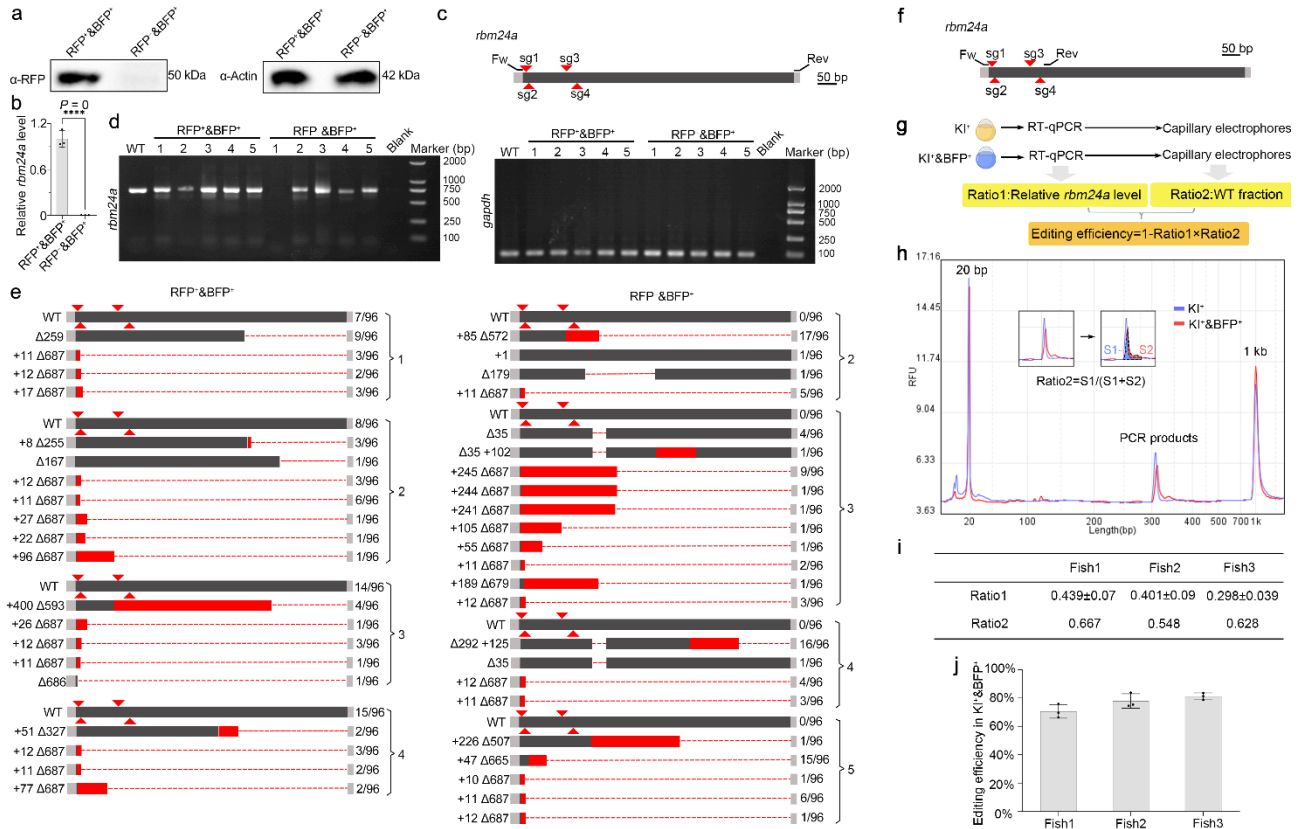

### Appendix Figure S3. Genotyping *Mrbm24a* embryos.

(a) Western blot analysis showing the absence of Rbm24a-RFP expression in RFP-&BFP<sup>+</sup> embryos. (b) The transcript level of *rbm24a* is significantly reduced in RFP-&BFP<sup>+</sup> embryos, as analyzed by qRT-PCR. (c) Primer design to amplify the entire ORF of *rbm24a* transcripts. (d) Agarose gel analysis of PCR products from RFP<sup>+</sup>&BFP<sup>+</sup> and RFP-&BFP<sup>+</sup> embryos. (e) Mutations detected by Sanger sequencing after cloning the PCR products into the pT2AL200R150G plasmid. (f) qPCR primer design amplifying the cDNA region containing the four sgRNA targeting sites. (g) Diagram illustrating the procedure to estimate the editing efficiency in *rbm24a*-RFP KI<sup>+</sup>*pc:cas9*;Tg(*U6:4xsgRNAs<sup>rbm24a</sup>;ef1a:BFP*) double transgenic embryos (KI<sup>+</sup>&BFP<sup>+</sup>) at the 1-cell stage. (h) Electropherogram of high-resolution capillary electrophoresis and the principle to define the wild-type fraction. (i) Ratio1 and Ratio2 measured from KI<sup>+</sup>&BFP<sup>+</sup> offspring from three independent double transgenic fish. (j) Histogram showing the final calculated editing rates ( $n = 3$  independent biological samples). Data are presented as mean  $\pm$  SD. Source data are available online for this figure.

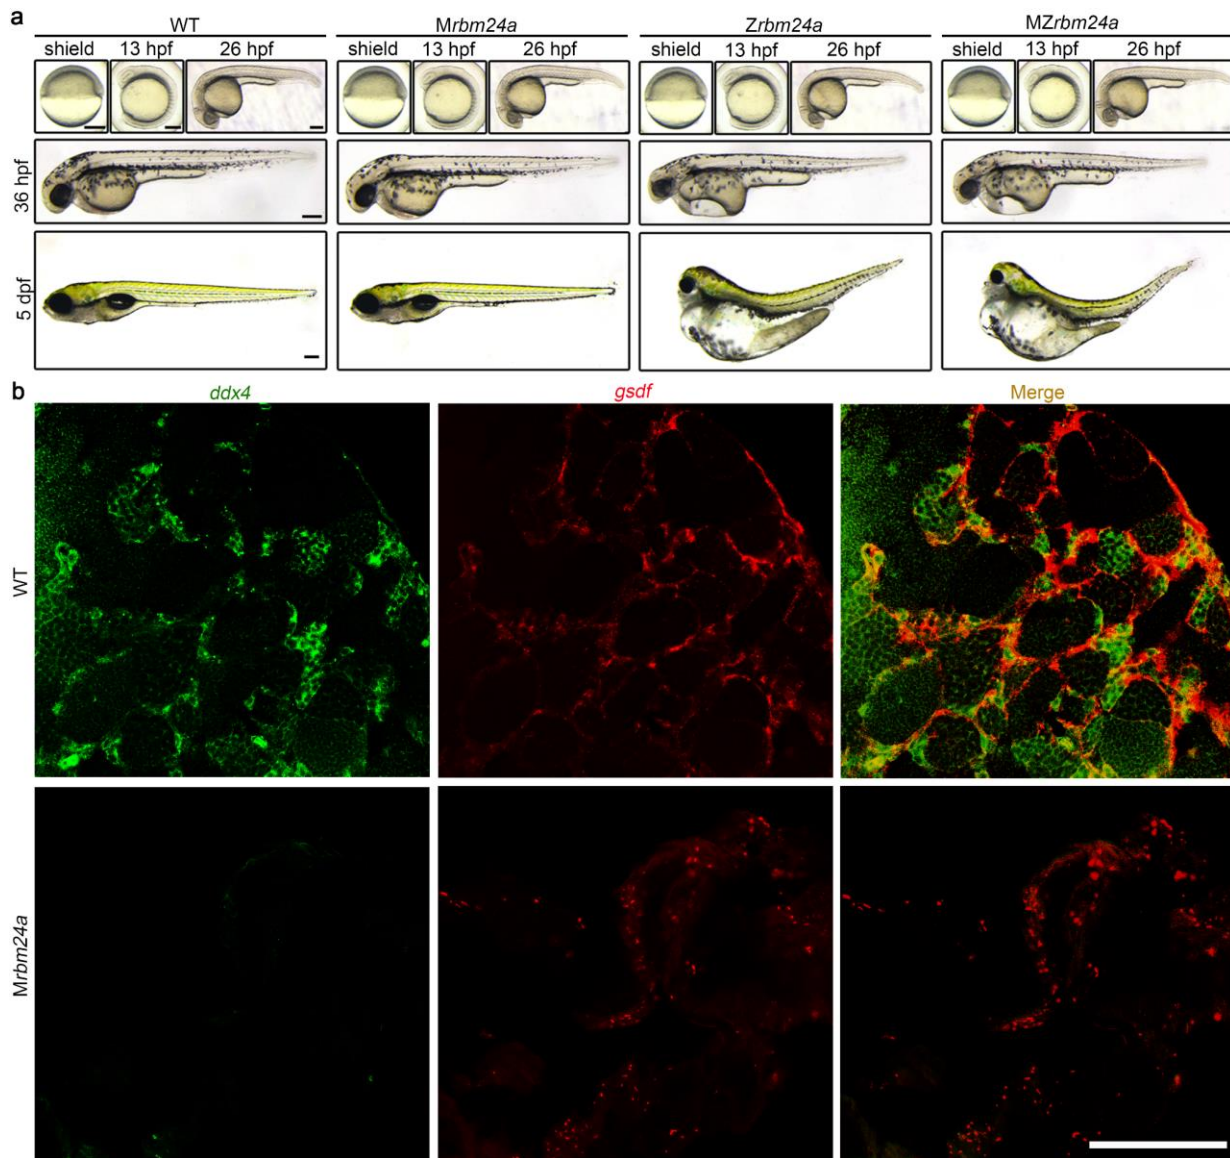

**Appendix Figure S4. Phenotyping different *rbm24a* mutants.**

(a) Characteristic phenotypes of *rbm24a* maternal mutant (*Mrbm24a*), zygotic mutant (*Zrbm24a*) and MZ mutant (*MZrbm24a*). Scale bars, 200  $\mu$ m. (b) *Mrbm24a* exhibits a specific germ cell loss in adult testis. Double color FISH was performed using *ddx4* probe to label developing germ cells and a *gsdf* probe to label somatic cells. Scale bar, 100  $\mu$ m. Source data are available online for this figure.

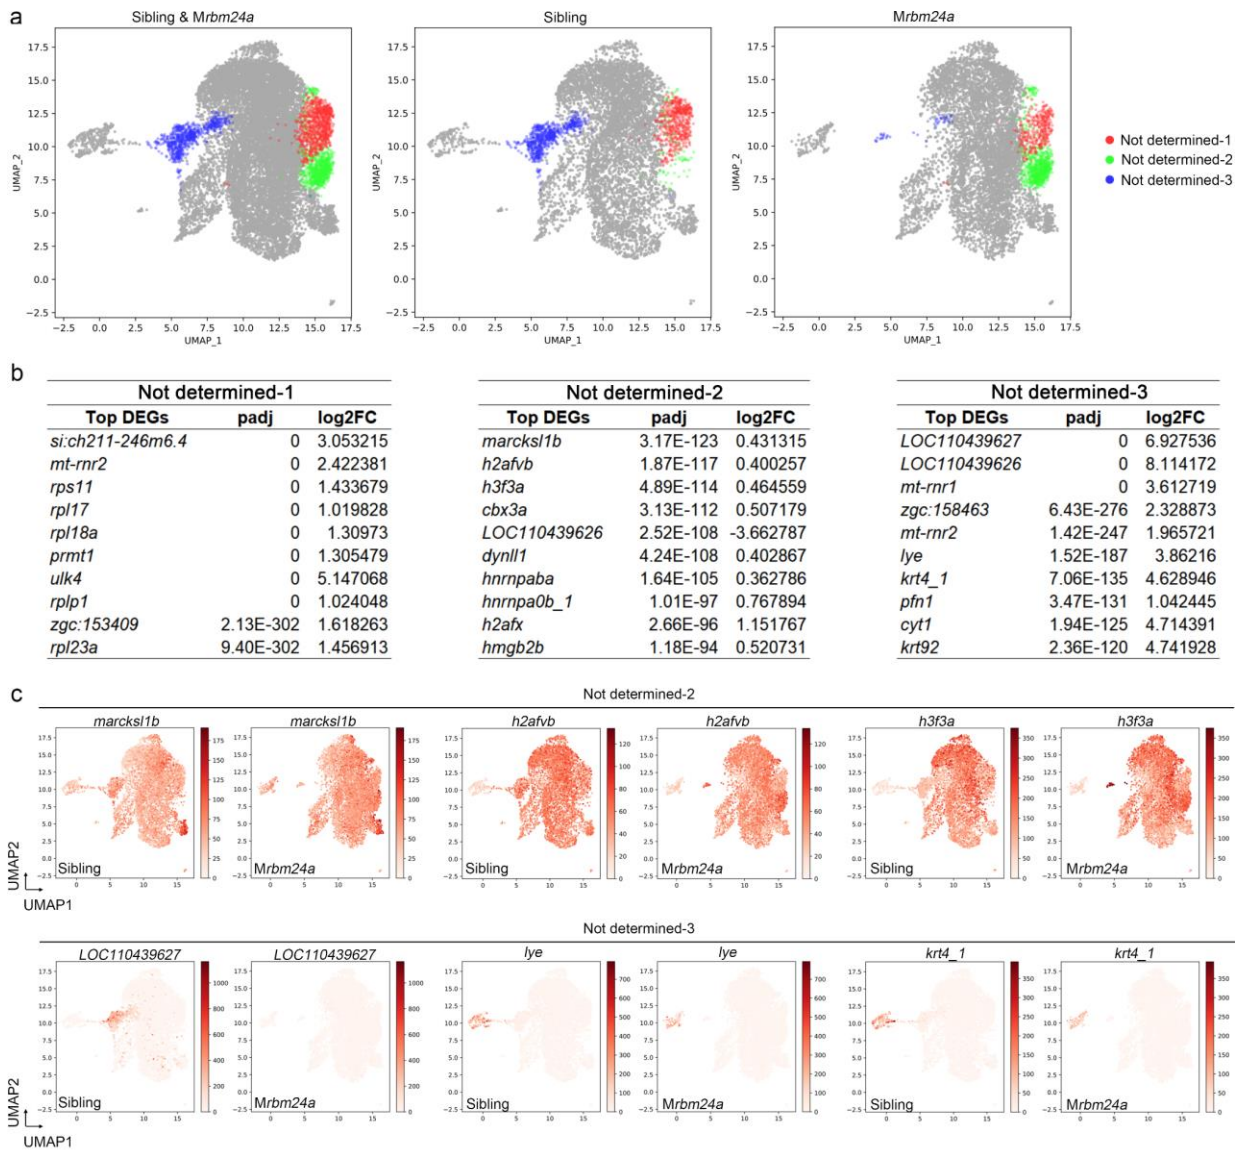

**Appendix Figure S5. Characterization of three undetermined cell clusters in *Mrbm24a* embryos at 6 hpf.**

(a) Clustering map of scRNA-seq showing a decrease of “not determined-3” and an increase of “not determined-2” in *Mrbm24a* embryos. (b) Top DEGs of “not determined-1, 2 and 3”. (c) UMAP map showing the expression of selected top DEGs in “not determined-2 and 3”. Source data are available online for this figure.

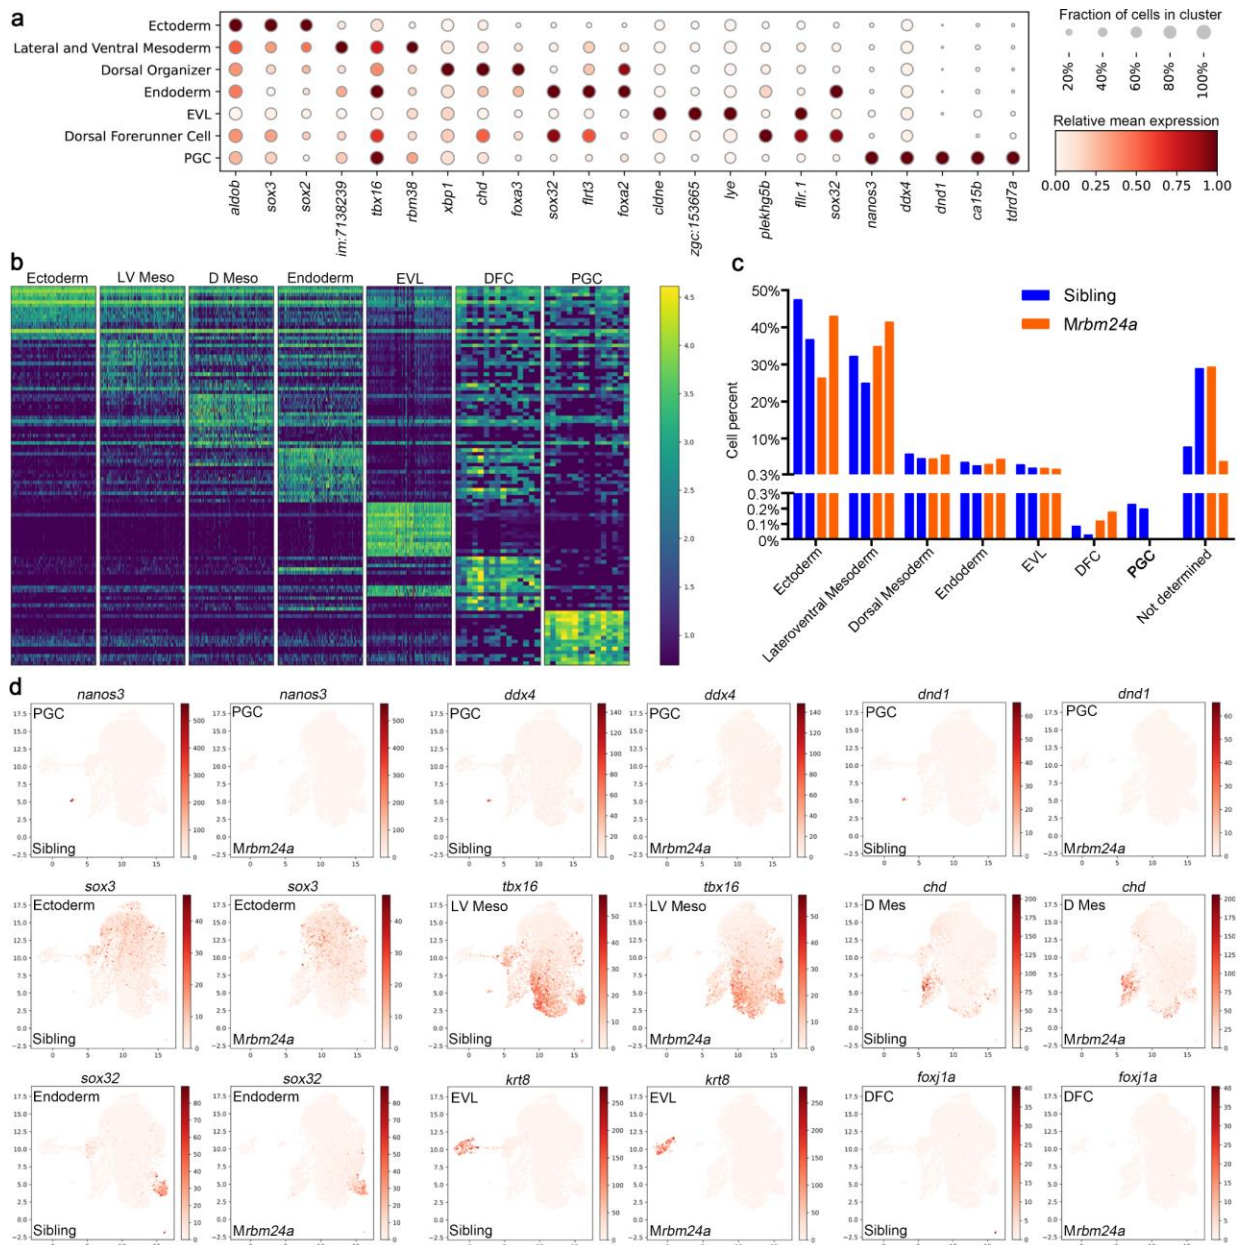

**Appendix Figure S6. scRNA-seq analysis of gene expression in sibling embryos and *Mrbm24a* mutants at 6 hpf.**

(a) Bubble plot showing the expression of marker genes in different clusters of cells. (b) Heat map showing the top 15 genes expressed in each cluster. (c) Percentage of cells in each cluster from sibling and *Mrbm24a* embryos. (d) UMAP map showing marker gene expression. Source data are available online for this figure.

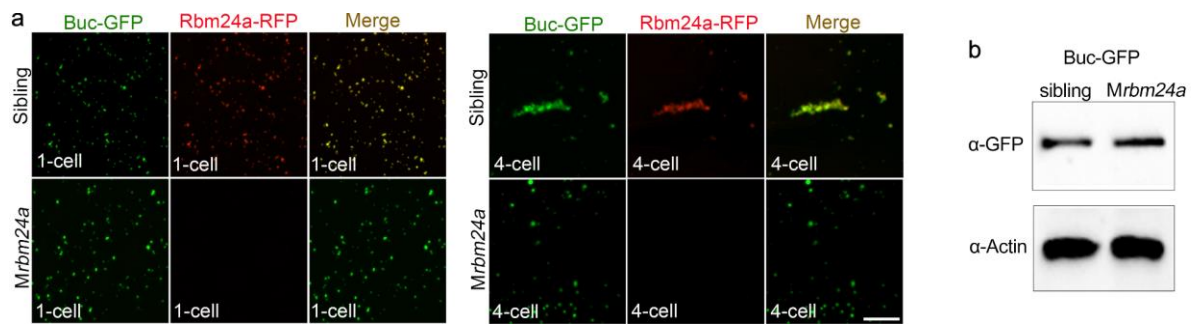

**Appendix Figure S7. Expression of transgenic Buc-GFP in *Mrbm24a* embryos.**

(a) Distribution of Buc-GFP in sibling and *Mrbm24a* embryos at 1-cell and 4-cell stages. Scale bar, 25  $\mu$ m. (b) Western blot showing comparable expression of transgenic Buc-GFP in sibling and *Mrbm24a* embryos. Source data are available online for this figure.

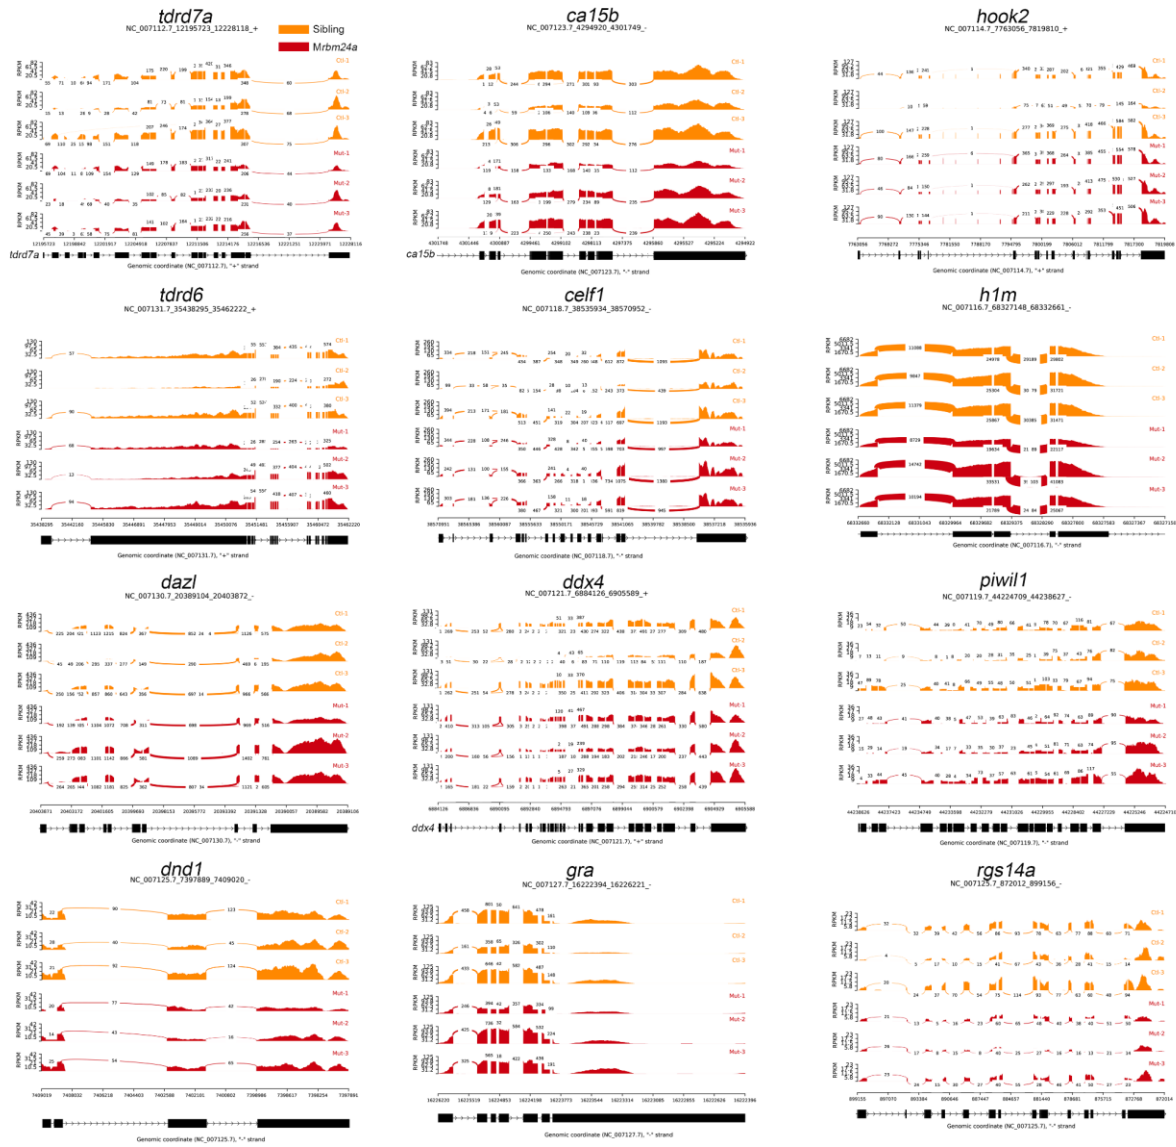

**Appendix Figure S8. Mapping RNA-seq reads of germ plasm mRNAs at 4-cell stage.**

No discernible splicing difference between siblings and *Mrbm24a* embryos is observed for all germ plasm mRNAs. *nanos3* is absent from this analysis because it has only a single exon. Source data are available online for this figure.

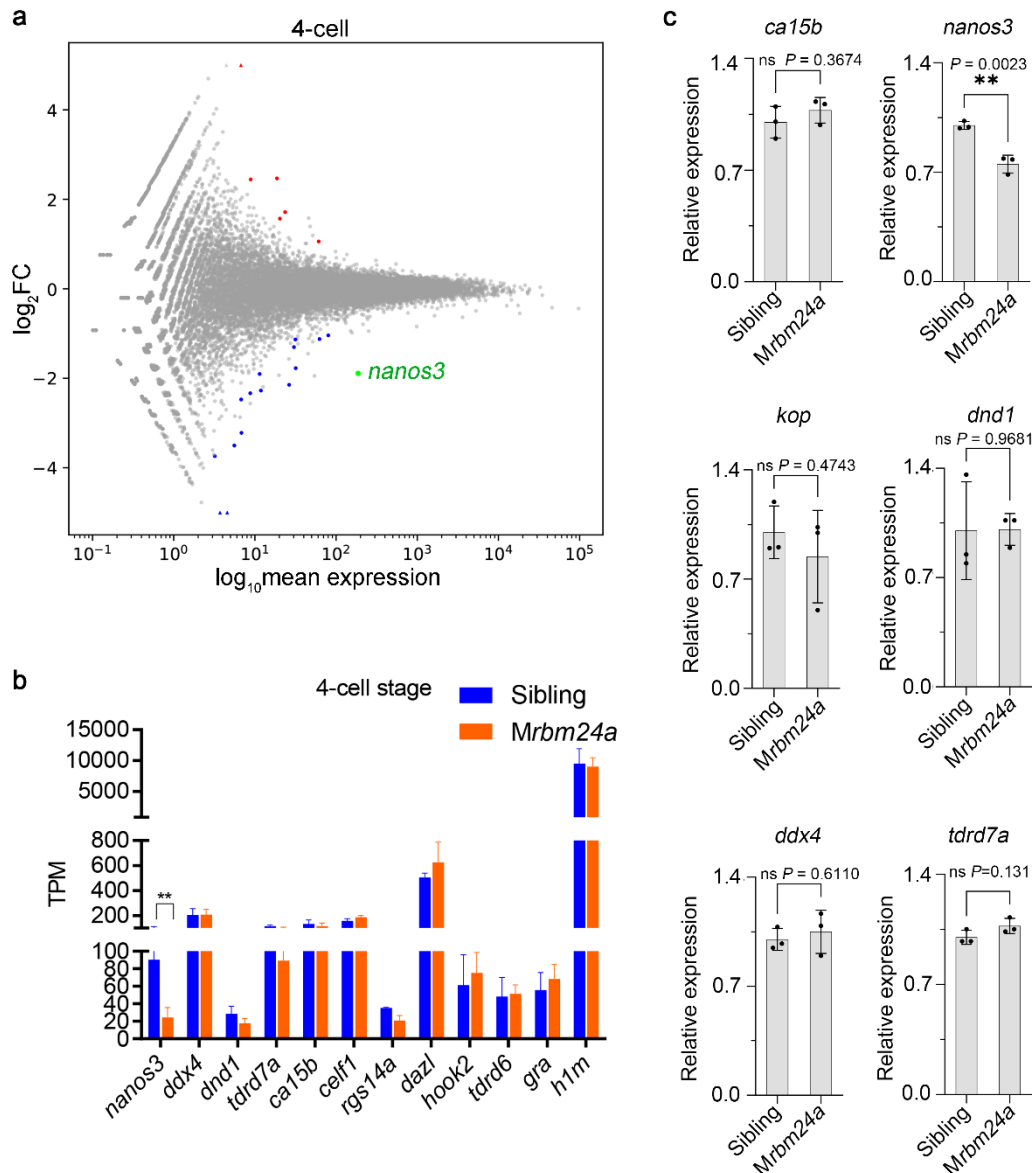

**Appendix Figure S9. Expression of germ plasm mRNAs analyzed by RNA-seq and qRT-PCR.**

(a) MA plot of RNA-seq showing an essentially similar transcriptome of sibling and *Mrbm24a* embryos at the 4-cell stage. Among the germ plasm mRNAs, only *nanos3* is down-regulated. (b) Histogram showing the expression of twelve germ plasm transcripts in siblings and *Mrbm24a* embryos ( $n = 3$  independent biological samples). (c) qRT-PCR results showing a significant reduction in *nanos3* level in *Mrbm24a*, but other germ plasm mRNAs are expressed normally ( $n = 3$  independent biological samples). Data are presented as mean  $\pm$  SD. \*\*  $P < 0.01$ , ns  $P > 0.05$ , unpaired Student's  $t$  test. Source data are available online for this figure.

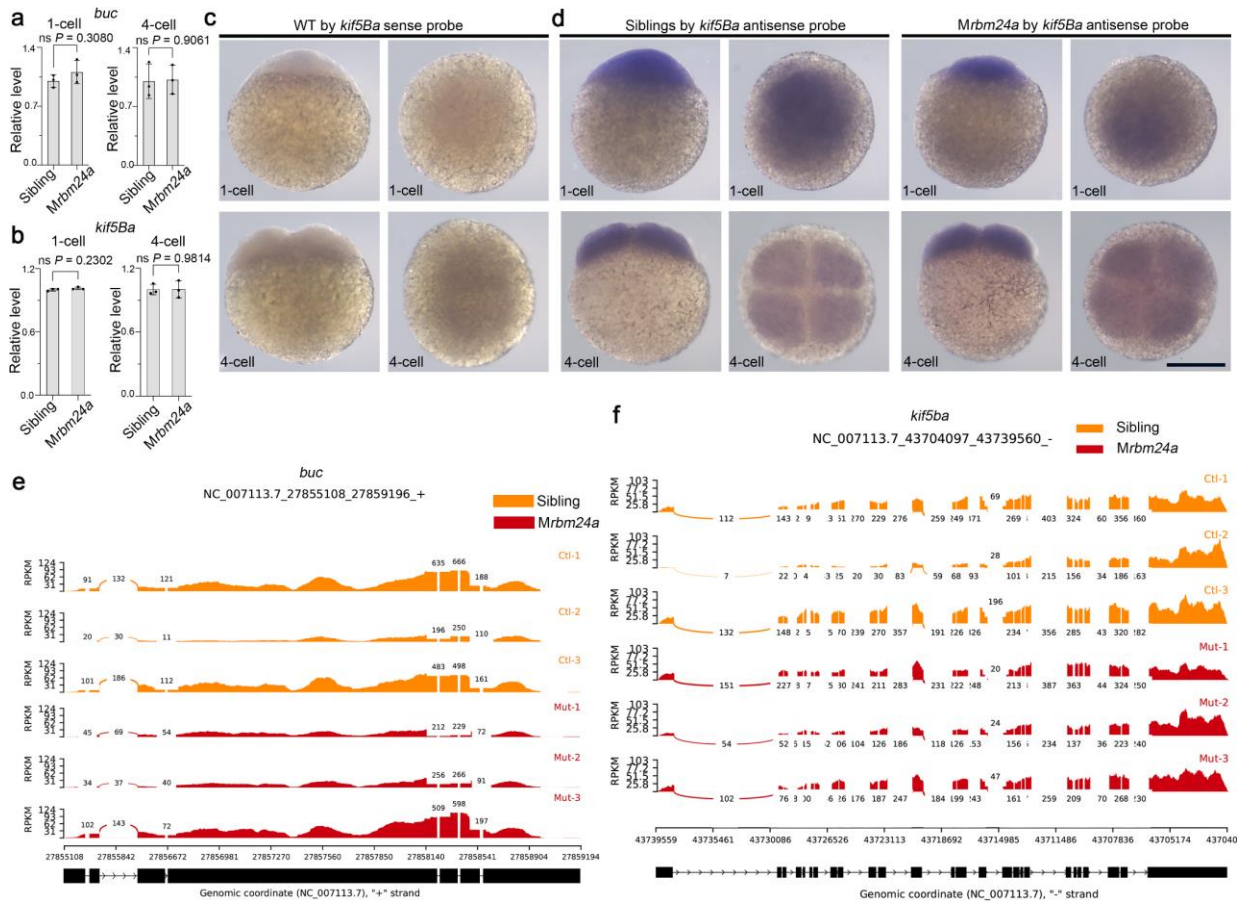

#### Appendix Figure S10. Expression and splicing of *buc* and *kif5Ba* are unaffected upon *rbm24a* mutation.

(a) qRT-PCR analysis shows comparable levels of *buc* transcripts between siblings and *Mrbm24a* embryos at both 1-cell and 4-cell stages ( $n = 3$  independent biological samples). Data are presented as mean  $\pm$  SD. ns  $P > 0.05$ , unpaired Student's  $t$ -test. (b) Similar expression levels of *kif5Ba* between siblings and *Mrbm24a* embryos ( $n = 3$  independent biological samples). Data are presented as mean  $\pm$  SD. ns  $P > 0.05$ , unpaired Student's  $t$ -test. (c) No signal is detected by in situ hybridization using a sense probe for *kif5Ba*. (d) *kif5Ba* exhibits a wide-spread expression with no difference between siblings and *Mrbm24a* embryos. Scale bar, 200  $\mu$ m for c and d. (e) Mapping of RNA-seq reads for *buc* and *kif5Ba* shows no change in splicing. Source data are available online for this figure.

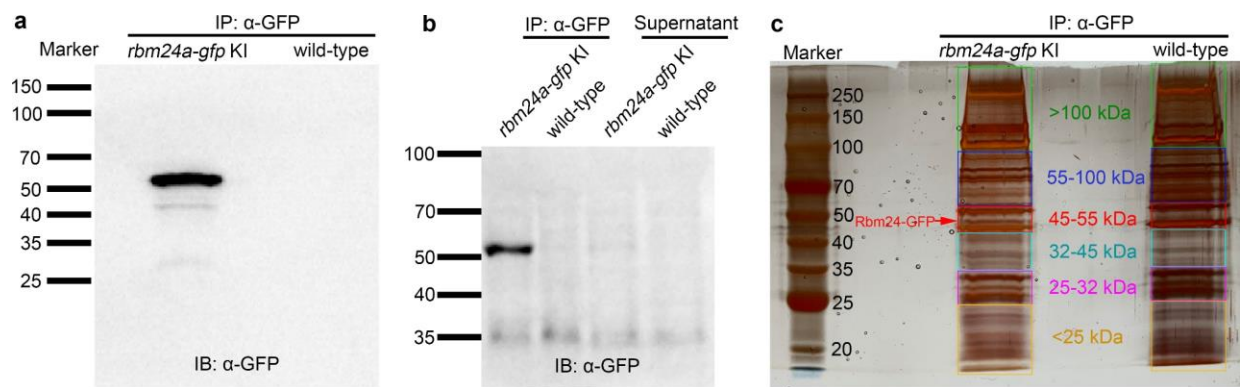

**Appendix Figure S11. Quality control and fragmentation of samples for IP/MS analysis.**

(a) Western blot showing the specific precipitation of maternal Rbm24a-GFP. (b) Highly efficient IP procedure as assayed by western blot analysis of the IP sample and the supernatant. (c) Protein samples were cut from the gel after silver staining and subjected individually to MS analysis. Source data are available online for this figure.

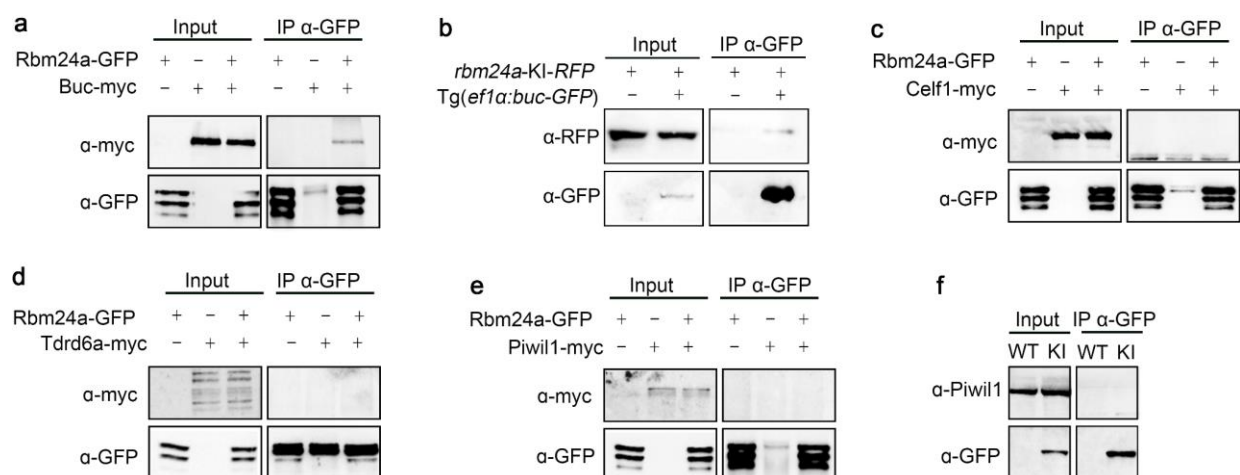

**Appendix Figure S12. Rbm24a binds to Buc but not to other germ plasm proteins.**

(a) Co-IP analysis of the interactions between overexpressed Rbm24a-GFP and myc-tagged Buc proteins. (b) Co-IP analysis showing the interaction between endogenous Rbm24a-RFP and transgenic Buc-GFP. (c-e) Co-IP analysis showing the absence of interaction between overexpressed Rbm24a-GFP and different myc-tagged germ plasm proteins. (f) No interaction is detected between endogenous Piwi1 and Rbm24a-GFP. Source data are available online for this figure.

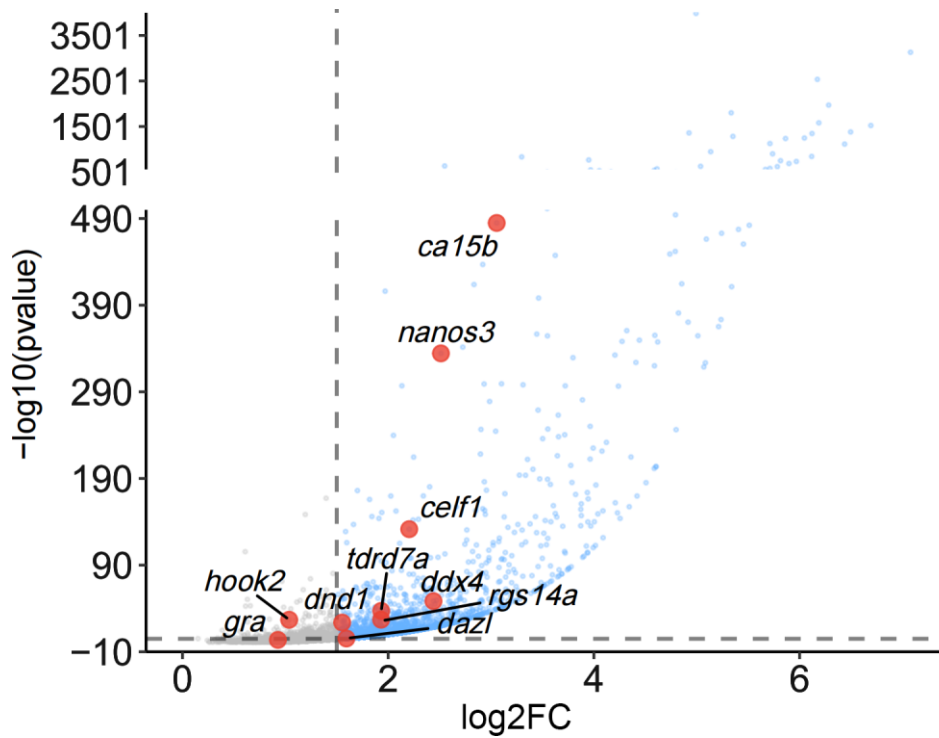

**Appendix Figure S13. RIP-seq analysis of Rbm24a-binding transcripts using IgG as a negative control.**

The volcano plot illustrates mRNA enrichment by Rbm24a-GFP in knock-in embryos at the 4-cell stage, using IgG as a control. Genes with a  $\log_2\text{FC} > 1.5$  and a  $P\text{-value} < 0.00001$  are considered as statistically significant enrichment. Germ plasm transcripts are highlighted in red dots. Source data are available online for this figure.

**Appendix Table S1. Primers and DNA sequences used in this study.**

| primers and DNA sequences | Usage                                           | Name                   | Sequence 5'-3'                                           | note |
|---------------------------|-------------------------------------------------|------------------------|----------------------------------------------------------|------|
|                           | <b>For generating sgRNA for knock in</b>        | <i>rbm24a</i> -sgRNA65 | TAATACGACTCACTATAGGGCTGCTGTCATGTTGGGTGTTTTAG<br>AGCTAGAA |      |
|                           | <b>Primers for sgRNA synthesis</b>              | <i>rbm24a</i> Target_1 | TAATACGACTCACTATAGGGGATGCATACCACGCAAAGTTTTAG<br>AGCTAGAA |      |
|                           |                                                 | <i>rbm24a</i> Target_2 | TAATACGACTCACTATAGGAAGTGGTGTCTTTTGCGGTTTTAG<br>AGCTAGAA  |      |
|                           |                                                 | <i>rbm24a</i> Target_3 | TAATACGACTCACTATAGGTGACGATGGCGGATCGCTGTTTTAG<br>AGCTAGAA |      |
|                           |                                                 | <i>rbm24a</i> Target_4 | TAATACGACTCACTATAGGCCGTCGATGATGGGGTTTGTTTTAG<br>AGCTAGAA |      |
|                           |                                                 | <i>bmp2b</i> -Target   | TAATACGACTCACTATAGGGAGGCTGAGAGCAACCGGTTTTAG<br>AGCTAGAA  |      |
|                           |                                                 | <i>buc</i> -sgRNA59    | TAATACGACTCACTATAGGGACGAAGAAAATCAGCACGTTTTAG<br>AGCTAGAA |      |
|                           |                                                 | <i>buc</i> -sgRNA61a   | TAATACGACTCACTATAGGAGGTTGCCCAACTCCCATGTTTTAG<br>AGCTAGAA |      |
|                           |                                                 | <i>buc</i> -sgRNA61b   | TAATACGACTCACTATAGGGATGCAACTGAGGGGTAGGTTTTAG<br>AGCTAGAA |      |
|                           |                                                 | <i>buc</i> -sgRNA67    | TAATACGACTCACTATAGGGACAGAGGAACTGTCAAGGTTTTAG<br>AGCTAGAA |      |
|                           | <b>Primers for genotyping CRISPs or KI line</b> | <i>rbm24a</i> -sg65-F  | CTGCAAACCAGACTTTTGAC                                     |      |
|                           |                                                 | <i>rbm24a</i> -R       | CGTGTGGAGTTGACAAATGAG                                    |      |
|                           |                                                 | M13-F                  | GTAAAACGACGGCCAGT                                        |      |
|                           |                                                 | <i>rbm24a</i> -sg65-R  | CAAATGCTATGGAAGTCAACGG                                   |      |
|                           |                                                 | <i>rbm24a</i> 1&2-F    | GAGGAGCTCGACCCACCTGAT                                    |      |
|                           |                                                 | <i>rbm24a</i> 1&2 -R   | GTTTACACAACCTCCACAAGAGG                                  |      |
|                           |                                                 | <i>rbm24a</i> 3&4-F    | GCTTGTACATGTAGGTCAACA                                    |      |
|                           |                                                 | <i>rbm24a</i> 3&4-R    | CGTTATTTGAGATGCCTGACTG                                   |      |
|                           |                                                 | <i>bmp2b</i> -target-F | AGTTCTCGGAGATGCCAGTA                                     |      |
|                           |                                                 | <i>bmp2b</i> -target-R | GCTTTTCTCGGTTCGAATGC                                     |      |
|                           |                                                 | <i>buc</i> -sg59-F     | GTTAGTCACTTCTGCTGTCTG                                    |      |

|  |                                        |                         |                                           |                |
|--|----------------------------------------|-------------------------|-------------------------------------------|----------------|
|  |                                        | <i>buc</i> -sg59-R      | CCCAGGTTACCCAAACCATG                      |                |
|  |                                        | <i>buc</i> -sg61-F      | CCTCATCTACCCTTGCTTGA                      |                |
|  |                                        | <i>buc</i> -sg61-R      | CCCTTGTCACCTGCCTAGTTC                     |                |
|  |                                        | <i>buc</i> -sg65-F      | TGGGATGCATCGGGAAACTG                      |                |
|  |                                        | <i>buc</i> -sg65-R      | CTGCAGCAGCATCCGCAGAT                      |                |
|  | Primers to amplify fragments of probes | <i>nanos3</i> -F        | GCCTTGGAAAGGACTACATGG                     |                |
|  |                                        | <i>nanos3</i> -R        | CGCACACATGCATGCAAACCTCGC                  |                |
|  |                                        | <i>kop</i> -F           | GTGCACATCTCTGACAAGAC                      |                |
|  |                                        | <i>kop</i> -R           | CATCACACCATTCTGTTCGGTC                    |                |
|  |                                        | <i>cal5b</i> -F         | ACGGCACTCAACAGTCTCCAAT                    |                |
|  |                                        | <i>cal5b</i> -R         | TGAAGACGGTCCAGATCACA                      |                |
|  |                                        | <i>vasa</i> -F          | CTGGCCTCACACCTGTTATA                      |                |
|  |                                        | <i>vasa</i> -R          | CCTACAAACAGTCACAATC                       |                |
|  |                                        | <i>tdrd7a</i> -F        | GATGAGTGACGTGGAGTTGGTTA                   |                |
|  |                                        | <i>tdrd7a</i> -R        | TGGCTGTATTTATTGAGCAGCTG                   |                |
|  |                                        | <i>dnd1</i> -F          | ACTCCCCAGGAAGACAGCTG                      |                |
|  |                                        | <i>dnd1</i> -R          | CAACAGGTGTTTATTAACAGTGC                   |                |
|  |                                        | kif5Ba.F1               | ccaacagacatgtagctgtg                      |                |
|  |                                        | kif5Ba.F2               | ccaggagtcacagtatcttc                      |                |
|  |                                        | kif5Ba.R                | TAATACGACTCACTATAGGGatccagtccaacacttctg   |                |
|  |                                        | gsdf.F1                 | ATCGTGCCGTTTCGTCTACATG                    |                |
|  |                                        | gsdf.F2                 | TCTGGTTCTGTCTACGGTGAG                     |                |
|  |                                        | gsdf.R                  | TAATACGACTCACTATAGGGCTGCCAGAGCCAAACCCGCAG |                |
|  |                                        | Sense probe-kif5Ba.F1   | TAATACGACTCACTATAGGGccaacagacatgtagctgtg  |                |
|  |                                        | Sense probe-kif5Ba.R    | atccagtccaacacttctg                       |                |
|  | qPCR primers                           | QN- <i>nanos3</i> -F    | ATGGCTTTTTCTCTTCTCCA                      | Nested PCR 1st |
|  |                                        | QN- <i>nanos3</i> -R    | TGTTCTGCTCCGGTGAGTCG                      |                |
|  |                                        | Q- <i>dazl</i> -F       | TTCTCGGTCAGTGTCATCTC                      | Tm=62 °C       |
|  |                                        | Q- <i>dazl</i> -R       | TTTGCTCTCCACACCACTGT                      |                |
|  |                                        | Q- <i>vasa</i> -F       | TGAGGAAGCAGGACTTTGTGAC                    |                |
|  |                                        | Q- <i>vasa</i> -R       | GTAGGATAGGCAGCAGGAAG                      |                |
|  |                                        | Q- <i>dnd</i> -F        | AGGAGCTTCAGCAGATTCTG                      |                |
|  |                                        | Q- <i>dnd</i> -R        | GTTCGGGATCTGACTGATGA                      |                |
|  |                                        | Q- <i>nanos3</i> -F     | GGAGACTAGAAACCAGGACT                      |                |
|  |                                        | Q- <i>nanos3</i> -R     | TGTTCTGCTCCGGTGAGTCG                      |                |
|  |                                        | Q- <i>luciferase</i> -F | TCGGTTGGCAGAAGCTATGA                      |                |

|  |                                                     |                                        |                                                       |                                                  |
|--|-----------------------------------------------------|----------------------------------------|-------------------------------------------------------|--------------------------------------------------|
|  |                                                     | <i>Q-luciferase</i><br>-R              | ACGAACGTGTACATCGACTG                                  |                                                  |
|  |                                                     | Q-kif5Ba-F                             | gactttgcacaacctcaggaaa                                |                                                  |
|  |                                                     | Q-kif5Ba-R                             | gcagacgcttctccagtttagg                                |                                                  |
|  |                                                     | Q-buc.F                                | caagttactggacctcaggatc                                |                                                  |
|  |                                                     | Q-buc.R                                | ggcagtaggtaaattcggtctc                                |                                                  |
|  |                                                     | Q-<br>TMrbm.F1                         | GCACTTGAGCGTTTCGTGAG                                  |                                                  |
|  |                                                     | Q-<br>TMrbm.R1                         | CCGAGATAAGCCAGGTTAAC                                  |                                                  |
|  | <b>primers for<br/>construction<br/>of plasmids</b> | <i>rbm24a</i> left<br>arm-F            | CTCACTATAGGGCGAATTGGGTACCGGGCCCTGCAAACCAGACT<br>TTTGC | <i>rbm24a</i> -<br>GFP KI                        |
|  |                                                     | <i>rbm24a</i> left<br>arm-R1704        | GCCCTTGCTCACCATTTCATGCGTTCGGC                         |                                                  |
|  |                                                     | EGFP-F                                 | GCCGAACGCATGCAAATGGTGAGCAAGGGC                        |                                                  |
|  |                                                     | EGFP-R720                              | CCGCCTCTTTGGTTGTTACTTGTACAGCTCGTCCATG                 |                                                  |
|  |                                                     | <i>rbm24a</i> -<br>Right arm-F         | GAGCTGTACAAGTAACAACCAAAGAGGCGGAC                      |                                                  |
|  |                                                     | <i>rbm24a</i> -<br>Right arm-<br>R2274 | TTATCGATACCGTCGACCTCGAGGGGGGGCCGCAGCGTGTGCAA<br>TGA   | <i>rbm24a</i> -<br>RFP<br>KI <sup>zpc:cas9</sup> |
|  |                                                     | <i>zpc-zcas9</i> -F                    | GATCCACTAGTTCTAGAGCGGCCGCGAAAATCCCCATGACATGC          |                                                  |
|  |                                                     | <i>zpc-zcas9</i> -<br>R5003            | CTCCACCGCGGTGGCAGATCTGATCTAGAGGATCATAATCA             | pGGDest<br>EB-<br><i>rbm24a</i> -<br>4sgRNA      |
|  |                                                     | <i>rbm24a</i><br>sg1-F                 | TTCGGGGATGCATACCACGCAAA                               |                                                  |
|  |                                                     | <i>rbm24a</i><br>sg1-R                 | AAACTTTGCGTGGTATGCATCCC                               |                                                  |
|  |                                                     | <i>rbm24a</i><br>sg2-F                 | TTCGGAAGTGGTGTCTTTTTCG                                |                                                  |
|  |                                                     | <i>rbm24a</i><br>sg2-R                 | AAACCGCAAAAGGACACCACTTC                               |                                                  |
|  |                                                     | <i>rbm24a</i><br>sg3-F                 | TTCGGTGACGATGGCGGATCGCT                               |                                                  |
|  |                                                     | <i>rbm24a</i><br>sg3-R                 | AAACAGCGATCCGCCATCGTCAC                               |                                                  |
|  |                                                     | <i>rbm24a</i><br>sg4-F                 | TTCGGCCGTCGATGATGGGGTTT                               |                                                  |
|  |                                                     | <i>rbm24a</i><br>sg4-R                 | AAACAAACCCCATCATCGACGGC                               |                                                  |
|  |                                                     | BFP-F                                  | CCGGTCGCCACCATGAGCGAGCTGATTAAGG                       |                                                  |
|  |                                                     | BFP-R                                  | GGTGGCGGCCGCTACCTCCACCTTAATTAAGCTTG                   |                                                  |
|  |                                                     | Vector-F                               | TAATTAAGGTGGAGGTAGCGGCCGCCAC                          |                                                  |

|                           |                                                                            |                                    |
|---------------------------|----------------------------------------------------------------------------|------------------------------------|
| Vector-R                  | TCAGCTCGCTCATGGTGGCGACCGGTG                                                |                                    |
| pCS2- <i>buc</i> -F       | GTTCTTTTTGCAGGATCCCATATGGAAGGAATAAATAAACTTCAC                              | pCS2- <i>buc</i> -GFP              |
| pCS3- <i>buc</i> -R       | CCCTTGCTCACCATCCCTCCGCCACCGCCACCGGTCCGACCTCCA<br>CCGTATCTTGTGCCTCTTTTCTTCA |                                    |
| Bg:GFP-F                  | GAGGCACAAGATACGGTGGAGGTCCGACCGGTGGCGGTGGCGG<br>AGGGATGGTGAGCAAGGGCGAG      |                                    |
| Bg:GFP-R                  | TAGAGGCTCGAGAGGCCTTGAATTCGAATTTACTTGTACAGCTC<br>GTCCAT                     |                                    |
| pCS2- <i>rbm24a</i> -F    | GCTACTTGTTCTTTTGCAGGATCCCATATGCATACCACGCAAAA<br>GG                         | pCS2- <i>rbm24a</i> -GFP           |
| pCS2- <i>rbm24a</i> -R690 | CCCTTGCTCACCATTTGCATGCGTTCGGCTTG                                           |                                    |
| pCS2-GFP-F                | CCGAACGCATGCAAATGGTGAGCAAGGGC                                              |                                    |
| pCS2-GFP-R720             | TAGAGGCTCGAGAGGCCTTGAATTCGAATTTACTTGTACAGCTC<br>GTCCAT                     |                                    |
| <i>buc</i> -F             | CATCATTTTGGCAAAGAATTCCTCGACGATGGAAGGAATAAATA<br>AACTTCACA                  | pT2AL20<br>OR150G- <i>buc</i> -GFP |
| <i>buc</i> -R2.7K         | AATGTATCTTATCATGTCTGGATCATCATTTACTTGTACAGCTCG<br>TCC                       |                                    |
| pCS2- <i>buc</i> -F       | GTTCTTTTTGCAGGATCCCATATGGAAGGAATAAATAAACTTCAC                              | pCS2- <i>buc</i> -myc              |
| pCS2- <i>buc</i> -R       | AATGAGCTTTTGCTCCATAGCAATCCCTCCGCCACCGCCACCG                                |                                    |
| pCS2- <i>celf1</i> -F     | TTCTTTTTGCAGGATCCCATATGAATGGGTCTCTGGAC                                     | pCS2- <i>celf1</i> -myc            |
| pCS2- <i>celf1</i> -R     | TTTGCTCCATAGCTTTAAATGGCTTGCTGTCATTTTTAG                                    |                                    |
| pCS2- <i>tdrd6</i> -F     | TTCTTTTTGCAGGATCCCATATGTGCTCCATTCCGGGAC                                    | pCS2- <i>tdrd6</i> -myc            |
| pCS2- <i>tdrd6</i> -R     | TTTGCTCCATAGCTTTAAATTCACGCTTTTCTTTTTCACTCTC                                |                                    |
| pCS2- <i>piwil1</i> -F    | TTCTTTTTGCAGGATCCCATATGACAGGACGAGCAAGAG                                    | pCS2- <i>piwil1</i> -myc           |
| pCS2- <i>piwil1</i> -R    | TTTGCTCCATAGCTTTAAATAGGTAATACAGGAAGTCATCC                                  |                                    |
| pCS2- <i>bucΔ1</i> -F     | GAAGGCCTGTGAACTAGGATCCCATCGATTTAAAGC                                       | pCS2- <i>bucΔ1</i> -myc            |
| pCS2- <i>bucΔ1</i> -R     | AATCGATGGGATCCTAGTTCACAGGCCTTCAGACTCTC                                     |                                    |

|  |                                   |                                                                        |                                             |
|--|-----------------------------------|------------------------------------------------------------------------|---------------------------------------------|
|  | pCS2-<br><i>bucA2</i> -F          | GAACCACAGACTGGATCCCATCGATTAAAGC                                        | pCS2-<br><i>bucA2</i> -<br>myc              |
|  | pCS2-<br><i>bucA2</i> -R          | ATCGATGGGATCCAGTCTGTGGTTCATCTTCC                                       |                                             |
|  | pCS2-<br><i>bucA3</i> -F          | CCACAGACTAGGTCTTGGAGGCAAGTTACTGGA                                      | pCS2-<br><i>bucA3</i> -<br>myc              |
|  | pCS2-<br><i>bucA3</i> -R          | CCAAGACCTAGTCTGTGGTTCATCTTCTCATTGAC                                    |                                             |
|  | pCS2-<br><i>bucA4</i> -F          | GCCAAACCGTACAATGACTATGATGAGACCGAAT                                     | pCS2-<br><i>bucA4</i> -<br>myc              |
|  | pCS2-<br><i>bucA4</i> -R          | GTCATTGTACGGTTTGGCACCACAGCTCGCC                                        |                                             |
|  | <i>nanos</i> 3utr-<br>F           | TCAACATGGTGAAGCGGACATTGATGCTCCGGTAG                                    | pCS2-<br><i>nanos3</i>                      |
|  | <i>nanos3</i><br>3utr-R           | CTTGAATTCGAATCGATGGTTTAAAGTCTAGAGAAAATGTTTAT<br>ATTTTCCTCACATTTTCACTCC |                                             |
|  | <i>nanos3</i><br>CDS-F            | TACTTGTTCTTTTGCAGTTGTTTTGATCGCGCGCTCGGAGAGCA<br>AC                     |                                             |
|  | <i>nanos3</i><br>CDS-R            | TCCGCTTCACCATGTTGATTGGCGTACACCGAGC                                     |                                             |
|  | pCS2-RFP-<br>F                    | GCATGCAAATGGCCTCCTCCGAGGACGTC                                          | pCS2-<br><i>rbm24a</i> -<br>RFP             |
|  | pCS2-RFP-<br>R                    | AATTCGAATTTAGGCGCCGGTGGAGTGGCG                                         |                                             |
|  | pCS2-<br>RVector-F                | GGCGCCTAAATTCGAATTCAAGGCCTCTCG                                         |                                             |
|  | pCS2-<br>RVector-R                | GAGGCCATTTGCATGCGTTCGGCTTGCA                                           |                                             |
|  | PIC9K-<br><i>rbm24</i> -<br>BFP.F | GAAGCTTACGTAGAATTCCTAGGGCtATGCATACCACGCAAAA<br>Gg                      | pPIC9K-<br><i>rbm24a</i> -<br>BFP-<br>6xHis |
|  | PIC9K-<br><i>rbm24</i> -<br>BFP.R | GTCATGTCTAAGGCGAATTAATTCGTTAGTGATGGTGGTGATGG<br>TGATTAAGCTTGTCGCCAG    |                                             |
|  | PIC9K-Buc-<br>GFP.F               | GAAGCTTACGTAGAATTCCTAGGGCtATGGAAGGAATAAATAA<br>CACTTAC                 | pPIC9K-<br><i>buc</i> -GFP-<br>6xHis        |
|  | PIC9K-Buc-<br>GFP.R               | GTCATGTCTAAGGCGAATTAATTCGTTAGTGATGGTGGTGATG<br>GTGCTTGACAGCTCGTCCATG   |                                             |
|  | HTABGH-<br>Buc-GFP.F              | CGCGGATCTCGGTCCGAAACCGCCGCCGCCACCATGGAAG                               | pFastBac-<br>HTA2-<br>buc-GFP-<br>6xHis     |
|  | HTABGH-<br>Buc-GFP.R              | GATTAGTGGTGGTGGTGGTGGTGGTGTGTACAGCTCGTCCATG                            |                                             |

|  |                       |                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |                                |
|--|-----------------------|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------|
|  |                       | HTABGH-Vector.F           | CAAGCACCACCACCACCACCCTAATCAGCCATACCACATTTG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   | pFastBac-HTA2-rbm24a-BFP-6xhis |
|  |                       | HTABGH-Vector.R           | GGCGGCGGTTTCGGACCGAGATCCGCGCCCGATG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |                                |
|  |                       | HTARBH:RBH.F              | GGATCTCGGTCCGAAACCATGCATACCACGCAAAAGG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |                                |
|  |                       | HTARBH:RBH.R1.4K          | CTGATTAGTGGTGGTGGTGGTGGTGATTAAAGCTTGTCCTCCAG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |                                |
|  |                       | HTARBH:VEC.F              | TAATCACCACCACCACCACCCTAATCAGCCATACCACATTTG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |                                |
|  |                       | HTARBH:Vec.R4.7           | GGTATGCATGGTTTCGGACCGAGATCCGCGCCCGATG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |                                |
|  |                       | pETDuet1-Buc.F            | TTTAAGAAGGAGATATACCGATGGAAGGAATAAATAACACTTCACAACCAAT                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         | pETDuet1-buc-RFP-6xHis         |
|  |                       | pETDuet1-Buc.R            | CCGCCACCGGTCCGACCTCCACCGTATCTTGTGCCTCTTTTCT                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |                                |
|  |                       | pETDuet1-RFP.F            | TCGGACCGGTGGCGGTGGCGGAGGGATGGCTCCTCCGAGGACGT                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |                                |
|  |                       | pETDuet1-RFP.R            | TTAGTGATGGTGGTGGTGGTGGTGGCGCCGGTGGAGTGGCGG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |                                |
|  | <i>zGrad</i> sequence | <i>zGrad</i> DNA sequence | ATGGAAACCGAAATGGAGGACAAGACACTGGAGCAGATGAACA<br>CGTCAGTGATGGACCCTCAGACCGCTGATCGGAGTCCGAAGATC<br>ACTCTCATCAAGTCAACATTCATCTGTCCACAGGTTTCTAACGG<br>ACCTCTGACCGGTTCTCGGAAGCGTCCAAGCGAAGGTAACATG<br>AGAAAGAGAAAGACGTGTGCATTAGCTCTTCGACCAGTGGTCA<br>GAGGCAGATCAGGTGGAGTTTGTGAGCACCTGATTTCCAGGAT<br>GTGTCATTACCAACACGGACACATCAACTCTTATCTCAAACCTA<br>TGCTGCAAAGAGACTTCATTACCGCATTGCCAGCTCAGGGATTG<br>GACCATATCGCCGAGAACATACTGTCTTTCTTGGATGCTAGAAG<br>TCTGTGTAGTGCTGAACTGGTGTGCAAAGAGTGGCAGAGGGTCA<br>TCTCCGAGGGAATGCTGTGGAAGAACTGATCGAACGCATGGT<br>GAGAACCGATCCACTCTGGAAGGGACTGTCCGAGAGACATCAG<br>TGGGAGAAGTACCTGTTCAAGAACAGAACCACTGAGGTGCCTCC<br>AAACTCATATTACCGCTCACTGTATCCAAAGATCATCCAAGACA<br>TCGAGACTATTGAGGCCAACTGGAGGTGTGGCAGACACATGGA<br>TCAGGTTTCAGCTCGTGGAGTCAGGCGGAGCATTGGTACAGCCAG<br>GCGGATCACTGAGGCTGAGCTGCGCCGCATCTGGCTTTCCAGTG<br>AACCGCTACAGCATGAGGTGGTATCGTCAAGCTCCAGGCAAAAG<br>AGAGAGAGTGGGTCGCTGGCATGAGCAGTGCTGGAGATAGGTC<br>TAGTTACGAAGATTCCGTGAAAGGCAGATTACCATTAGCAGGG<br>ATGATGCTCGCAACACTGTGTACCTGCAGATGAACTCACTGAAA<br>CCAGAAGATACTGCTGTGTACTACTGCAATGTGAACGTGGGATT<br>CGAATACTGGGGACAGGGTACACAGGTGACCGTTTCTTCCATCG<br>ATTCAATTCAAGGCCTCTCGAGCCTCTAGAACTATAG |                                |

**Appendix Table S2: Alternative splicing analysis of germ plasm-related mRNAs.**

| sibling vs <i>Mrbm24a</i> at 4-cell |                                                 |                                                 |                                                |                        |                 |
|-------------------------------------|-------------------------------------------------|-------------------------------------------------|------------------------------------------------|------------------------|-----------------|
| EventType                           | TotalEvents JC                                  | TotalEvents JCEC                                | SignificantEvents JC                           | SignificantEvents JCEC |                 |
| SE                                  | 7430                                            | 7466                                            | 214                                            | 220                    |                 |
| A5SS                                | 6624                                            | 6626                                            | 66                                             | 71                     |                 |
| A3SS                                | 8219                                            | 8222                                            | 147                                            | 145                    |                 |
| MXE                                 | 634                                             | 642                                             | 16                                             | 17                     |                 |
| RI                                  | 974                                             | 988                                             | 32                                             | 30                     |                 |
| JC                                  |                                                 |                                                 |                                                |                        |                 |
| gene_sym                            | SE                                              | A5SS                                            | A3SS                                           | MXE                    | RI              |
| <i>buc</i>                          | NA                                              | NA                                              | 1.00000 0.36102                                | NA                     | NA              |
| <i>nanos3</i>                       | NA                                              | NA                                              | NA                                             | NA                     | NA              |
| <i>tdrd7a</i>                       | NA                                              | NA                                              | NA                                             | NA                     | NA              |
| <i>ddx4</i>                         | 1.00000 1.00000 1.00000                         | 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 | 1.00000 1.00000 1.00000 1.00000 1.00000        | NA                     | 1               |
| <i>kif5ba</i>                       | NA                                              | 1                                               | 1                                              | NA                     | NA              |
| <i>dnd1</i>                         | NA                                              | NA                                              | NA                                             | NA                     | NA              |
| <i>ca15b</i>                        | 1.00000 1.00000 1.00000                         | 1                                               | 1.00000 1.00000 1.00000 1.00000 1.00000        | NA                     | 1               |
| <i>celf1</i>                        | 1.00000 0.22059                                 | 1.00000 1.00000 1.00000                         | 1.00000 1.00000 0.0102 1.00000 1.00000 1.00000 | NA                     | 0.013           |
| <i>rgs14a</i>                       | NA                                              | 1                                               | NA                                             | NA                     | NA              |
| <i>dazl</i>                         | 1.00000 1.00000 1.00000 1.00000 1.00000         | 1.00000 1.00000 1.00000                         | 1.00000 1.00000 1.00000                        | 1                      | NA              |
| <i>hook2</i>                        | 1                                               | 1.00000 1.00000 1.00000                         | 1.00000 1.00000                                | NA                     | NA              |
| <i>tdrd6</i>                        | 1.00000 1.00000 0.56102 1.00000 1.00000 1.00000 | 1.00000 1.00000 0.30090 1.00000 1.00000 1.00000 | 1.00000 0.83661 1.00000 1.00000                | 1.00000 1.00000        | 0.78001 1.00000 |
| <i>gra</i>                          | 1                                               | 1                                               | NA                                             | NA                     | NA              |

|            |                                                                 |                                                         |                                                                                 |    |                                   |
|------------|-----------------------------------------------------------------|---------------------------------------------------------|---------------------------------------------------------------------------------|----|-----------------------------------|
| <i>h1m</i> | 1.00000 1.00000 1.00000 1.00000 0.50870 0.10053 1.00000 1.00000 | 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 | 0.38262 0.33517 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 | NA | 1.00000 1.00000 1.00000 1.00000 0 |
|------------|-----------------------------------------------------------------|---------------------------------------------------------|---------------------------------------------------------------------------------|----|-----------------------------------|

## JCEC

| gene_sym      | SE                                                      | A5SS                                                    | A3SS                                                                            | MXE             | RI                        |
|---------------|---------------------------------------------------------|---------------------------------------------------------|---------------------------------------------------------------------------------|-----------------|---------------------------|
| <i>buc</i>    | NA                                                      | NA                                                      | 1.00000 0.36235                                                                 | NA              | NA                        |
| <i>nanos3</i> | NA                                                      | NA                                                      | NA                                                                              | NA              | NA                        |
| <i>tdrd7a</i> | NA                                                      | NA                                                      | NA                                                                              | NA              | NA                        |
| <i>ddx4</i>   | 1.00000 1.00000 1.00000                                 | 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 | 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000                                 | NA              | 1                         |
| <i>kif5ba</i> | NA                                                      | 1                                                       | 1                                                                               | NA              | NA                        |
| <i>dnd1</i>   | NA                                                      | NA                                                      | NA                                                                              | NA              | NA                        |
| <i>ca15b</i>  | 1.00000 1.00000 1.00000 1.00000 1.00000                 | 1                                                       | 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000                         | NA              | 1                         |
| <i>celf1</i>  | 1.00000 0.21691                                         | 1.00000 1.00000 1.00000 1.00000                         | 1.00000 1.00000 0.00106 1.00000 1.00000 1.00000                                 | NA              | 1                         |
| <i>rgs14a</i> | NA                                                      | 1                                                       | NA                                                                              | NA              | NA                        |
| <i>dazl</i>   | 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000         | 1.00000 1.00000 1.00000                                 | 1.00000 1.00000 1.00000                                                         | 1               | NA                        |
| <i>hook2</i>  | 1                                                       | 1.00000 1.00000 1.00000 1.00000                         | 1.00000 1.00000                                                                 | NA              | NA                        |
| <i>tdrd6</i>  | 1.00000 1.00000 0.54668 1.00000 1.00000 1.00000 1.00000 | 1.00000 1.00000 0.29934 1.00000 1.00000 1.00000 1.00000 | 1.00000 0.83337 1.00000 1.00000 1.00000                                         | 1.00000 1.00000 | 0.77420 1.00000           |
| <i>gra</i>    | 1                                                       | 1                                                       | NA                                                                              | NA              | NA                        |
| <i>h1m</i>    | 1.00000 1.00000 1.00000 0.49566 0.09799 1.00000 1.00000 | 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 | 0.38400 0.33760 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 1.00000 | NA              | 1.00000 1.00000 1.00000 0 |

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 3 — Data Set EV1

附件 1\_蛋白质鉴定列表

| 表头                   | 定义           | 描述                                                                                                                                                                                                                                                                                                                              |
|----------------------|--------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Accession            | 蛋白质登录号       | 蛋白质序列数据库（FASTA database）中的蛋白质编号                                                                                                                                                                                                                                                                                                 |
| Description          | 蛋白质信息描述      | 基于蛋白质序列的数据库中的蛋白质功能描述。搜库经常使用两类数据库：公共库（用的比较多的是 UniProtKB）与自建库（由转录组数据库翻译而来的蛋白质数据库）。UniProtKB 数据库（ <a href="http://www.uniprot.org">www.uniprot.org</a> ）的命名格式为：>db UniqueIdentifier EntryName ProteinName OS=OrganismName [GN=GeneName] PE=Protein Existence SV=SequenceVersion。自建库中若仅有蛋白质序列，没有功能注释，则查库结果的 Description 中没有蛋白质功能描述。 |
| Coverage             | 肽段覆盖率        | 鉴定到的氨基酸数目占蛋白质总氨基酸数目的比例。                                                                                                                                                                                                                                                                                                         |
| Unique Peptides      | 唯一肽段数        | 用于定量的唯一肽段数目                                                                                                                                                                                                                                                                                                                     |
| Peptides             | 肽段数          | 用于定性的肽段数目                                                                                                                                                                                                                                                                                                                       |
| PSMs                 | 匹配到肽段的质谱图谱总数 | 全称是 peptide spectrum matches，为该蛋白质组的所有肽段匹配到全部质谱图的数量                                                                                                                                                                                                                                                                             |
| AAs                  | 氨基酸个数        | 蛋白质的氨基酸总数                                                                                                                                                                                                                                                                                                                       |
| MW [kDa]             | 分子量          | 蛋白质的理论分子量。该分子量是软件根据数据库中的蛋白质序列计算得到的。如果用以参加计算的蛋白质序列不是完整的全长序列，比如由转录组翻译而来的蛋白质序列，由此计算得到的分子量会小于完整蛋白质的分子量。                                                                                                                                                                                                                             |
| calc. pI             | 等电点          | 蛋白质的理论等电点                                                                                                                                                                                                                                                                                                                       |
| Abundances (Grouped) | 蛋白相对表达量      | 根据质谱响应强度得到的蛋白定量值                                                                                                                                                                                                                                                                                                                |

附件 2\_肽段鉴定列表

| 表头                 | 定义      | 描述                      |
|--------------------|---------|-------------------------|
| Annotated Sequence | 肽段氨基酸序列 | 描述肽段氨基酸的组成，其中小写字母为修饰氨基酸 |
| Modifications      | 修饰      | 描述修饰氨基酸、位置及修饰方式         |
| # Protein Groups   | 蛋白组个数   | 该肽段匹配到的蛋白组个数            |
| Proteins           | 蛋白个数    | 该肽段匹配到的蛋白个数             |

|                                         |                |                                                                                                                 |
|-----------------------------------------|----------------|-----------------------------------------------------------------------------------------------------------------|
| PSMs                                    | 匹配到肽段的质谱图谱总数   | 全称是peptide spectrum matches，为该肽段匹配到全部质谱图的数量。                                                                    |
| Master Protein Accessions               | 蛋白质登录号         | 蛋白质序列数据库（FASTA database）中的蛋白质编号                                                                                 |
| Positions in Master Proteins            | 在蛋白序列中的位置      | 鉴定到的肽段序列在蛋白序列中的位置                                                                                               |
| Modifications in Master Proteins        | 修饰             | 描述修饰氨基酸在蛋白序列的位置及修饰方式                                                                                            |
| # Missed Cleavages                      | 漏切位点           | 肽段在酶解过程中有些位点可能发生漏切                                                                                              |
| Theo. MH+ [Da]                          | 肽段分子量          | 肽段理论分子量                                                                                                         |
| Abundances (Grouped)                    | 相对表达量          | 肽段在质谱上的响应强度                                                                                                     |
| Charge (by Search Engine): Mascot       | 电荷             | 肽段电荷数                                                                                                           |
| DeltaM [ppm] (by Search Engine): Mascot | 理论分子量和实验分子量的差值 | 肽段理论分子量和实验测得分子量的差异                                                                                              |
| RT [min] (by Search Engine): Mascot     | 保留时间           | 全称为 retention time，指被分离样品组分从进样开始到柱后出现该组分浓度极大值时的时间，即从进样开始到出现某组分色谱峰的顶点时为止所经历的时间，称为此组分的保留时间，用 RT 表示，常以分（min）为时间单位。 |
| Ions Score (by Search Engine): Mascot   | 肽段得分           | Mascot 肽段得分                                                                                                     |

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 4 — Movie EV1

**Movie EV1: Rbm24a-GFP distribution and dynamics during early cleavage of a *rbm24a-GFP* KI embryo.**

The embryo is positioned with the animal pole to the viewer under a light-sheet microscope.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 5 — Movie EV2

**Movie EV2: Germ granule dynamics labelled by Rbm24a-GFP during cleavage and blastula stages.**

The *rbm24a-GFP* KI embryo was mounted with the animal pole towards the objective lens of a spinning disc confocal microscopy.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 6 — Movie EV3

**Movie EV3: 3D view of germ granule dynamics during early development.**

3D video of *rbm24a-GFP* KI embryos was acquired under a light-sheet microscope. The left and right parts of the video represent the animal pole view and lateral view of the same embryo.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 7 — Movie EV4

**Movie EV4: Live imaging of Buc-GFP recruitment to the germ plasm condensates in wild-type and M*rbm24a* embryos.**

The Buc-GFP protein was translated from injected *buc-gfp* mRNA.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 8 — Movie EV5

**Movie EV5: Germ granules fail to converge to cleavage furrows in M*rbm24a* embryo.**

Germ granules were labelled by transgenic expression of Buc-GFP.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 9 — Movie EV6

**Movie EV6: Trajectory tracking of germ granules during the formation of second cleavage furrow in wild-type and M*rbm24a*.**

Germ granules were labelled by transgenic expression of Buc-GFP.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 10 — Movie EV7

**Movie EV7: Germ granules fail to undergo directed transport toward the furrows after kinesin antibody injection.**

Germ plasm particles were visualized by endogenous expression of Rbm24a-GFP in the *rbm24a-GFP* KI background.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 11 — Movie EV8

**Movie EV8: Trajectory tracking of germ granules during the formation of the second cleavage furrow in uninjected and kinesin-antibody-injected *rbm24a-GFP KI* embryos.**

Germ granules were visualized by endogenous expression of Rbm24a-GFP in the *rbm24a-GFP* KI background.

# Supplementary material for: Rbm24a dictates mRNA recruitment for germ granule assembly in zebrafish
**Source:** EMBO J. 2025 Apr 25;44(11):3121–49. doi: 10.1038/s44318-025-00442-z
**Supplement:** Supplementary file 23 — Expanded View Figures

## Expanded View Figures

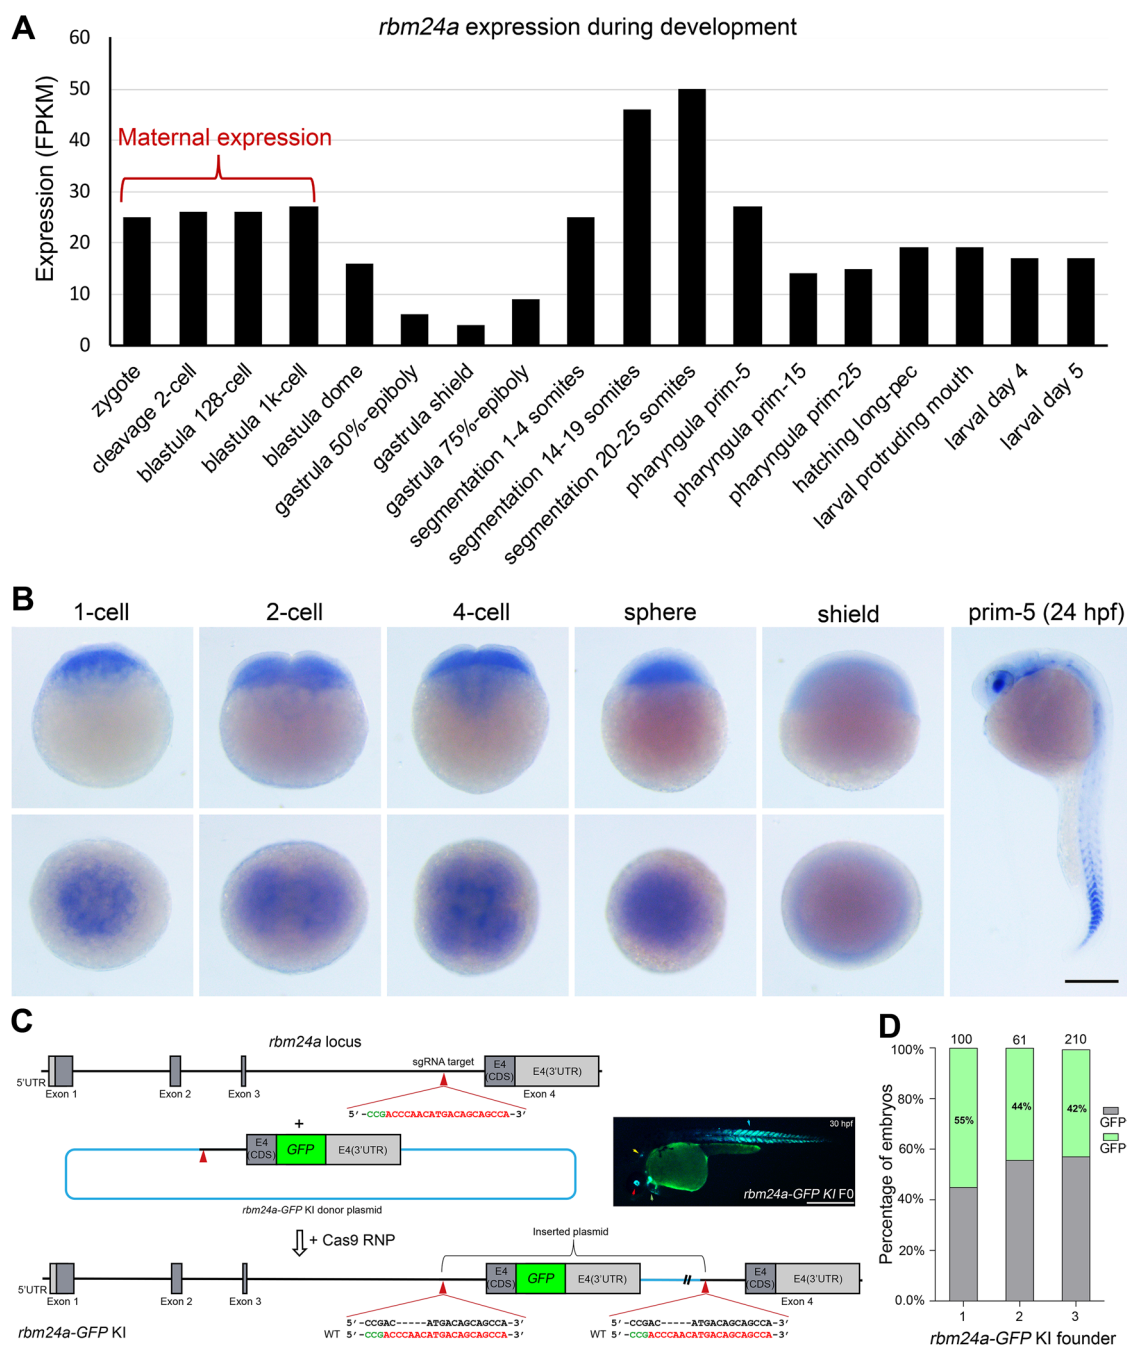

**Figure EV1. Expression of zebrafish *rbm24a* transcripts and construction of *rbm24a*-GFP KI line.**

(A) Expression levels of *rbm24a* transcripts at different developmental stages, replotted from a published resource (White et al, 2017). (B) Spatial expression of *rbm24a* transcripts. Scale bar, 250  $\mu$ m. (C) Diagram illustrating the knock-in strategy to insert a GFP tag at the C-terminus of endogenous Rbm24a. The inset on the right shows an FO embryo with early integration of the knock-in plasmid. Scale bar, 500  $\mu$ m. (D) Germline transmission of three founders with early integration event. Numbers on top of each column represent embryos analyzed from each founder. Source data are available online for this figure.

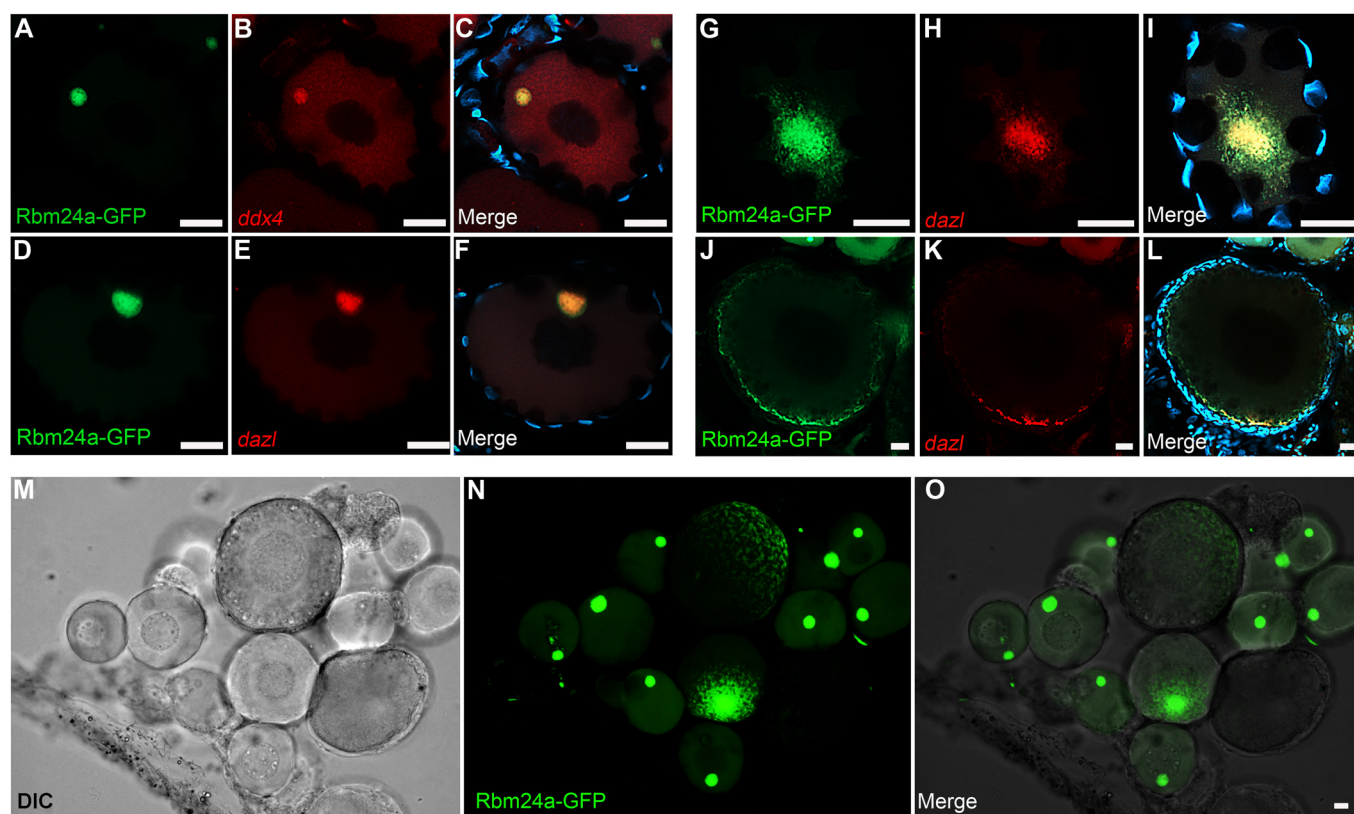

**Figure EV2. Rbm24a localization during oogenesis.**

(A–F) Colocalization of Rbm24a-GFP with *ddx4* and *dazl* in the BB of stage Ia oocyte. Scale bars, 20 μm. (G–L) Rbm24a is released following BB breakdown in the late stage Ib and stage II oocytes. Scale bars, 20 μm. (M–O) Live *rbm24a*-GFP KI oocytes at different stages. Note the BB localization of Rbm24a in stage I oocytes and a spread of Rbm24a as patched forms in larger oocytes. Scale bar, 20 μm. Source data are available online for this figure.

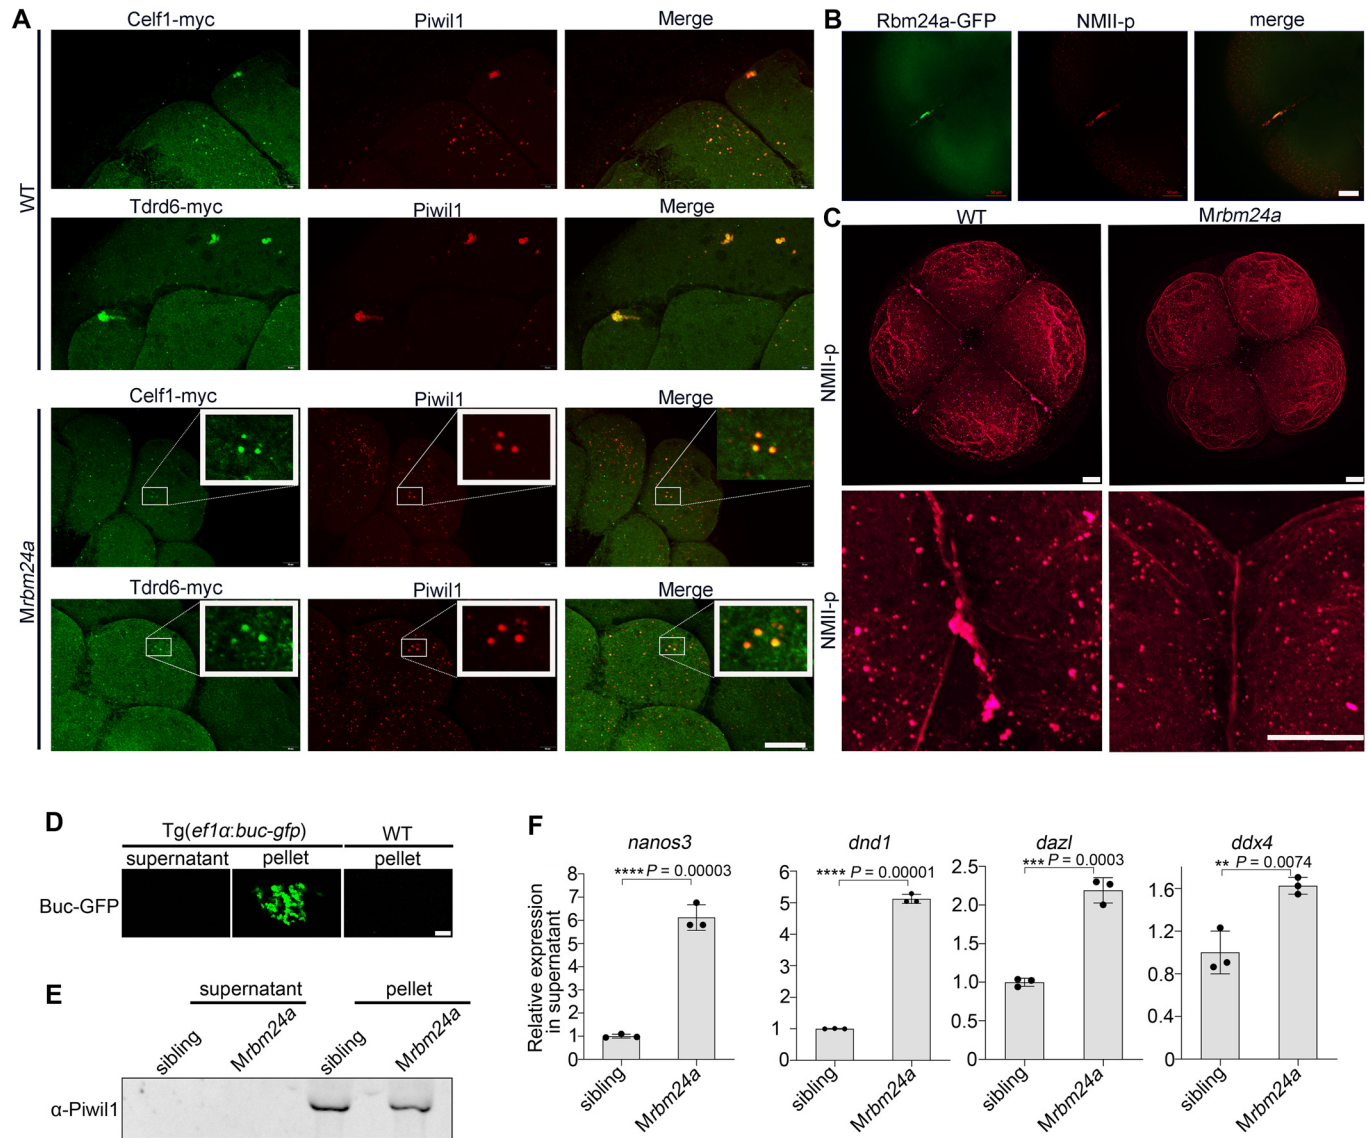

**Figure EV3. Rbm24a is required for the recruitment of germ plasm mRNAs but not proteins into germ granules.**

(A) Recruitment of Tdrd6-myc and Celf1-myc into germ plasm condensates in the presence or absence of maternal Rbm24a. Scale bar, 50  $\mu$ m. (B) Colocalization of NMII-p with Rbm24a-GFP in the cleavage furrow. Scale bar, 50  $\mu$ m. (C) NMII-p localizes in small germ granules in the absence of maternal Rbm24a. Scale bars, 50  $\mu$ m. (D) Isolated germ plasm condensates examined by confocal microscopy. Scale bar, 10  $\mu$ m. (E) Western blot analysis of Piwil1 in the supernatant and the pellet. (F) Expression levels of germ plasm mRNAs in the supernatants of siblings and *Mrbm24a* embryos ( $n$  = 3 independent biological samples). Data are presented as mean  $\pm$  SD. \*\* $P$  < 0.01, \*\*\* $P$  < 0.001 and \*\*\*\* $P$  < 0.0001, unpaired Student's  $t$  test. Source data are available online for this figure.

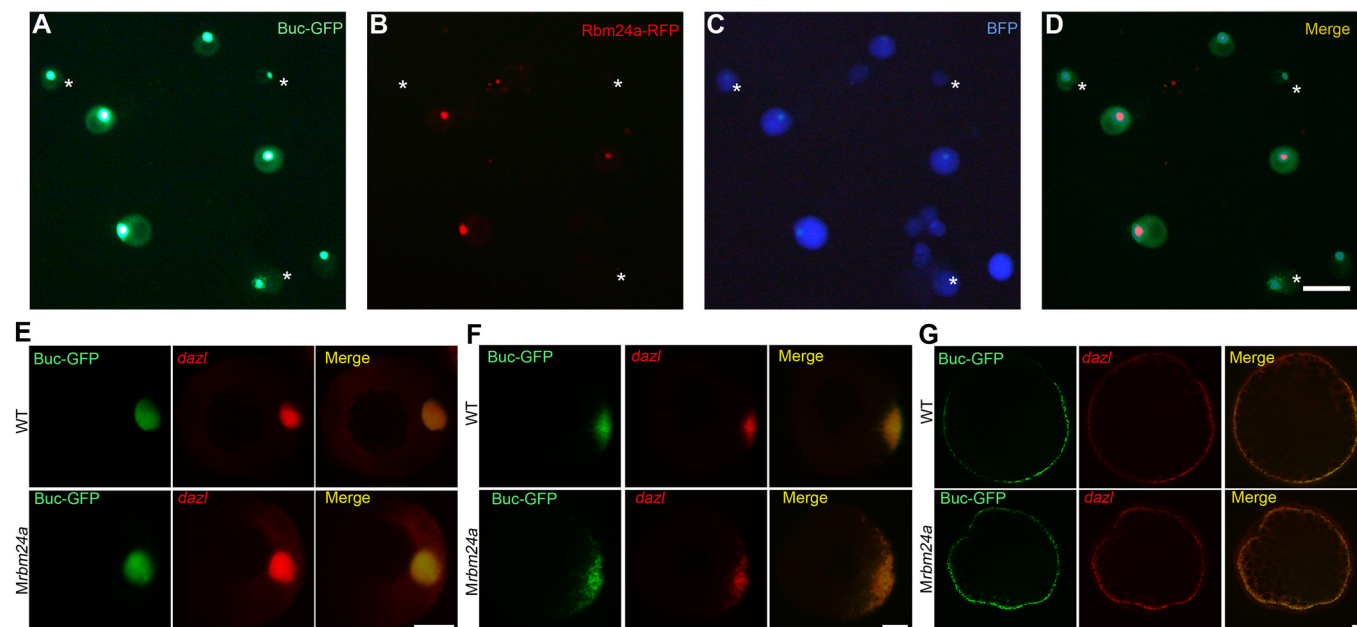

**Figure EV4. Loss of Rbm24a function does not affect the formation or dissociation of BB.**

(A–D) Identification of *rbm24a* mutant oocytes in a homozygous *rbm24a-RFP* *Kl<sup>zpcas9</sup>*; *Tg(U6:4xsgRNA<sup>rbm24a</sup>)*; *Tg(ef1a:buc-GFP)* background. Notably, Rbm24a-RFP signal is absent in mutant oocytes (asterisks). Scale bar, 500  $\mu$ m. (E) BB formation is normal after the loss of *Mrbm24a*, as revealed by the distribution of Buc-GFP and *dazl* mRNA in stage Ia oocytes. Scale bar, 20  $\mu$ m. (F, G) BB dissociation is not affected by the absence of maternal Rbm24a. Oocytes in (F) are at late stage Ib, while oocytes in (G) are at stage III. Scale bars, 20  $\mu$ m. Source data are available online for this figure.

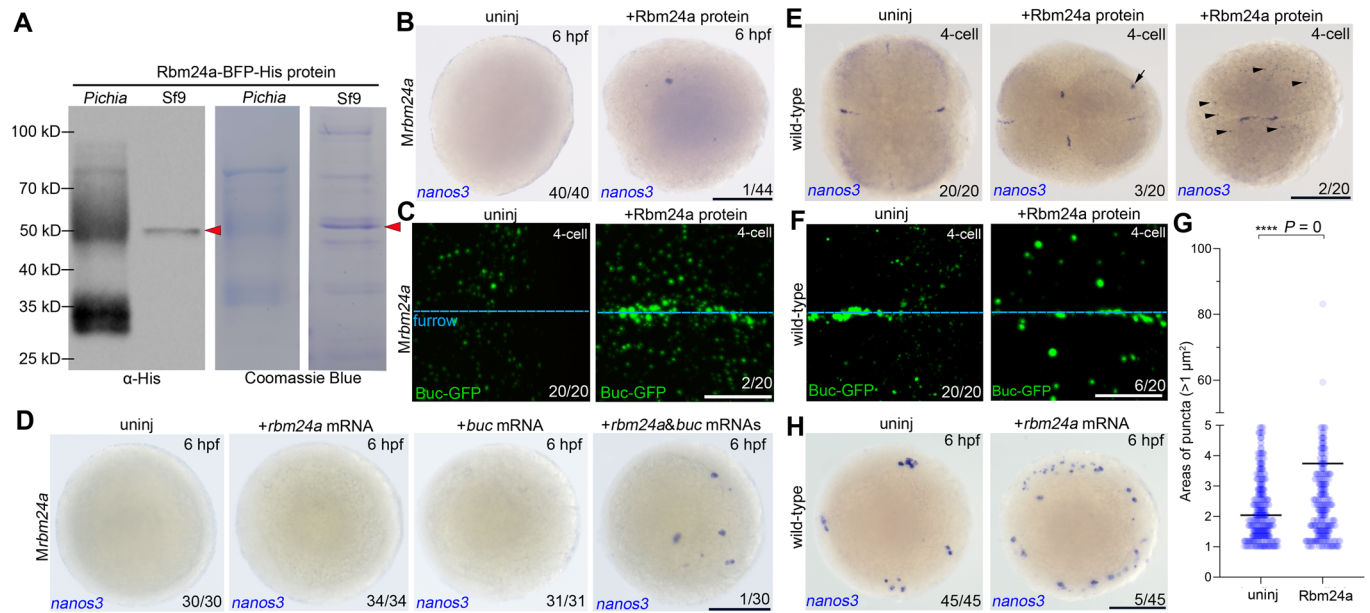

**Figure EV5. Overexpression of Rbm24a induces germ granule aggregation and PGC formation with low efficiency.**

(A) Purified recombinant Rbm24a-BFP-His protein from *Pichia* yeast and Sf9 cell lines. (B) Injection of recombinant Rbm24a protein rescues PGC formation in *Mrbm24a* with low efficiency. Scale bar, 200  $\mu$ m. (C) Supplementation of recombinant Rbm24a protein induces increased germ granule aggregation along the cleavage furrow. Scale bar, 50  $\mu$ m. (D) Co-injection of *rbm24a* and *buc* mRNAs into *Mrbm24a* embryos rescues PGC formation defect with low efficiency, while separate injection has no effect. Scale bar, 200  $\mu$ m. (E) Injection of recombinant Rbm24a protein into wild-type embryos results in ectopic and large germ plasm aggregates. Scale bar, 200  $\mu$ m. (F) Rbm24a promotes large germ granule formation outside the cleavage furrow, as monitored by transgenic *Buc-GFP* marker. Scale bar, 50  $\mu$ m. (G) Scatter plot shows the size of germ granules outside the cleavage furrow (data are from three independent embryos for each group). Only granules with size  $>1 \mu\text{m}^2$  were counted. The arithmetic mean was denoted by black horizontal lines. For uninjected group  $n = 498$ , for Rbm24a protein-injected group  $n = 640$ . \*\*\*\* $P < 0.0001$ , unpaired Student's  $t$  test. (H) Increased PGCs in embryos injected with *rbm24a* mRNA at 6 hpf. Scale bar, 200  $\mu$ m. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

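Cells of zebrafish embryos at the shield stage (6 hpf) were profiled by scRNA-seq in 4 libraries, 2 from siblings and 2 from M*rbm24a* embryos, with 33 embryos stated for the dissociation. The genotype and number of each library were taken from the sample labels and the paper. The authors filtered reads by quality with Trimmomatic, mapped them and counted UMIs per gene and barcode with Cell Ranger, subtracted the ambient RNA estimated by DecontX, removed doublets with Scrublet, removed barcodes outside the median ± 5 median absolute deviations in total counts, number of genes or share of the 20 top genes, and joined the libraries in 1 matrix. The version of Cell Ranger, the genome build and the annotation are not given in the sources used here. The deposited values are thus estimated counts with decimals, not scaled to a common total, and the files name genes by symbol, with a suffix where a symbol occurs more than once. No coordinates are given, and neighbouring genes were looked up by symbol in a RefSeq gene table of the GRCz12tu assembly, used for gene order only. Of the germ plasm mRNAs that the paper's main text names, *kop* matched no symbol and 12 did.

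All 14455 deposited cells were used, without a further filter and without a further doublet caller. Clusters were rebuilt in Python 3.11.15 with Scanpy 1.11.5, igraph 0.11.9 and scikit-learn 1.9.0. Values were scaled to 10000 per cell and log-transformed, and 2000 highly variable genes were chosen among genes with a value above 0.5 in at least 10 cells, leaving out the mitochondrial, cell cycle and housekeeping genes listed in the methods. Genes with no absolute correlation above 0.2 to another chosen gene were dropped, which left 1699. ComBat was run with the library as batch, genes were scaled with a cap of 10, and Leiden clusters at a resolution of 1 were computed on 15 neighbours in 50 principal components. ComBat and the resolution were choices made here, since the methods name neither.

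The markers of each class were fixed in advance, but the rule by which they name a cluster was set after looking at the clusters, and several forms of it were tried. It asks for at least 3 markers raised by at least 0.5 in log2 (CPM + 5) and found in at least 10% of cells, for a median UMI number of at least 33.3% of that of the cells' own libraries, and for no more markers of another class than of its own among the 10 most raised genes. Where no cluster took the name PGC-like or DFC-like, resolutions of 2, 4 and 8 were tried in turn for that class alone. Clusters that fail the rule are unnamed and held 23.1% of sibling 1, 43.6% of sibling 2, 49.4% of M*rbm24a* 1 and 30.2% of M*rbm24a* 2. Since names were rebuilt, a difference from the paper's classes can come from the names. A cluster's own leading genes are given to describe it and not as a difference between genotypes.

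Values were summed over the cells of each library, and of each library and class, rounded to whole numbers, and tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) with no covariate. The rounded sums were tested as fixed in the design for values with decimals, and because DecontX changes the counting noise that a count model assumes, limma 3.58.1 on log2(CPM + 1) of the unrounded sums was added after seeing the data. A class was tested when each library had at least 50 cells of it. Cell numbers per class and cluster were tested with edgeR, with the number of cells of the library as its size. DESeq2 on cell numbers used the dispersion estimate of each class or cluster alone, without shrinkage. The script was tested on simulated data with 200 genes changed by a log2 fold change of 1 or 2, up or down. In whole libraries, of 17768 genes, it called 173, of which 165 were changed and 8 were not. In EVL-like cells it recovered 61 of 200 among 7640 genes. Shares of cells have exact Clopper-Pearson 95% intervals from scipy 1.17.1, and a count of 0 is given the limit that 3 counts would set. With 2 libraries per genotype, no exact permutation test can give a two-sided p under 0.33.

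The alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, the replicate number as a block, each library left out in turn, and sums without PGC-like cells, without unnamed clusters or with the same number of cells per class from each library. For clusters they were resolutions of 0.5 and 2, no batch correction, 3000 highly variable genes, clustering without the PGC markers, clustering without the 12 genes that differ over 4-fold between libraries or stand for ribosomal RNA, named classes as the total, and counts of cells by 5 PGC markers. A library left alone in its genotype is assumed to vary like the other genotype. The genes named are those that the paper's main text names for scRNA-seq or as germ plasm components, those printed in Appendix Fig. S5b and S6a, which had been seen in the figures, and the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold in whole libraries with both M*rbm24a* libraries on the same side of both siblings. The paper's other sequencing experiments are not analysed here.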

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

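Both tests reported here, of class shares and of repeated symbols, were chosen after the result had been seen.

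The paper does not discuss the 5 genes with the largest rise in M*rbm24a* libraries, which lie outside the genes it names. In whole libraries, LOC108183517 had a log2 fold change of 1.38 (adjusted p = 0.0432 from edgeR's quasi-likelihood test), si:ch211-253p18.2 of 1.36 (adjusted p = 0.0193), *zbtb2b_1* of 1.12 (adjusted p = 0.0109), *akap12b_1* of 1.09 (adjusted p = 0.00662) and si:ch211-125o16.4 of 1.05 (adjusted p = 0.0432), each higher in both M*rbm24a* libraries than in both siblings. The highest level was that of *akap12b_1*, at 363 ± 9.00 CPM in M*rbm24a* libraries (SD, n = 2) against 176 ± 19.2 CPM in siblings. LOC108183517 was at 3.36 ± 0.0970 CPM against 1.29 ± 0.348 CPM. Without M*rbm24a* 1, the adjusted p rose to between 0.141 and 0.376 for the 5 genes. Without M*rbm24a* 2, it rose to 0.0883 for LOC108183517, 0.056 for si:ch211-253p18.2 and 0.0701 for si:ch211-125o16.4, while *zbtb2b_1* (0.0337) and *akap12b_1* (0.026) still passed. With the unnamed clusters left out, LOC108183517 no longer passed (adjusted p = 0.0823). Over the alternatives, the log2 fold changes of the 5 genes stayed between 0.82 and 1.78, and the adjusted p ranged from 3.01e-11 to 0.328 for LOC108183517, from 1.14e-13 to 0.211 for si:ch211-253p18.2, from 1.05e-13 to 0.187 for *zbtb2b_1*, from 5.20e-23 to 0.141 for *akap12b_1* and from 4.75e-16 to 0.376 for si:ch211-125o16.4.

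The tables argue against different shares of the cell classes as the cause of these rises. With the same number of cells per class from each library, the lowest log2 fold change of the 5 was 1.05, for *zbtb2b_1*, and each of the 5 kept over 50% of its value, though LOC108183517 (adjusted p = 0.132) and si:ch211-253p18.2 (adjusted p = 0.0745) no longer passed.

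The files list the symbols of *zbtb2b_1*, *akap12b_1* and si:ch211-125o16.4 more than once. Reads divided otherwise between copies of one symbol, for the 3 genes whose symbol is repeated, may explain their rise. The other entry was lower in both M*rbm24a* libraries for all 3, where 27.9% of the genes tested outside PGC-like cells were. For *akap12b*, the other entry fell from 1307 and 1498 CPM in the siblings to 1142 and 1133 CPM, and for si:ch211-125o16.4 it fell from 136 and 166 CPM to 74.8 and 76.9 CPM. The risen entry of si:ch211-125o16.4 went from 12.8 and 9.60 CPM to 24.1 and 21.6 CPM, a smaller change. The sum over its entries was lower in both M*rbm24a* libraries, so divided reads alone do not account for both changes. For *zbtb2b* and *akap12b*, the sum did not separate the genotypes. A sequence variant of the M*rbm24a* line against the reference could move reads between such entries, and it was not tested, as no reads or genome were used here. A change of expression in the M*rbm24a* embryos also stays open for all 5 genes, and for LOC108183517 and si:ch211-253p18.2, which have a single entry, the only technical explanation tested was that of the class shares.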

How the results depend on the processing

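Among the alternatives reported here, limma and, for PGC-like cells, the resolutions were chosen after seeing the data. Where no cause is given for a change, the cause was not tested.

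The difference in the mean share of PGC-like cells between siblings and M*rbm24a* libraries, 0.211 percentage points, was unchanged without batch correction and with 3000 highly variable genes, and ranged from 0.196 to 0.226 with each library left out. It was 0.211 at a resolution of 0.5 and 0.324 at a resolution of 2. Clustering without the PGC marker list formed no PGC-like cluster at a resolution of 1, and at the next resolution tried, 2, it gave 0.141. Counting cells with UMIs of PGC markers gave 0.274 for at least 3 of the 5 markers, 1.68 for at least 2 and 0.342 for at least 4. The first 2 of these rest on sibling 1, since for at least 3 markers sibling 2 (0.421%) lay below both M*rbm24a* libraries (0.647% and 0.557%), and for at least 2 markers it held 3.87%, against 3.88% and 3.59%.

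None of the 6 somatic classes passed the edgeR test on cell numbers, 0 had an unadjusted p under 0.05, and DESeq2 passed 1, the EVL-like cells (adjusted p = 0.0125, with a range over the alternatives from 0.0125 to 0.993). DESeq2 used the dispersion estimate of each class or cluster alone, without shrinkage. The shares themselves moved with the resolution, in part because a cluster's name can change with its most raised genes. Ectoderm-like cells fell from 39.3%, 27.0%, 21.2% and 33.1% of sibling 1, sibling 2, M*rbm24a* 1 and M*rbm24a* 2 to 22.9%, 16.1%, 13.1% and 20.0% at a resolution of 0.5 and 28.0%, 19.8%, 14.6% and 21.5% at a resolution of 2, where Dorsal mesoderm-like cells rose from 6.90%, 5.63%, 5.35% and 6.83% to 14.5%, 10.8%, 9.85% and 14.5%. The direction of 5 classes depended on a setting or a library. For Lateroventral mesoderm-like cells the log2 fold change of 0.01 became −0.0202 at a resolution of 0.5, −0.00241 at a resolution of 2 and −0.0554 with 3000 highly variable genes. Without batch correction it became −0.13 for DFC-like cells, a name that then fell to a cluster of 140 cells, against 15, and 0.0636 for Dorsal mesoderm-like cells, and with named classes as the total it became 0.10 for the latter. With each library left out it ranged from −0.16 to 0.19 for Lateroventral mesoderm-like, from −0.23 to 0.12 for Dorsal mesoderm-like, from −0.64 to 0.0103 for Ectoderm-like and from −0.13 to 0.45 for Endoderm-like cells. The EVL-like cells kept their direction under all 11 alternatives, with log2 fold changes from −0.60 to −0.34. Of the unnamed clusters, edgeR passed 0, none at an unadjusted p under 0.05, and DESeq2 passed 1. At a resolution of 2, 1 passed, and with each library left out the number ranged from 0 to 1, the latter without sibling 2. Taken as 1 group, the unnamed clusters had a log2 fold change of 0.26, with a range from −0.14 without M*rbm24a* 1 to 0.79 without sibling 2, and of −0.13 without sibling 1.

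In whole libraries, 195 genes passed. DESeq2 passed 394, of which 185 were among the 195, and no filter on low counts gave 1815, over 27727 genes in place of 17768. RLE factors gave 200 and limma 289, and leaving out PGC-like cells gave 189. Leaving out the unnamed clusters gave 75, and the same number of cells per class gave 54, with fewer cells in the sums. With each library left out, the number ranged from 8 without M*rbm24a* 1 to 3689 without sibling 1, and it was 1040 without sibling 2 and 59 without M*rbm24a* 2.

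Within classes, no filter on low counts gave 932 genes in Ectoderm-like, 768 in Lateroventral mesoderm-like, 277 in Dorsal mesoderm-like, 64 in Endoderm-like and 554 in EVL-like cells, against 78, 36, 33, 3 and 165. DESeq2 gave 63 in Lateroventral mesoderm-like and 18 in Dorsal mesoderm-like cells. Limma gave 142 in Ectoderm-like, 6 in Endoderm-like and 552 in EVL-like cells. In EVL-like cells, RLE factors gave 419 genes, 317 higher and 102 lower, and limma 457 higher and 95 lower, against 113 higher and 52 lower by TMM. The median log2 fold change of all genes tested in EVL-like cells was 0.01 by TMM, 0.09 by RLE factors and 0.16 by limma, so the share of genes that rose there depends on the scaling. With each library left out, the number ranged from 5 without M*rbm24a* 2 to 3289 without sibling 1 in Ectoderm-like cells (1037 without sibling 2, 27 without M*rbm24a* 1), from 3 to 2465 for the same libraries in Lateroventral mesoderm-like cells (529 without sibling 2, 16 without M*rbm24a* 1), from 25 to 1246 in Dorsal mesoderm-like cells (308 without sibling 2), from 8 to 528 in Endoderm-like cells (88 without sibling 2, 15 without M*rbm24a* 1), and from 0 without M*rbm24a* 2, where 962 genes had an unadjusted p under 0.05, to 1388 without M*rbm24a* 1 in EVL-like cells.

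The number of the 12 germ plasm mRNAs past the threshold in whole libraries was 4, and ranged from 3 without M*rbm24a* 1 to 7 without sibling 1. Outside PGC-like cells it was 0 by edgeR, with 3 at an unadjusted p under 0.05, and 2 by DESeq2, by limma and without the filter on low counts, and ranged from 0 to 4 with each library left out, the highest without sibling 1, with 2 without sibling 2. Leaving out PGC-like cells turned the log2 fold change in whole libraries to 0.0377 for *ca15b*, 0.0242 for *dazl* and 0.32 for *rgs14a*, and the same number of cells per class, which also leaves out PGC-like cells, turned it to 0.0537 for *ca15b* and 0.49 for *rgs14a*. With each library left out, log2 fold changes in whole libraries ranged from −0.00955 to 0.24 for *piwil1* and from −0.17 to 0.0118 for *tdrd6*. Outside PGC-like cells they ranged from −0.73 to 0.0722 for *dnd1*, −0.11 to 0.22 for *ca15b*, −0.25 to 0.12 for *tdrd7a*, −0.16 to 0.28 for *dazl*, −0.00573 to 0.24 for *piwil1*, −0.15 to 0.0586 for *tdrd6* and −0.12 to 0.0461 for *hook2*, none of which passed in any of the alternatives. Among named genes in whole libraries, over the alternatives, 301 values kept their direction and their side of the threshold, 30 no longer passed, 30 newly passed and 7 changed direction.

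The libraries share replicate numbers, and a fit with the replicate block was compared. Libraries with the same number did not deviate together, with correlations of their deviations across genes of −0.00716 in whole libraries and between 0.0375 and 0.0761 in the classes, so the numbers are not taken to pair the libraries. With the replicate block, 547 genes passed in whole libraries, 245 in Ectoderm-like, 324 in Dorsal mesoderm-like, 35 in Endoderm-like, 562 in EVL-like and 26 in Lateroventral mesoderm-like cells, 2 germ plasm mRNAs passed outside PGC-like cells, and the PGC-like cells had an adjusted p of 0.142 on cell numbers.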

Differences from the paper's values

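No alternative compared here was chosen after the result was seen. The paper's shares were read by eye from Appendix Fig. S6c, and both sets of shares are of all cells of the library. The classes compared here were rebuilt and renamed, so they need not hold the same cells.

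The paper's share of lateroventral mesoderm is about 35% in M*rbm24a* 1, read by eye, and Lateroventral mesoderm-like cells made up 18.5% here. Of the alternatives set before the data were examined, none brought the shares within 1.5 times of each other, with values from 18.3% to 22.2% for resolutions of 0.5 and 2, no batch correction and 3000 highly variable genes. In M*rbm24a* 2 the paper's share is about 42%, read by eye, against 23.0% here. With 3000 highly variable genes it was 28.1%, within 1.5 times of the paper's, and with resolutions of 0.5 and 2 and without batch correction it was not, at 22.9% to 26.7%.

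The shares of Ectoderm-like and Dorsal mesoderm-like cells did not differ from the paper's by this measure, but all 4 Ectoderm-like shares did at resolutions of 0.5 and 2, and all 4 Dorsal mesoderm-like shares did at a resolution of 2. With 3000 highly variable genes, the Ectoderm-like shares of sibling 2 (21.7%), M*rbm24a* 1 (16.7%) and M*rbm24a* 2 (26.8%) differed. That of sibling 1 (32.5%) did not. Without batch correction, where a cluster of 140 cells took the name DFC-like, all 4 DFC-like shares differed.

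The paper's share of cells left undetermined is about 8% in sibling 1, read by eye, against 23.1% in unnamed clusters here, and none of the alternatives was within 1.5 times of it, with values from 22.9% to 40.7%. In sibling 2 the paper's share is about 29%, read by eye, against 43.6% here. At a resolution of 2, with 42.9%, it was within 1.5 times of the paper's, and without batch correction, with 43.6%, the difference was smaller than the spread between libraries, while with a resolution of 0.5 or 3000 highly variable genes the values differed. These values lie near 1.5 times of a share read by eye, so this call depends on the reading. In M*rbm24a* 1 the paper's share is about 29%, read by eye, against 49.4% here, and none of the alternatives came within it, with values from 48.9% to 58.7%. In M*rbm24a* 2 the paper's share is about 4%, read by eye, against 30.2% here, and again none came within it, with values from 29.1% to 44.8%.

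The paper states that its group not determined-3, near the EVL, was reduced in the mutants, and that not determined-2 was increased. In the rebuilt clustering without batch correction, the cluster with raised EVL markers held 16.5% of sibling 2 and 0% of sibling 1, against 0.0294% and 0.481% of the M*rbm24a* libraries, so both M*rbm24a* libraries lay below sibling 2. Sibling 1 has 0 barcodes between 516 and 1170 UMIs, the middle 80% of the cluster, so its 0% decides nothing about the fall. With batch correction at a resolution of 2, a cluster with 9 raised EVL markers had a median of 651 UMIs. It held 0.0849% of sibling 1 and 14.7% of sibling 2, against 3.03% and 2.20% of the M*rbm24a* libraries. Its log2 fold change was −1.50 (adjusted p = 0.529 from edgeR's test on cell numbers). The cluster that was larger in M*rbm24a* libraries held 22.9% of M*rbm24a* 1 and 0.810% of M*rbm24a* 2, against 0.566% and 1.96% of the siblings, so the rise was found in 1 M*rbm24a* library. A further unnamed cluster held 10.4% and 12.3% of the M*rbm24a* libraries against 8.74% and 5.16% of the siblings, higher in both, with a log2 fold change of 0.71 (adjusted p = 0.729 from edgeR's test on cell numbers). With batch correction, unnamed cluster 3 had a log2 fold change of 0.73, which edgeR did not pass (adjusted p = 0.410) and DESeq2 did (adjusted p = 8.46e-04), while edgeR's adjusted p with each library left out ranged from 0.811 to 0.988. DESeq2 used that cluster's own dispersion estimate, without shrinkage. At a resolution of 2, a cluster held 4.12% and 6.50% against 1.90% and 1.18% (log2 fold change 1.79, adjusted p = 0.0616 from edgeR's test). Whether these clusters hold the cells of the paper's groups is not known.

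The paper describes PGC markers as absent from M*rbm24a* embryos in its cluster map. In whole M*rbm24a* libraries, *nanos3* was at 5.03 and 6.03 CPM against 86.3 and 89.6 CPM in siblings, *dnd1* at 0.977 and 0.935 CPM against 9.94 and 7.70 CPM, and *ddx4* at 223 and 188 CPM against 154 and 136 CPM. No cell of these libraries was PGC-like. Sums over all cells are a different measure from a map of single cells. In Ectoderm-like cells, which should lack PGC markers, *nanos3* was at 5.48 to 7.26 CPM over the 4 libraries. Mean levels of *ddx4* in the somatic classes compared lay between 113 and 297 CPM. The sums thus do not contradict the paper's description.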

Other observations

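Of the tests reported here, those chosen after the result was seen are the shares of the sibling 1 and M*rbm24a* 2 libraries in the clusters taken mostly from another library, the depth and thinning tests of the M*rbm24a* 1 cluster, the tests of *ddx4* and *gra* in Ectoderm-like cells and of germ plasm mRNAs as a set, and the tests of repeated symbols.

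Without batch correction, an unnamed cluster took 587 of its cells from sibling 2. The tables argue against few UMIs per barcode as its cause, since cells with at least 3000 UMIs thinned to 619 UMIs, the median of its sibling 2 cells, mostly fell into other clusters, and 93.5% of its sibling 2 cells lay in a cluster where thinned cells were under 20% (11.6%). A cell state that the mutation makes fewer stays open, since 0% of sibling 1 cells were in it but sibling 1 has 0 barcodes between 516 and 1170 UMIs, the middle 80% of the cluster, against 781, 308 and 251 in sibling 2, M*rbm24a* 1 and M*rbm24a* 2. Free RNA, or a mixture of broken cells of every type, is a candidate explanation that stays open, as 39 of the 48 detected markers of the other classes (81.2%) stood within 2-fold of their mean over sibling 2 in its cells. The remaining 9 were all raised over 2-fold, among them all 4 DFC markers. Markers of the EVL were raised over 2-fold in 9 of 10, with a median log2 ratio of 1.37.

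A second such cluster took 779 of its cells from M*rbm24a* 1. With the 3117 cells under 3000 UMIs left out and the clustering repeated, a cluster remained with 94.8% of its cells from M*rbm24a* 1. Its markers gave it the name Endoderm-like, and its median of 4897 UMIs was still low. Cells with at least 6000 UMIs thinned to 2990 UMIs, the median of the 779 cells, mostly stayed apart from them, as 91.3% of the 779 lay in clusters where thinned cells were under 20% (16.0% and 4.20%). Both values argue against few UMIs per barcode as the cause. A cell state that the mutation makes more, in both M*rbm24a* libraries, is argued against by the share of M*rbm24a* 2, 0.810%, which was below that of sibling 2. A difference in the handling or batch of this library was not tested, nor was a state of the embryos of this library alone, since no other library shares it.

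Outside PGC-like cells, *ddx4* had a log2 fold change of 0.69 (adjusted p = 0.0774 from edgeR's quasi-likelihood test) and *gra*, a PGC marker named here after its values were seen, of 0.75 (adjusted p = 0.0532), each higher in both M*rbm24a* libraries. Over the alternatives, the adjusted p of *ddx4* ranged from 5.74e-09 to 0.547 and that of *gra* from 2.81e-08 to 0.291. Barcodes with few UMIs and other unnamed clusters are argued against as the cause, since within Ectoderm-like cells, which hold no unnamed cluster, *ddx4* had a log2 fold change of 0.85 and *gra* of 0.91 (adjusted p = 0.0293 each from edgeR's test). Both lost this threshold without M*rbm24a* 1, with adjusted p values of 0.160 and 0.09, and without M*rbm24a* 2, with 0.261 and 0.342. Over the alternatives in these cells, the adjusted p ranged from 1.63e-41 to 0.261 for *ddx4* and from 5.18e-12 to 0.342 for *gra*. With the unnamed clusters left out of whole libraries, the adjusted p of *ddx4* was 0.142 and that of *gra* 0.188, which decides nothing, since neither passed with these clusters included. Whether germ plasm mRNAs as a set were released into somatic cells cannot be told from the 11 other germ plasm mRNAs. Their total level did not rise like that of *ddx4* or *gra*, with a median log2 fold change of 0.02. A total does not show where in the cell an mRNA lies. The siblings' sums can also still hold PGCs, since a resolution of 2 found 14 and 9 PGC-like cells, against 8 and 7 at a resolution of 1. Higher in both M*rbm24a* libraries were 2 of the 11 mRNAs (18.2%, where chance gives 16.7% and all tested genes 22.0%). Lower in both was 1, and 0 passed edgeR's test. A release as a set, a smaller release and one of single mRNAs among the 11 all stay open. Of the 11, 2 had an unadjusted p under 0.05, *nanos3* (lower, log2 fold change −1.33) and *buc* (higher, 0.49), and DESeq2 and limma passed *nanos3* alone. Besides *gra*, Appendix Table S2 also lists *h1m*, which was outside the list fixed beforehand and is named after its values were seen, with a log2 fold change of 0.23 (adjusted p = 0.254 from edgeR's test), higher in both, and with it 3 of 12 were. Maternal mRNAs in general kept longer in the M*rbm24a* embryos also stay open outside PGC-like cells, with 7 of the 13 tested maternal mRNAs of a list (53.8%) higher in both M*rbm24a* libraries, against 22.0% of all tested genes and short of the share set for a general effect. Of these, edgeR passed *nanog*, named after its values were seen (adjusted p = 0.0496), which it lost without M*rbm24a* 1 (0.487) or M*rbm24a* 2 (0.369), with a range over the alternatives from 3.85e-04 to 0.487. A change in the M*rbm24a* embryos that is specific to *ddx4* and *gra* was not tested.

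The paper raises a slight difference in developmental stage between siblings and mutants. Outside PGC-like cells, of 14 tested genes of later gastrula stages, 7 (50%) were lower in both M*rbm24a* libraries and 0 were higher in both, with a median log2 fold change of −0.21. EdgeR, DESeq2 and limma passed 0 of the 14, and 5 had an unadjusted p under 0.05 from edgeR. Over all tested genes, 27.9% were lower in both. Of 5 tested genes of earlier stages, 2 were higher in both and 1 was lower in both. M*rbm24a* embryos slightly younger than the siblings thus cannot be told apart from embryos of the same stage, as these shares lie between those set for and against it.

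Outside PGC-like cells, genes that p53 activates were higher in the M*rbm24a* libraries, with 4 of the 5 tested (80%) higher in both than in both siblings, *mdm2*, *gadd45aa*, *sesn1* and *casp8*, which were named after their values were seen. EdgeR passed 0 of the 5, with adjusted p values from 0.0586 to 0.715 and 4 at an unadjusted p under 0.05, DESeq2 passed 1 and limma 0. Of the 10 genes listed, 2 matched no symbol and 3 were too low to be tested, and *mdm2* and *casp8* were already known to lead unnamed cluster 0, so the list is not independent of these libraries. Outside those 2, already seen, 2 of 3 (66.7%) were higher in both, short of the share set for it, so a p53 response in the M*rbm24a* libraries cannot be told apart from no such response. Stress during dissociation that differed between the suspensions would give the same values and was not tested.

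Of the 195 genes past the threshold in whole libraries, 38 were entries of a symbol listed more than once and were additional to its own entry, 19.5% against 8.94% of the genes tested. In the gene order of GRCz12tu, 20 pairs of these lay within 10 genes of each other, more than in any of 10000 random lists of tested entries, where the most was 11. Of the 20 pairs, 14 came from 1 place with 6 entries. Counted by place, the pairs lay in 5, a number that 153 of the 10000 random lists reached, so this test rests mostly on 1 place. Another of the 5 places holds *zbtb2b_1* and *akap12b_1*, which rose (log2 fold changes 1.12 and 1.09). A copy of a stretch of sequence in the reference that the siblings carry and the M*rbm24a* embryos do not would not raise these 2, and is a candidate explanation only for entries that fell, and genes changed together by their place for another reason stay open. Lower expression of those genes as a whole is argued against for the 8 entries with at most 3 counts over both M*rbm24a* libraries, since the sum over all entries of the symbol was lower in both M*rbm24a* libraries for 1 of the 8. Over all 34 such entries that fell, the sum was lower in both for 21 (61.8%), so a fall of expression stays open for the remaining ones. The changed gene nearest to *rbm24a* was 205 genes away.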
